# Immunometabolic Rewiring of Dendritic Cells to Overcome Glutamine‐Driven Immune Suppression in Colorectal Cancer

**DOI:** 10.1002/advs.202513986

**Published:** 2025-10-31

**Authors:** Bingjie Zhang, Renming Fan, Yongrui Hai, Ye Chen, Xintong Lu, Wenhui Wang, Jiarui Dou, Jiaxin Yan, Chang Su, Yue Chen, Le Yang, Minggao Zhao, Lei Liang, Gaofei Wei

**Keywords:** colorectal cancer, dendritic cells, extracellular vesicles, glutamine, immunotherapy, STING

## Abstract

The immunosuppressive tumor microenvironment imposes significant metabolic constraints that impair dendritic cell (DC) maturation and antigen presentation, ultimately undermining antitumor immunity. In colorectal cancer (CRC), elevated glutamine uptake by tumor cells depletes extracellular glutamine, thereby limiting DC functionality and disrupting T cell priming. While glutamine antagonists such as JHU083 inhibit tumor metabolism, they are insufficient to fully restore DC activity. Here, the development of T26, a bifunctional immunometabolic prodrug that links JHU083 with the STING agonist MSA‐2 via a cleavable amide bond, is reported, enabling synchronized intratumoral release and dual targeting of glutamine metabolism and innate immune activation. In murine CRC models, T26 restores DC maturation, promotes CD8⁺ T cell activation, and reprograms tumor cell‐derived extracellular vesicles to enhance antigen presentation and immune stimulation. Importantly, T26 significantly inhibits the growth and proliferation of CRC patient‐derived organoids, underscoring its translational potential in human CRC. Notably, T26 also demonstrates strong synergy with chemotherapy, immune checkpoint blockade, and anti‐angiogenic therapy, significantly improving tumor control without inducing systemic toxicity. These findings position T26 as a mechanistically integrated and translationally promising strategy to overcome glutamine‐driven immune suppression and enhance immunotherapy efficacy in CRC and other metabolically dysregulated malignancies.

## 1 Introduction

Dendritic cells (DCs) are essential mediators of antitumor immunity, functioning as the primary antigen‐presenting cells that mediate the link between innate and adaptive immune response.^[^ ^1^ ^]^ By capturing tumor‐associated antigens and presenting them on MHC‐I molecules, DCs activate CD8^+^ cytotoxic T lymphocytes, initiating robust immune responses that are essential for tumor eradication.^[^ ^2^ ^]^ However, within the tumor microenvironment (TME), DC maturation is often impaired due to metabolic competition and immunosuppressive signals, resulting in defective antigen presentation and ineffective T‐cell priming.^[^ ^3^ ^]^ Such dysfunction is a major driver of immune evasion and is associated with poor clinical outcomes, particularly in colorectal cancer (CRC).^[^ ^4^, ^5^ ^]^ Enhancing DC maturation and function is therefore a critical strategy for improving the efficacy of immunotherapies, such as immune checkpoint blockade (ICB).^[^ ^6^, ^7^, ^8^ ^]^

Glutamine, a key nutrient for cellular metabolism, plays a central role in DC activation and maturation.^[^ ^9^ ^]^ It supports mitochondrial function, redox balance, and biosynthetic processes essential for immune cell function.^[^ ^10^, ^11^, ^12^ ^]^ However, within the TME, tumor cells exhibit elevated glutamine uptake to support their rapid growth, leading to glutamine depletion in the surrounding extracellular space.^[^ ^13^ ^]^ This depletion restricts glutamine availability for immune cells, particularly DCs, impairing their maturation and antigen‐presenting capacity. As a result, T‐cell activation is compromised, contributing to immune suppression within the TME.^[^ ^9^ ^]^

Targeting glutamine metabolism using pharmacological agents has emerged as a promising therapeutic strategy to combat tumor growth.^[^ ^14^, ^15^ ^]^ 6‐Diazo‐5‐oxo‐l‐norleucine (DON), a potent glutamine antagonist, has shown efficacy in suppressing tumor cell proliferation and enhancing antitumor immunity. However, the clinical application of DON is limited by dose‐limiting gastrointestinal toxicity.^[^ ^16^, ^17^ ^]^ The development of JHU083, a prodrug of DON, provides a more targeted approach by selectively activating the drug within the tumor tissue, thereby reducing systemic toxicity.^[^ ^18^ ^]^ While JHU083 has demonstrated the ability to remodel the TME and promote T‐cell infiltration, it remains insufficient in fully restoring DC function. This suggests that metabolic reprogramming alone is inadequate to fully restore DC function within the TME, highlighting the need for complementary immunostimulatory strategies.

The stimulator of interferon genes (STING) pathway has emerged as a key regulator of innate immunity, particularly in DCs.^[^ ^19^, ^20^ ^]^ Upon activation, STING triggers the production of type I interferons (IFN‐I) and proinflammatory cytokines, promoting DC maturation and enhancing antigen cross‐presentation.^[^ ^21^ ^]^ STING activation also boosts CD8^+^ T cell priming, making it an attractive target for cancer immunotherapy.^[^ ^22^ ^]^ However, STING signaling can be compromised in glutamine‐deprived environments, limiting its efficacy. Based on this, we hypothesized that combining STING activation with glutamine antagonism could synergistically overcome the immunosuppressive effects of glutamine depletion, restore DC function, and enhance antitumor immunity.

To test this hypothesis, we designed T26, a novel bifunctional immunometabolic agent that links JHU083 with MSA‐2, a STING agonist, via a cleavable amide bond.^[^ ^23^ ^]^ This design allows for the synchronized delivery of glutamine antagonism and STING activation directly within the TME. Using murine CRC models, we demonstrated that T26 not only inhibits tumor cell proliferation but also remodels the metabolic landscape, activating innate immune signaling, promoting DC maturation, and enhancing CD8^+^ T cell infiltration and cytotoxic function. Additionally, we found that T26 reprograms tumor‐derived extracellular vesicles (EVs) to enhance antigen presentation and immune activation, providing a novel mechanism of intercellular communication that drives immune responses. Importantly, T26 also exhibited significant synergy with chemotherapies, immunotherapies, and targeted therapies, enhancing tumor control without inducing systemic toxicity.

This study presents a dual‐target approach that combines glutamine antagonism with STING pathway activation to restore DC function. In both CRC murine models and patient‐derived organoids (PDOs), T26 exhibited potent antitumor activity, underscoring its translational potential for CRC therapy. By promoting DC maturation and enhancing T‐cell activation, this strategy improves antitumor immunity while addressing the metabolic obstacles that limit immune responses in CRC. Notably, T26 demonstrates potential in overcoming resistance to existing immunotherapies, offering a way to boost the effectiveness of both chemotherapy and immunotherapy in CRC. These results support the potential of immunometabolic therapies as a promising addition to clinical treatments for CRC and other cancers driven by metabolic reprogramming.

## 2 Results

### 2.1 Dual Activation of Dendritic Cells by Glutamine Antagonists and STING Agonists

Within the TME, cancer cells exhibit heightened glutamine dependency to sustain rapid proliferation and biosynthesis.^[^ ^24^, ^25^ ^]^ This metabolic reprogramming depletes extracellular glutamine, thereby imposing nutrient stress on DCs and leading to impaired maturation and antigen presentation.^[^ ^9^ ^]^ To investigate whether increased extracellular glutamine availability can facilitate DC activation, we first differentiated murine bone marrow cells into bone marrow‐derived dendritic cells (BMDCs) using GM‐CSF and IL‐4 over a 7‐day period. BMDCs were then transferred to a Transwell system and co‐cultured with MC38 cells under different metabolic conditions (**Figure** **1**A).

**Figure 1:**
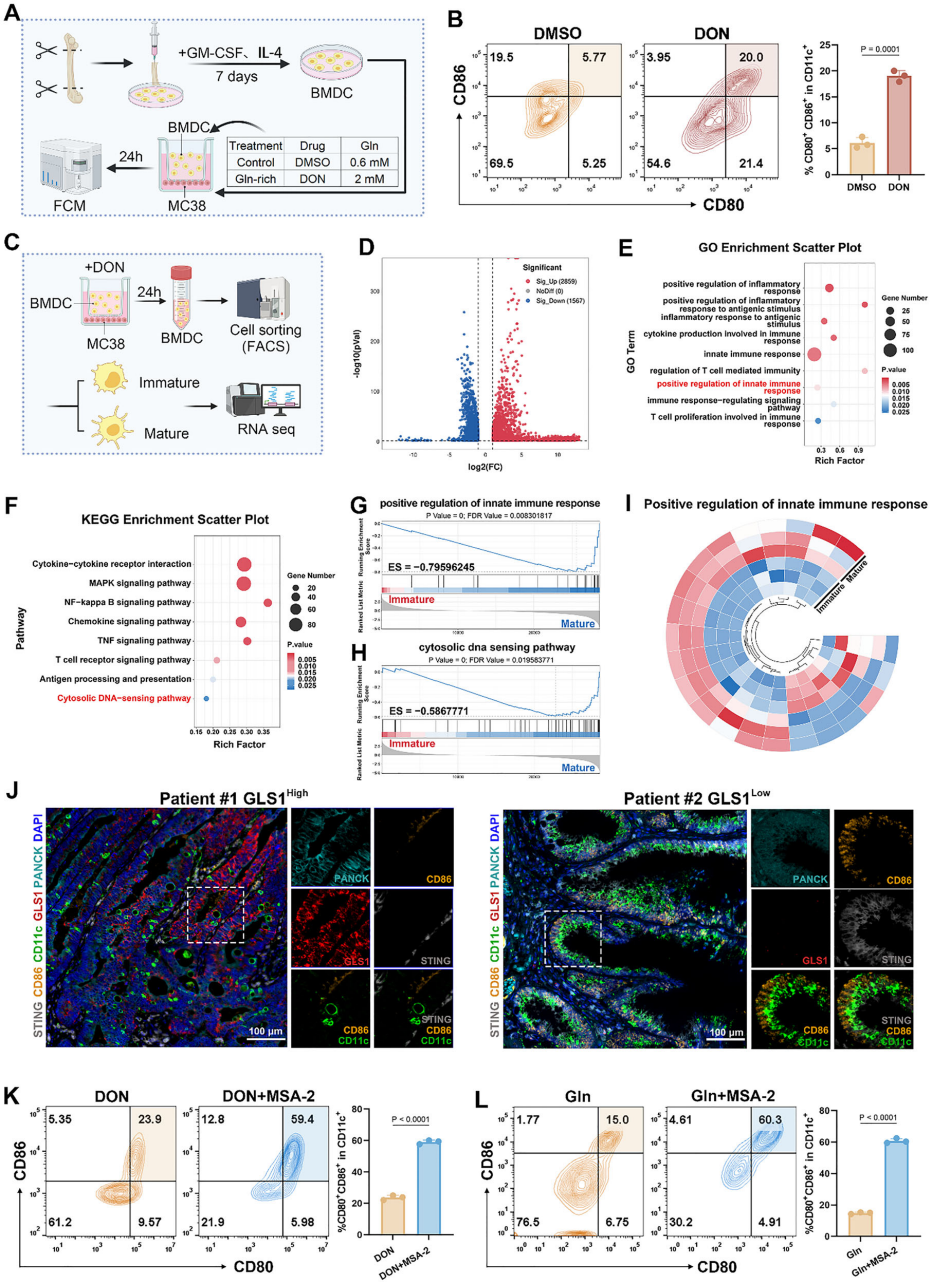
Dual activation of dendritic cells by glutamine antagonists and STING agonists. (A) Schematic representation of the experimental setup. BMDCs were co‐cultured with MC38 tumor cells in a transwell system. (B) Flow cytometry analysis of BMDC maturation in co‐culture with MC38 cells treated with DMSO or DON (5 µm) (*n* = 3). (C) Schematic overview of single‐cell sorting and RNA sequencing analysis of BMDCs cocultured with MC38 cells treated with DMSO or DON (5 µm). Following coculture, mature and immature DCs were sorted for downstream analysis. (D) Volcano plot depicting differentially expressed genes between mature and immature DCs. (E) GO enrichment analysis of immune‐related pathways between mature DCs and immature DCs. (F) KEGG pathway enrichment analysis highlighting immune‐related pathways between mature DCs and immature DCs. (G,H) GSEA plots for pathways significantly changed in DCs between mature and immature groups. (I) Circle heatmap depicting differential expression of genes of the Positive regulation of innate immune response pathway between mature DCs and immature DCs, normalized by z‐score. (J) Multiple immunofluorescence staining for STING expression in two human CRC samples. CD11c represents human dendritic cells. PanCK denotes tumor cells. DAPI indicates nuclei. (K,L) Flow cytometry analysis of BMDCs treated with a combination of MSA‐2 and DON (K) or glutamine (L) (*n* = 3). Error bars represent means ± SD. Differences between groups were tested using one‐way ANOVA followed by Tukey's multiple comparisons test, or unpaired Student's *t*‐test.

Two parallel strategies were employed to mimic distinct glutamine states within the TME. In the “control” group, BMDCs were co‐cultured with MC38 cells in the presence of 0.6 mm glutamine and DMSO, simulating a glutamine‐depleted TME caused by excessive glutamine uptake by tumor cells. In contrast, the “Gln‐rich” group included 2 mm glutamine supplementation and glutamine antagonist DON treatment, to simulate a condition where glutamine remains abundant in the extracellular space. The rationale for using DON is that it blocks glutamine metabolism in tumor cells, preventing them from consuming glutamine. This blockade leads to an accumulation of glutamine in the surrounding environment, making it more available for DCs. Under these conditions, we found that DON treatment significantly enhanced BMDC maturation by 12.89% compared to the DMSO control (Figure 1B). Consistent with DON treatment, supplementation with 2 mm glutamine alone also promoted BMDC maturation (Figure S1A, Supporting Information). These results support the hypothesis that targeting tumor glutamine metabolism not only disrupts tumor growth but also alleviates nutrient competition within the TME, thereby restoring DC immunocompetence.

Despite these effects, we observed that approximately 80% of DCs remained in an immature state following DON exposure, suggesting the existence of additional barriers to full activation. To elucidate the molecular basis of this incomplete maturation, we performed transcriptomic profiling of flow‐sorted mature and immature BMDCs after 24 h of DON treatment (Figure 1C). 

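Mouse bone marrow cells were differentiated into BMDCs over 7 days and co-cultured with MC38 cells, a mouse colon carcinoma line, in a Transwell system. The results text gives 24 h of DON, and the legend of Figure 1C names DMSO or DON at 5 μM. Immature and mature cells were separated by flow sorting. The data hold 3 libraries of immature and 4 libraries of mature BMDCs. Figure S1B draws 3 columns of mature cells and the paper does not say which libraries they are, so all 4 were used.

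For each of 28666 genes, the authors deposited whole-number counts per library, without normalization, and FPKM values, which scale the counts by gene length and library size. The paper's text names the sequencing provider and platform but not the aligner, the counting program, the gene annotation or the test. Gene coordinates are those of the deposited table, in mouse build GRCm38. The total counts of immature replicates 1, 2 and 3 were 61296014, 57359581 and 67973086, with a median of 61296014. Those of mature replicates 1, 2, 3 and 4 were 62285010, 61817255, 54846746 and 60481142, with a median of 61149198. The paper does not say whether reads copied from the same molecule were removed. They may be counted separately, so the depth is taken to bear on counting error only. No 2 libraries of a group differed by as little as sampling noise, which gives a median chi-square per gene of 0.455. The median was 3.83 to 4.54 between immature libraries and 4.26 to 5.26 among mature replicates 1, 2 and 4. It was 17.7 to 25.6 between mature replicate 3 and the other mature libraries.

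Mature and immature BMDCs were compared by edgeR's quasi-likelihood test after its filter on low counts, which left 17461 genes, and TMM normalization. P values were adjusted by the Benjamini-Hochberg method. The paper's criteria, an absolute log2 fold change of at least 1 and an adjusted p under 0.05, were used. Expression is given as CPM, counts scaled to a common library total after TMM normalization.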

Differential gene expression analysis revealed 4426 genes altered significantly between the two subsets, with 2859 upregulated and 1567 downregulated in mature DCs (Figure 1D; Figure S1B, Supporting Information). 

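In the counts of all 7 libraries, 4037 genes passed the criteria, 2300 of them higher and 1737 lower in mature BMDCs. Under the alternatives the number was lowest, at 1318, with limma on log2(FPKM + 1) for genes with an FPKM of at least 5 in 3 libraries, and highest, at 8053, without the criterion on fold change. The libraries of the groups did not overlap for 3739 of the 4037 genes. Among all tested genes they did not overlap for 9099, where chance gives 5.71% of genes.

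Cd80 and Cd86 encode costimulatory molecules by which the paper defines mature DCs in its flow cytometry of mouse tissues. The paper's text does not give the markers of this sort, so a rise of both genes is no independent sign of maturation if the cells were chosen by them. Cd86 (ENSMUSG00000022901, chromosome 16 from 36603869 to 36666081) rose from 39.7 ± 0.925 CPM (SD, n = 3) to 411 ± 48.5 CPM (SD, n = 4), a log2 fold change of 3.37 (standard error 0.12, edgeR adjusted p = 3.0e-07). Cd80 (ENSMUSG00000075122, chromosome 16 from 38455561 to 38496335) rose from 27.0 ± 1.75 CPM (SD, n = 3) to 151 ± 2.85 CPM (SD, n = 4), a log2 fold change of 2.49 (standard error 0.081, edgeR adjusted p = 2.5e-07). With each library left out in turn, the log2 fold change stayed between 3.32 and 3.43 for Cd86 and between 2.44 and 2.53 for Cd80.

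By the rule fixed beforehand, genes past the criteria were ranked if their groups did not overlap. Their higher group also needed a mean FPKM of at least 10. Among these genes, the largest rises were those of Myl2, Ckmt2, Myl3, Actc1 and Ceacam15. The first 4 encode muscle proteins and were near the immature level in mature replicate 1. RNA from heart tissue may be present in mature replicates 2, 3 and 4, so the rise of these 4 genes cannot be credited to maturation. Myl2 (chromosome 5 from 122100951 to 122113472) had no count in the immature libraries and 0.303, 56.7, 65.2 and 59.3 CPM in mature replicates 1 to 4, a mean at least 842-fold higher than the floor of 3 counts (edgeR adjusted p = 0.00879). Ckmt2 (chromosome 13 from 91853387 to 91876885) had at most 3 counts in each immature library and 0.197, 23.9, 28.4 and 21.2 CPM in mature replicates 1 to 4, a mean at least 342-fold higher (edgeR adjusted p = 0.00272). Myl3 showed the same pattern, with 0.273, 44.9, 51.0 and 44.5 CPM in mature replicates 1 to 4. Among immature libraries it had counts in replicate 3 only, at 0.201 CPM. Its log2 fold change was 8.89 (standard error 1.84, edgeR adjusted p = 0.00412), and 14.0 without immature replicate 3. Actc1 had at most 0.279 CPM in an immature library and 0.637, 94.5, 119 and 96.1 CPM in mature replicates 1 to 4 (edgeR adjusted p = 0.00308). Ceacam15 (chromosome 7 from 16671331 to 16675705), of a multigene family whose members can share reads, rose in all 4 mature libraries, from 2.39 ± 0.337 CPM (SD, n = 3) to 72.6 ± 12.9 CPM (SD, n = 4), a log2 fold change of 4.92 (standard error 0.19, edgeR adjusted p = 4.3e-07).

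By the same rule, the largest falls were those of Chil4, Slc36a2, Gm10252, Fn1 and Cd5l. Fn1 (chromosome 1 from 71585520 to 71653175), which encodes fibronectin, fell from 2722 ± 302 CPM (SD, n = 3) to 222 ± 61.0 CPM (SD, n = 4), a log2 fold change of -3.62 (standard error 0.22, edgeR adjusted p = 3.6e-06). The log2 fold changes of Slc36a2 and Cd5l were -3.94 (standard error 0.13, edgeR adjusted p = 2.6e-07) and -3.44 (standard error 0.13, edgeR adjusted p = 4.4e-07). Chil4 and Gm10252 varied widely among immature libraries, and both can share reads with near-identical genes. Chil4 had 85.7, 7.84 and 39.2 CPM in immature replicates 1 to 3, a log2 fold change of -4.47 (standard error 0.80, edgeR adjusted p = 0.00186). Gm10252 had 18.1, 10.4 and 66.7 CPM, a log2 fold change of -3.75 (standard error 0.58, edgeR adjusted p = 0.000790).

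**Figure D1:**
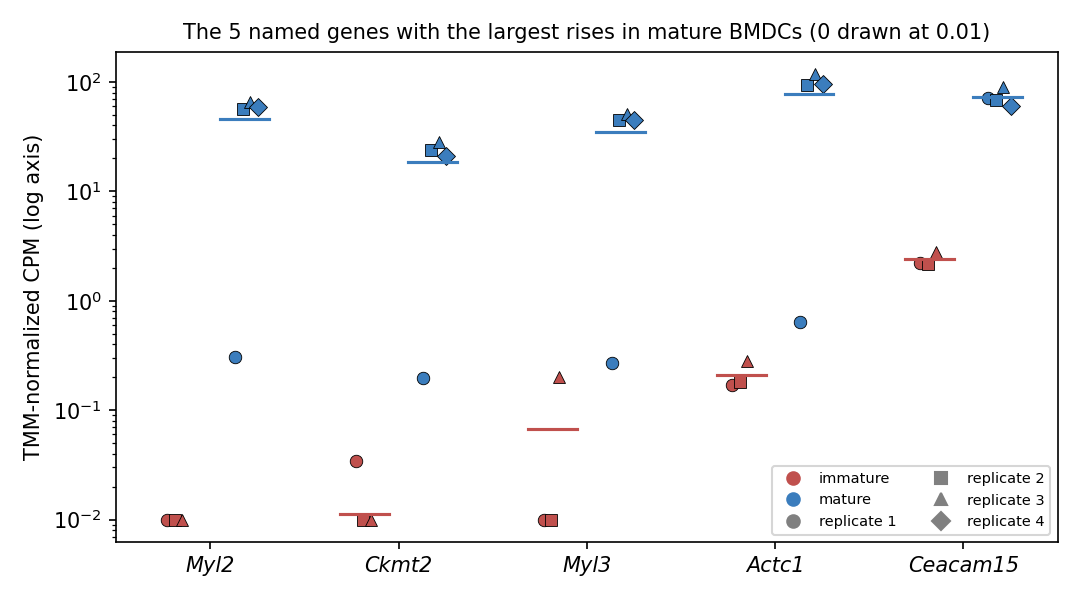
TMM-normalized CPM, on a log axis, of the 5 named genes with the largest rises in each immature (red) and mature (blue) library, with lines at the group means and 0 drawn at 0.01. Mature replicate 1 lies near the immature libraries for Myl2, Ckmt2, Myl3 and Actc1 but with the other mature libraries for Ceacam15.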

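On centred log2 CPM values of the tested genes, the first principal component (PC1) held 62.6% of the variance of the 7 libraries, PC2 13.3% and PC3 8.56%. The immature libraries had PC1 scores of -96.8, -94.7 and -93.3. Mature replicates 1, 2, 3 and 4 had PC1 scores of 36.0, 83.9, 86.1 and 78.7. Every mature library lay above every immature library (two-sided exact permutation test over 35 labelings, p = 0.0571, the smallest p that 3 libraries against 4 allow). On PC2 the mature libraries spread more widely than the immature ones. Their scores ran from -78.6 in replicate 1 to 63.2 in replicate 3, and the immature scores from 3.71 to 9.79. The share of variance on PC1 moved most with log2(FPKM + 0.1) values, to 77.7%.

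**Figure D2:**
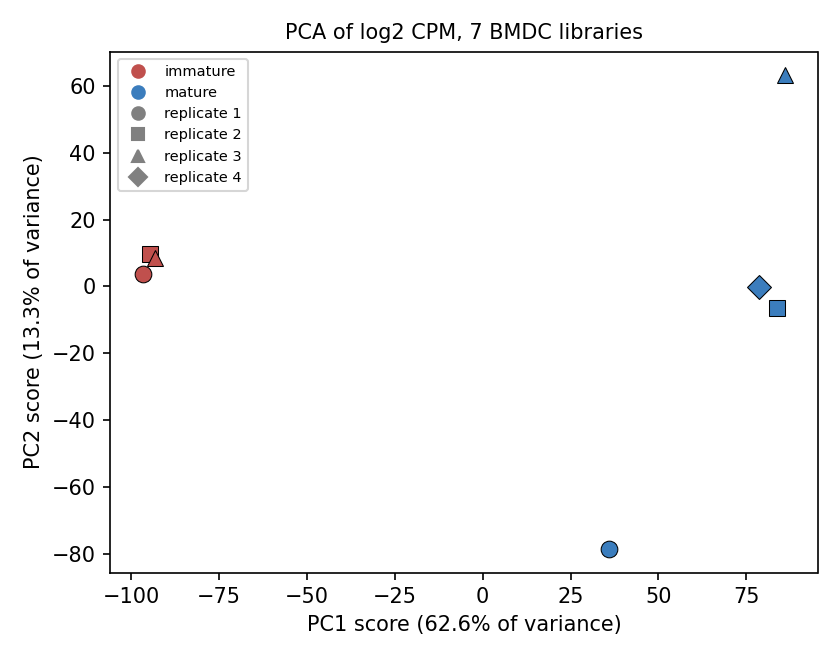
PC1 score against PC2 score of each library, immature in red and mature in blue, with the symbol giving the replicate number. The immature libraries lie together at negative PC1 scores, and mature replicates 1 and 3 lie apart from each other on PC2.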

Principal component analysis (PCA) revealed distinct clustering of mature and immature BMDCs, reflecting major transcriptional differences between the two states (Figure S1C, Supporting Information). Gene ontology (GO) enrichment analysis highlighted significant upregulation of immune‐related biological processes, including the positive regulation of innate immune response, positive regulation of inflammatory response, and T cell proliferation involved in immune response (Figure 1E). 

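The 9 GO terms of Figure 1E were tested with the deposited table's own GO annotation, by a one-sided hypergeometric test. The background was the 13776 tested genes with an annotation, of which 3391 passed the criteria (24.6%) in either direction. P values were adjusted over the 9 terms. In positive regulation of inflammatory response, 33 of 66 tested genes had changed against 16.2 expected (adjusted p = 6.5e-05), 14 of them higher and 19 lower in mature cells. In innate immune response, 99 of 317 had changed against 78.0 expected (adjusted p = 0.0186), 36 of them higher and 63 lower. In positive regulation of inflammatory response to antigenic stimulus, all 3 tested genes (Cd28, Cd81 and Cd24a) were lower. In cytokine production involved in immune response, 4 of 5 tested genes had changed, Nod2 and Scimp higher and Mr1 and Clec7a lower. The adjusted p was 0.0335 for each of these small terms. In positive regulation of innate immune response, 6 of 22 tested genes had changed against 5.42 expected (adjusted p = 0.525). In T cell proliferation involved in immune response, 1 of 3 tested genes had changed, Slc11a1, which was lower (adjusted p = 0.572). The number of terms with an adjusted p under 0.05 was 4, and it moved most when only genes higher in mature cells were tested. It was then 0, with 0 terms at an unadjusted p under 0.05 and a smallest unadjusted p of 0.052, for positive regulation of inflammatory response.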

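The 8 KEGG pathways of Figure 1F were tested against the 5629 tested genes with a KEGG annotation in the deposited table. Of these, 1434 passed the criteria for differential expression between mature and immature BMDCs (25.5%). Adjusted p values are from the one-sided hypergeometric test over the 8 pathways. Cytokine-cytokine receptor interaction had 85 of 180 tested genes changed against 45.9 expected (adjusted p = 1.0e-09), 52 of them higher and 33 lower in mature cells. The NF-kappa B signaling pathway had 36 of 88 changed against 22.4 expected (adjusted p = 0.00269), 21 of them higher and 15 lower. MAPK signaling, also drawn there, had 86 of 250 changed against 63.7 expected (adjusted p = 0.00269). The chemokine signaling pathway had 53 of 157 changed against 40.0 expected (adjusted p = 0.0232), and its adjusted p was 0.0586 without immature replicate 1. The cytosolic DNA-sensing pathway had 11 of 46 changed against 11.7 expected (adjusted p = 0.652). The T cell receptor signaling pathway had 23 of 92 changed against 23.4 expected (adjusted p = 0.652). Among genes higher in mature cells alone, the T cell receptor signaling pathway had 18 genes against 11.9 expected (adjusted p = 0.0617) and the cytosolic DNA-sensing pathway 8 against 5.97 expected (adjusted p = 0.240).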

KEGG pathway enrichment further revealed that key signaling axes relevant to DC functionality were engaged, including the cytosolic DNA sensing pathway, cytokine–cytokine receptor interaction, chemokine signaling pathway, NF‐kappa B signaling pathway, and T cell receptor signaling pathway (Figure 1F).

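The tested genes were ranked by the signed square root of the F statistic, mature against immature BMDCs, and the sets of Figure 1G and 1H were tested with fgsea, which permutes genes. Positive regulation of innate immune response, with 22 tested genes, had an enrichment score of 0.337 toward mature cells and a normalized enrichment score (NES) of 0.938 (adjusted p = 0.522 over the 2 sets). The cytosolic DNA-sensing pathway, with 46 tested genes, had an enrichment score of 0.352 and an NES of 1.13 (unadjusted p = 0.265, adjusted p = 0.522). The scores moved most with a ranking by log2 fold change, to an NES of 0.740 and 0.911.

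Members of both sets changed in both directions. In the cytosolic DNA-sensing pathway, 23 of 46 genes had a positive log2 fold change, with a median of -0.0082. Past the criteria, Ccl5, Il33, Il18, Nfkb1, Nfkbib, Il1b, Polr3c and Nfkbia were higher and Ccl4, Ddx58 and Ripk3 lower in mature cells. Ccl5 (chromosome 11 from 83525778 to 83530518) rose from 71.3 ± 2.28 CPM (SD, n = 3) to 1334 ± 322 CPM (SD, n = 4), a log2 fold change of 4.23 (standard error 0.20, edgeR adjusted p = 8.1e-07). Its value in mature replicate 3, 1815 CPM, lay above the other mature libraries, at 1149 to 1219 CPM. Nfkb1 (chromosome 3 from 135584655 to 135691546) rose from 193 ± 11.0 CPM (SD, n = 3) to 607 ± 56.5 CPM (SD, n = 4), a log2 fold change of 1.65 (standard error 0.10, edgeR adjusted p = 3.3e-06), and was lowest among mature libraries in replicate 3, at 523 CPM. Ripk3 (chromosome 14 from 55784995 to 55788865) fell from 60.2 ± 3.44 CPM (SD, n = 3) to 18.2 ± 2.29 CPM (SD, n = 4), a log2 fold change of -1.72 (standard error 0.11, edgeR adjusted p = 5.3e-06).

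In positive regulation of innate immune response, 9 of 22 genes had a positive log2 fold change, with a median of -0.080. Past the criteria, Gbp5, Nod2 and Polr3c were higher and Tlr8, Lgals9 and Fpr2 lower. Tlr8 (chromosome X from 167242696 to 167264329) fell from 66.6 ± 6.49 CPM (SD, n = 3) to 6.50 ± 1.17 CPM (SD, n = 4), a log2 fold change of -3.35 (standard error 0.16, edgeR adjusted p = 8.8e-07), and was lowest in mature replicate 3, at 4.77 CPM. Gbp5 (chromosome 3 from 142493978 to 142522344), of a family whose members can share reads, rose from 26.7 ± 2.15 CPM (SD, n = 3) to 119 ± 13.0 CPM (SD, n = 4), a log2 fold change of 2.16 (standard error 0.11, edgeR adjusted p = 1.5e-06). Lgals9 (chromosome 11 from 78962974 to 78984946) fell from 177 ± 5.59 CPM (SD, n = 3) to 64.4 ± 7.34 CPM (SD, n = 4), a log2 fold change of -1.46 (standard error 0.10, edgeR adjusted p = 6.3e-06).

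**Figure D3:**
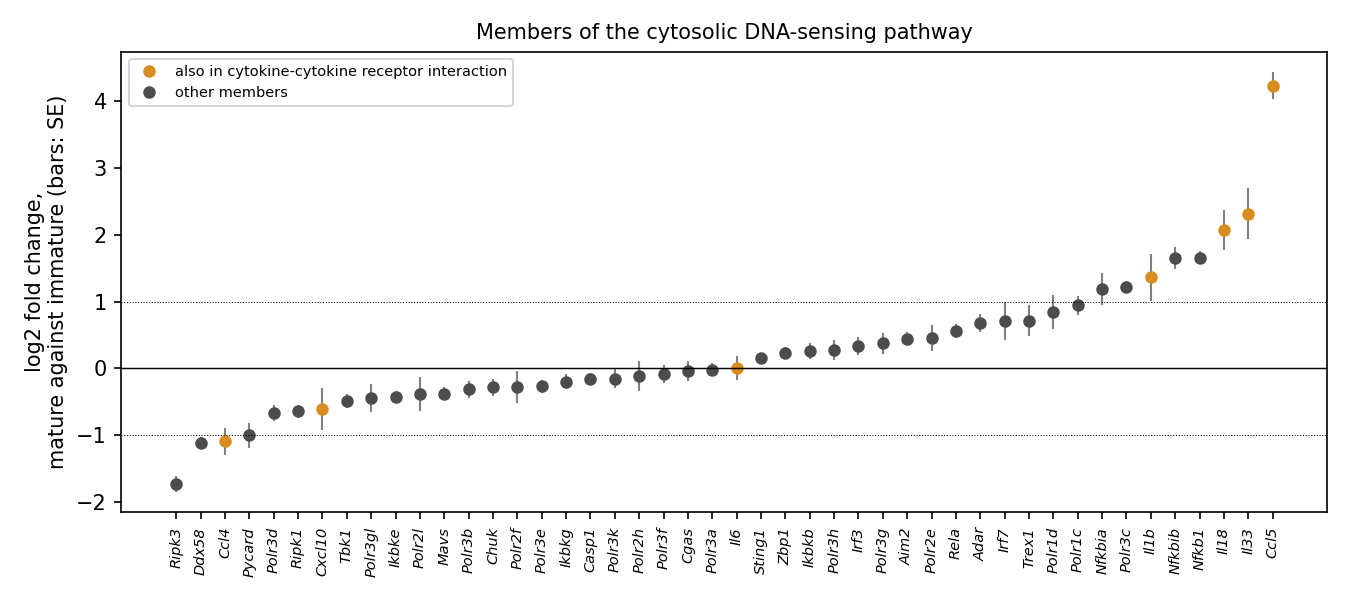
Log2 fold change, mature against immature BMDCs, of the 46 tested members of the cytosolic DNA-sensing pathway in order of size, with bars of 1 standard error, dotted lines at 1 and -1, and members that also belong to cytokine-cytokine receptor interaction in orange. Ccl5 lies highest and Ripk3 lowest, and 23 of the 46 members lie above 0.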

Gene set enrichment analysis (GSEA) demonstrated that the positive regulation of innate immune response and cytosolic DNAsensing pathway was significantly downregulated in the immature DC population (Figure 1G–I; Figure S1D, Supporting Information), underscoring their impaired immunostimulatory capacity. As professional antigen‐presenting cells, DCs are central to initiating tumor‐specific CD8⁺ T cell responses through cross‐presentation of tumor‐associated antigens.^[^ ^26^ ^]^ One of the key mediators of innate immune activation in DCs is the cyclic GMP‐AMP synthase–stimulator of interferon genes (cGAS–STING) pathway, which senses cytosolic DNA and drives type I interferon production.^[^ ^27^, ^28^, ^29^, ^30^, ^31^ ^]^ Given the central role of STING signaling in DC function and its involvement in the enriched pathways identified above, we next sought to examine the in vivo relevance of this axis in human tumors. To this end, we performed multiplex immunofluorescence staining on clinical colorectal cancer specimens to assess the relationship between glutamine metabolism, DC maturation, and STING expression. In tumor tissues exhibiting high glutamine metabolic activity, we observed significantly decreased STING expression, accompanied by a marked reduction in mature DCs (Figure 1J), suggesting a mechanistic link between glutamine metabolism and STING pathway suppression.

To determine whether pharmacologic activation of STING could rescue DC maturation under glutamine‐restricted conditions, we treated co‐cultures with a combination of DON and the STING agonist MSA‐2. This dual treatment significantly increased the proportion of mature DCs to 59.06%, substantially higher than either agent alone (Figure 1K). Notably, a similar enhancement of DC activation was observed when exogenous glutamine was combined with MSA‐2 (Figure 1L), further supporting the functional convergence of glutamine availability and STING signaling in DC regulation.

Collectively, these findings demonstrate that glutamine antagonism alone only partially restores DC maturation due to concurrent suppression of innate immune response. The combined targeting of tumor glutamine metabolism and innate immune activation through the STING pathway yields synergistic enhancement of DC function.

### 2.2 T26 Modulates Tumor Cells through Glutamine Antagonism and STING Pathway Activation

JHU083, a prodrug of DON, demonstrates improved pharmacokinetic properties and reduced systemic toxicity compared to DON, primarily due to its tumor‐selective activation. JHU083 undergoes enzymatic cleavage of its ester and amide bonds, leading to the localized release of DON within tumor tissues, thereby inhibiting glutamine metabolism.^[^ ^18^ ^]^ Given emerging evidence that STING pathway activation can further enhance the immunostimulatory effects of glutamine antagonists on DCs, we rationally designed a bifunctional immunometabolic agent, T26. In this construct, the leucine moiety of JHU083 was replaced with the STING agonist MSA‐2, while retaining the hydrolyzable amide linkage. This structural modification enables enzyme‐responsive release of both active entities specifically within the TME. The rationale for this conjugation strategy is to ensure spatiotemporally coordinated delivery of JHU083 and MSA‐2 to the tumor site, thereby maximizing intratumoral synergy. The chemical structure and synthetic route of T26 are depicted in **Figure** **2**A and Scheme S1 (Supporting Information), confirmed by ^1^H and ^13^C NMR spectroscopy, as well as high‐resolution mass spectrometry (HRMS) (Figures S2–S4, Supporting Information). High‐performance liquid chromatography (HPLC) demonstrated that T26 is susceptible to esterase‐mediated hydrolysis, enabling controlled and sustained release of DON under physiological conditions (Figure 2B). The pharmacokinetic profile of T26 in the MC38 model demonstrates its capacity for the spatiotemporally coordinated delivery of therapeutic agents (Figure S5A, Supporting Information), as evidenced by a substantially higher systemic exposure in the tumor than in plasma.

**Figure 2:**
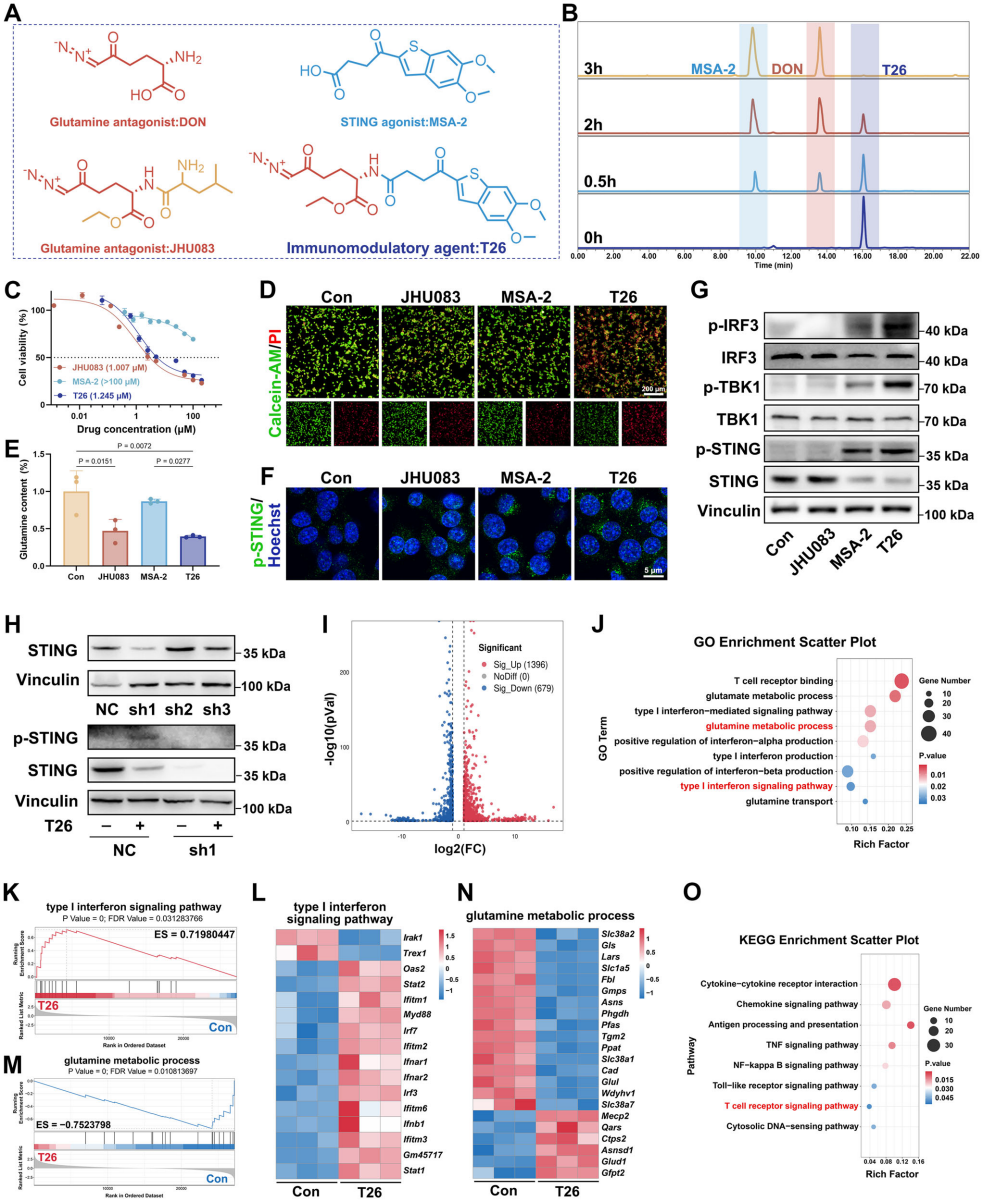
Design, characterization, and functional validation of T26. (A) The chemical structure of T26, where the blue part represents the STING agonist MSA‐2, and the red part represents DON. (B) High‐performance liquid chromatography (HPLC) analysis demonstrating controlled release of T26. (C) MTT assay showing the cytotoxic effects of T26 on MC38 tumor cells (*n* = 3). (D) Immunofluorescence staining of live and dead MC38 cells following T26 treatment. MC38 cells treated with DMSO, JHU083 (5 µm), MSA‐2 (5 µm), or T26 (5 µm) for 24 h. (E) Intracellular glutamine quantification in MC38 upon treated with DMSO, JHU083 (5 µm), MSA‐2 (5 µm), or T26 (5 µm) for 24 h (*n* = 3). (F) IF staining of p‐STING expression in MC38 cells. (G) Western blot analysis of phosphorylated STING, TBK1, and IRF3 in T26‐treated MC38 cells. (H) STING knockdown using siRNA abrogates the effects of T26. (I) Volcano plot depicting differentially expressed genes between T26‐treated and untreated groups. (J) GO enrichment analysis of immune‐related pathways in T26‐treated MC38 cells. (K) GSEA showing significant upregulation of the Positive regulation of type I interferon production pathway upon T26 treatment. (L) Heatmap depicting differential expression of genes of type I interferon production pathway between T26‐treated and untreated groups, normalized by z‐score. (M) Downregulation of the glutamine metabolic process pathway in T26‐treated MC38 cells. (N) Heatmap depicting differential expression of genes of the glutamine metabolic process pathway between T26‐treated and untreated groups, normalized by z‐score. (O) KEGG pathway analysis indicating enrichment of immune‐related pathways. Error bars represent means ± SD. Differences between groups were tested using one‐way ANOVA followed by Tukey's multiple comparisons test, or unpaired Student's *t*‐test.

To investigate the direct effects of T26 on tumor cells, we treated MC38 murine colon cancer cells with varying concentrations of T26, and cell viability was evaluated using the MTT assay. T26 exhibited potent cytotoxicity toward MC38 cells, with an IC_50_ of 1.245 µm (Figure 2C). Consistent with this finding, immunofluorescence staining of live and dead cells confirmed increased tumor cell death upon T26 treatment (Figure 2D). Beyond the direct cytotoxic effects, T26 also demonstrated a superior capacity to suppress tumor metastasis by significantly inhibiting the migration and invasion of MC38 cells, outperforming both MSA‐2 and JHU083 alone (Figure S5B,C, Supporting Information). Furthermore, MTT assay results demonstrated that T26 treatment did not impair the viability of DC2.4 cells at the tested dosage (Figure S5D, Supporting Information). We also measured intracellular and extracellular glutamine levels in MC38 cells following 24 h of T26 exposure. The results showed a significant reduction in intracellular glutamine content compared to the control group, along with an increase in extracellular glutamine levels (Figure 2E; Figure S5E, Supporting Information), confirming that T26 effectively antagonizes glutamine metabolism in tumor cells. Importantly, these findings also indicate that the incorporation of the STING agonist MSA‐2 does not impair the glutamine‐depleting function of the prodrug.

Next, we examined whether T26 could activate STING signaling in tumor cells. Immunofluorescence analysis revealed a marked increase in phosphorylated STING (p‐STING) and phosphorylated interferon regulatory factor 3 (p ‐ IRF3) following T26 treatment (Figure 2F; Figure S5F, Supporting Information). Western blot analysis further demonstrated enhanced phosphorylation of the canonical STING downstream effectors TANK‐binding kinase 1 (TBK1) and IRF3, consistent with robust pathway activation (Figure 2G). To verify that these effects were STING‐dependent, we performed siRNA‐mediated knockdown of STING in MC38 cells. In STING‐deficient cells, T26‐induced p‐STING expression was significantly attenuated (Figure 2H), reinforcing the conclusion that T26 exerts its immunostimulatory effects through STING pathway activation.

To further elucidate the molecular mechanisms underlying T26's effects, we conducted RNA sequencing of MC38 cells treated with T26. Transcriptomic analysis revealed 2075 significantly differentially expressed genes, with 1396 upregulated and 679 downregulated (Figure 2I; Figure S5G, Supporting Information). PCA revealed distinct clustering between control and T26‐treated MC38 cells, indicating substantial transcriptional differences between the two conditions (Figure S5H, Supporting Information). GO enrichment analysis identified several immune‐related biological processes, including positive regulation of type I interferon production, glutamine metabolic process, and glutamine transport (Figure 2J). GSEA confirmed significant upregulation of the type I interferon response pathway, consistent with activation of the cGAS–STING signaling axis by T26 (Figure 2K,L). In parallel, glutamine metabolism pathways were downregulated following T26 treatment (Figure 2M), including marked suppression of *Slc38a2* (encoding glutamine transporter) and *Gls* (encoding glutaminase) (Figure 2N), further corroborating the glutamine antagonism function of T26. Additionally, KEGG pathway analysis revealed significant enrichment of the T cell receptor signaling pathway (Figure 2O), suggesting that T26 may enhance the immunogenicity of tumor cells and facilitate their recognition by cytotoxic T lymphocytes. Consistently, GSEA demonstrated significant upregulation of this pathway, further supporting the immunostimulatory potential of T26 (Figure S5I, Supporting Information).

In summary, T26 exerts a robust antitumor effect in vitro through a dual mechanism involving STING pathway activation and glutamine metabolism inhibition. These findings support the potential of T26 as a rationally engineered immunometabolic modulator capable of remodeling the tumor microenvironment and enhancing antitumor immune responses.

### 2.3 Oral Administration of T26 Elicits Potent and Safe Antitumor Responses in Murine Colorectal Cancer Models

To evaluate the therapeutic efficacy and translational potential of T26, we conducted in vivo studies in two well‐established syngeneic mouse models of colorectal cancer: MC38 and CT26. Notably, T26 was administered via oral gavage, a clinically favorable route, highlighting its potential for systemic administration. Mice were treated T26 or equimolar doses of the individual agents JHU083 or MSA‐2 according to a predefined regimen (**Figure** **3**A).

**Figure 3:**
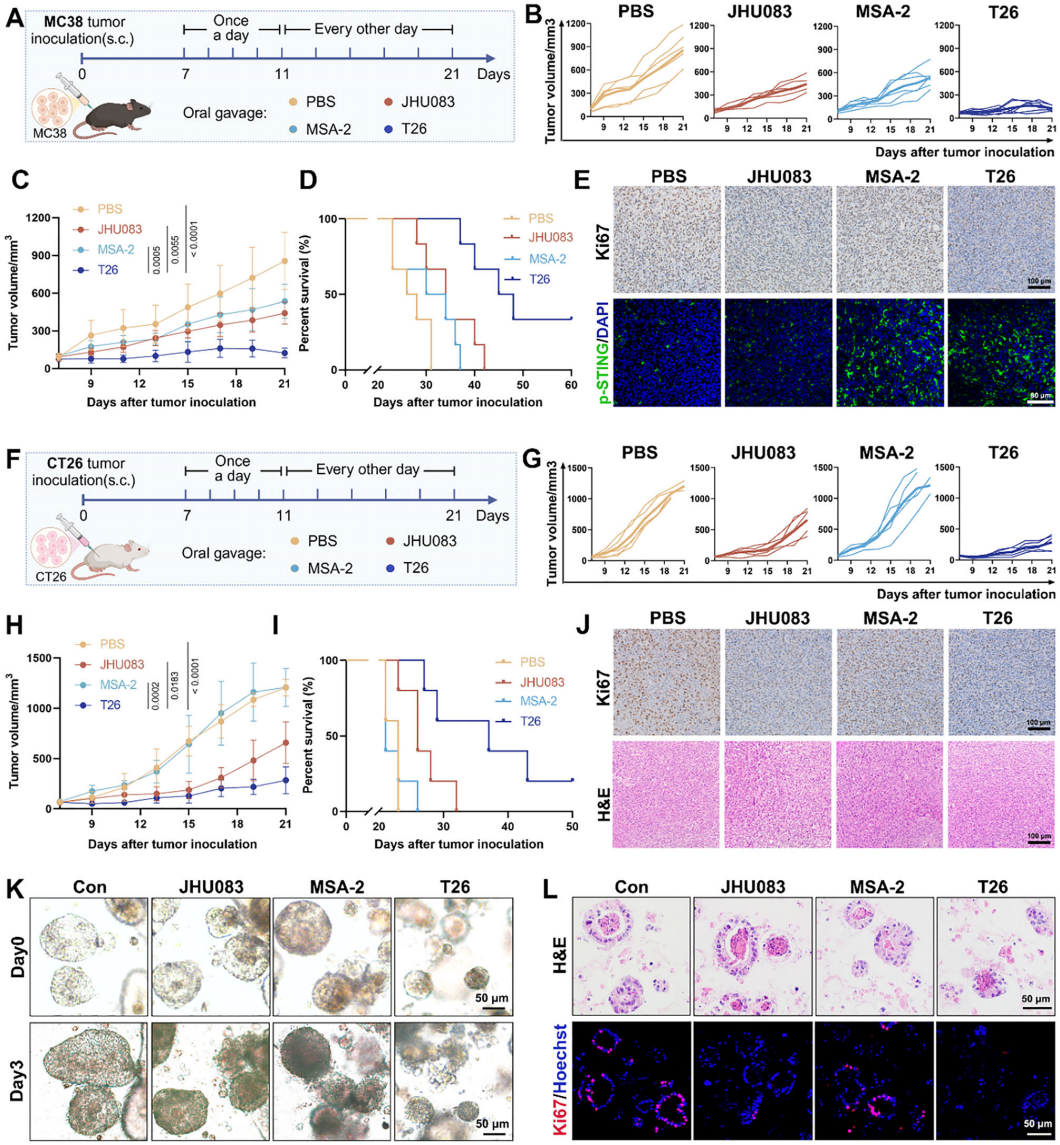
Oral administration of T26 suppresses tumor growth in colorectal cancer models. (A) The dosing schedule: C57BL/6 mice were inoculated with MC38 cells and treated with PBS, mice were randomly assigned to receive either JHU083 or MSA‐2 at 1 mg kg^−1^ day^−1^ from day 7 to 11, followed by 0.3 mg kg^−1^ every other day from day 12 to 21, or T26 at 1.5 mg kg^−1^ day^−1^ from day 7 to 11, followed by 0.45 mg kg^−1^ every other day from day 12 to 21. (B,C) Tumor growth of MC38 tumors in C57BL/6 mice with different treatment (*n* = 6). (D) Kaplan–Meier survival analysis of MC38‐bearing mice with different treatment (*n* = 6). (E) IHC analysis of Ki67 and IF staining of p‐STING expression in MC38 tumors. (F) Experimental design: BALB/C mice were inoculated with CT26 cells, mice were randomly assigned to receive either JHU083 or MSA‐2 at 1 mg kg^−1^ day^−1^ from day 7 to 11, followed by 0.3 mg kg^−1^ every other day from day 12 to 21, or T26 at 1.5 mg kg^−1^ day^−1^ from day 7 to 11, followed by 0.45 mg kg^−1^ every other day from day 12 to 21. (G,H) Tumor growth of CT26 tumors in BALB/C mice with different treatment (*n* = 5). (I) Kaplan–Meier survival analysis of CT26‐bearing mice with different treatment (*n* = 5). (J) Ki67 and H&E staining of CT26 tumors. (K) Bright‐field microscopy images of PDO CRC before and after treatment with DMSO, JHU083 (10 µm), MSA‐2 (10 µm), or T26 (10 µm) for 3 days. (L) Representative H&E staining and Ki67 immunofluorescence staining of CRC PDO following treatment with DMSO, JHU083 (10 µm), MSA‐2 (10 µm), or T26 (10 µm) for 5 days. Error bars represent means ± SD. Differences between groups were tested using one‐way ANOVA followed by Tukey's multiple comparisons test, or unpaired Student's *t*‐test.

In MC38 tumor‐bearing mice, T26 treatment led to a marked reduction in tumor growth compared to both monotherapies JHU083 and MSA‐2 (Figure 3B,C). More importantly, T26 treatment significantly prolonged overall survival, underscoring its capacity not only to control tumor burden but also to improve clinical outcome (Figure 3D). Histological analysis revealed a pronounced suppression of tumor cell proliferation, evidenced by diminished Ki67 expression and corroborated by H&E staining. Mechanistically, T26 effectively activated the STING pathway in vivo, as indicated by elevated levels of phosphorylated STING and phosphorylated IRF3 (Figure 3E; Figure S6A, Supporting Information), further validating the dual‐functional design of the molecule. Beyond efficacy, we also comprehensively evaluated the safety profile of T26. Histopathological analyses of major organs, including the heart, liver, spleen, lungs, and kidneys, revealed no signs of systemic toxicity such as tissue damage, necrosis, or inflammatory infiltration (Figure S6B, Supporting Information). Furthermore, the absence of significant body weight loss throughout treatment supports the favorable tolerability of T26 (Figure S6C, Supporting Information).

To assess the broader applicability of these findings, we extended the study to the CT26 model (Figure 3F). Consistent with the MC38 results, T26 exhibited superior tumor control compared to either JHU083 or MSA‐2 alone (Figure 3G,H), and significantly prolonged survival (Figure 3I). Tumors from T26‐treated mice showed marked reductions in Ki67 positivity and histological malignancy (Figure 3J), further confirming its antiproliferative efficacy. Meanwhile, the activation of the STING pathway by T26 in the CT26 model was confirmed by the elevated levels of p‐STING and p‐IRF3 (Figure S6D, Supporting Information). No systemic toxicity was observed, as demonstrated by intact histology in non‐tumor tissues and stable body weight (Figure S6E,F, Supporting Information).

To investigate the therapeutic efficacy of T26 against tumor metastasis, we established a pulmonary metastasis model by intravenously injecting MC38 cells into C57BL/6 mice, followed by PBS or drug administration from day 7 to day 21 (Figure S7A, Supporting Information). T26 treatment markedly suppressed lung metastasis, as evidenced by a significant reduction in metastatic nodules compared with control groups, likely due to a stronger systemic antitumor immune response (Figure S7B–D, Supporting Information). Moreover, T26 significantly prolonged the survival of colorectal cancer metastatic mice without affecting body weight (Figure S7E,F, Supporting Information). Collectively, these findings demonstrate that T26 effectively elicits systemic antitumor immunity, thereby preventing tumor metastasis and improving overall survival.

Notably, in the MC38 model, the prodrug T26 exhibited more pronounced tumor regression than the direct combination of MSA‐2 and JHU083 (Figure S7G–J, Supporting Information). This observation further supports that T26 enables the spatial and temporal synergy of JHU083 and MSA‐2, thereby exerting potent antitumor activity. Furthermore, to evaluate the essential role of STING signaling in mediating the antitumor activity of T26, we co‐administered the STING inhibitor H‐151 alongside T26 (Figure S7K, Supporting Information). The results showed that H‐151 markedly reversed the antitumor efficacy of T26, confirming that the in vivo antitumor activity of T26 is STING‐dependent (Figure S7L–N, Supporting Information).

PDOs serve as physiologically relevant ex vivo models that recapitulate the architectural and molecular features of the original tumors, thereby offering a valuable platform for assessing personalized therapeutic responses. To further evaluate the efficacy of T26 in human CRC, we treated CRC PDOs with T26. T26 administration significantly suppressed the growth of CRC PDOs (Figure 3K). Histological analysis by hematoxylin and eosin (H&E) staining, along with immunofluorescence staining for Ki67, revealed that T26 markedly reduced cell proliferation compared to JHU083 and MSA‐2 (Figure 3L).

Altogether, these findings reveal that oral administration of T26 significantly suppresses tumor growth and prolongs survival in both MC38 and CT26 colorectal cancer models.

### 2.4 T26 Suppresses Tumor Growth by Activating Dendritic Cells and CD8^+^ T Cells

DCs are central orchestrators of antitumor immunity, primarily through capturing tumor‐associated antigens and presenting them to CD8⁺ cytotoxic T lymphocytes, thereby promoting effective immune responses.^[^ ^2^, ^3^, ^32^, ^33^ ^]^ To assess whether T26 suppresses tumor progression by enhancing DC maturation and CD8⁺ T cell activation, we conducted immunophenotypic analyses in MC38 and CT26 tumor‐bearing mice treated with T26 or control agents. Tumors, spleens, and tumor‐draining lymph nodes (TDLNs) were harvested post‐treatment and analyzed by flow cytometric analysis (**Figure** **4**A).

**Figure 4:**
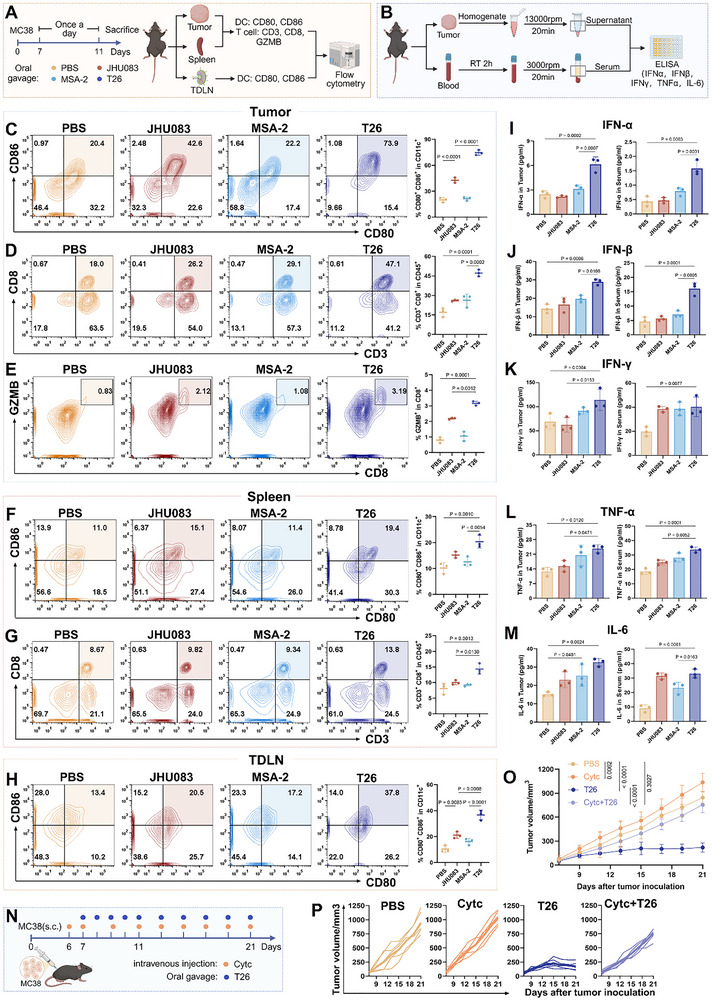
T26 enhances antitumor immunity through DC activation. (A) Experimental workflow for analyzing immune cell populations. C57BL/6 and BALB/c mice were subcutaneously inoculated with 1 × 10^6^ MC38 and CT26 cells, respectively, into the right flank on day 0. Once tumors reached approximately 80 mm^3^, mice were randomly assigned to receive either JHU083 or MSA‐2 at 1 mg kg^−1^ day^−1^ or T26 at 1.5 mg kg^−1^ day^−1^ from day 7 to 11. After treatment, tumors, spleens, and draining lymph nodes were harvested for flow cytometry analysis. (B) Experimental design for ELISA quantification of pro‐inflammatory cytokines in serum and tumors in MC38 or CT26 bearing mice following PBS, JHU083, MSA‐2, or T26 treatment. (C) Flow cytometry analysis of mature DCs (CD80⁺CD86⁺) in MC38 tumors (*n* = 3). (D) Flow cytometry analysis of CD8⁺ T cells (CD3⁺CD8⁺) in MC38 tumors (*n* = 3). (E) Flow cytometry analysis of GZMB expression in tumor‐infiltrating CD8⁺ T cells in MC38 tumors (*n* = 3). (F) Flow cytometry analysis of mature DCs (CD80⁺CD86⁺) in spleens (*n* = 3). (G) Flow cytometry analysis of CD8⁺ T cells (CD3⁺CD8⁺) in spleens (*n* = 3). (H) Flow cytometry analysis of mature DCs (CD80⁺CD86⁺) in TDLNs (*n* = 3). (I–M) Tumor and serum levels of IFN‐α, IFN‐β, IFN‐γ, TNF‐α, IL‐6 in MC38‐bearing mice (*n* = 3). (N) C57BL/6 mice with MC38 tumor were pretreated (i.v.) with either 5 mg per mouse of Cytc or PBS before other treatment and maintained the injection every other day for two weeks to deplete DCs. (O,P) Tumor growth of MC38 tumors in C57BL/6 mice with different treatment (*n* = 6). Error bars represent means ± SD. Differences between groups were tested using one‐way ANOVA followed by Tukey's multiple comparisons test, or unpaired Student's *t*‐test.

In the MC38 model, T26 treatment significantly increased the proportion of mature DCs in tumors by 54.67%, 31.83%, and 53.17% compared to PBS, JHU083, and MSA‐2 groups, respectively (Figure 4C). Consistent with enhanced antigen presentation, CD8⁺ T cells were markedly expanded in T26‐treated tumors, with increases of 30.2%, 21.17%, and 20.93% compared to the respective controls (Figure 4D). Importantly, these CD8⁺ T cells displayed elevated Granzyme B (GZMB) expression, a critical effector molecule for cytotoxic activity (Figure 4E). Beyond the tumor site, T26 treatment significantly promoted DC maturation in secondary lymphoid organs, including the spleen and TDLN, and increased the number of splenic CD8⁺ T cells, suggesting the establishment of systemic immune activation (Figure 4F–H).

To assess the functional implications of T26‐induced immune activation, we quantified cytokine production in tumor tissues and serum (Figure 4B). ELISA analysis revealed that T26 treatment markedly elevated levels of type I interferons (IFN‐α and IFN‐β) in both tumor tissues and serum. Additionally, key pro‐inflammatory cytokines, including IFN‐γ, TNF‐α, and IL‐6, were significantly elevated (Figure 4I–M). These results indicate robust activation of innate and adaptive immune signaling following T26 administration.

Cytochrome C (Cytc) is an agent that has been demonstrated to effectively deplete DCs.^[^ ^34^, ^35^ ^]^ To further determine whether DCs are functionally required for T26‐mediated tumor suppression, we selectively depleted DCs using Cytc. As expected, Cytc treatment significantly reduced DC populations in tumors, TDLNs, and spleens (Figure S8A–C, Supporting Information). In the absence of DCs, the therapeutic efficacy of T26 was nearly abolished (Figure 4N–P; Figure S8D, Supporting Information), underscoring the indispensable role of DCs in mediating the immune effects of T26. Importantly, no systemic toxicity was observed, as indicated by stable body weight in the T26 and Cytc co‐treated mice (Figure S8E, Supporting Information).

Parallel studies in the CT26 model yielded consistent results. T26 significantly increased the proportion of mature DCs in tumors, spleens, and TDLNs, and enhanced both the frequency and functional activity of intratumoral CD8⁺ T cells, including elevated GZMB expression. In addition, T26 increased the frequency of CD8⁺ T cells in the spleen (Figure S9A–F, Supporting Information). Additionally, T26 elevated IFN‐α and IFN‐β levels in both tumors and serum (Figure S9G,H, Supporting Information), along with increased secretion of TNF‐α, IFN‐γ, and IL‐6 (Figure S9I–K, Supporting Information).

To determine whether T26 exerts antitumor immunity through immune cells beyond DCs and CD8⁺ T cells, we established an MC38 tumor‐bearing mouse model and analyzed macrophages, NK cells, and CD4⁺ T cells by flow cytometry following five consecutive days of treatment (Figure S10A, Supporting Information). The results revealed that T26 increased the M1/M2 ratio of macrophages compared with the control group, although no significant difference was observed relative to JHU083, suggesting that macrophage modulation is not the primary reason underlying the superior efficacy of T26 over JHU083 or MSA‐2. In addition, T26 exerted no significant effects on CD4⁺ T cells or NK cells (Figure S10B–E, Supporting Information).

Together, these results demonstrate that T26 promotes robust DC maturation and CD8⁺ T cell cytotoxic activity across both tumor and peripheral lymphoid tissues, accompanied by elevated type I interferon signaling and pro‐inflammatory cytokine production, ultimately contributing to effective tumor suppression in vivo.

### 2.5 MC38 Tumor Cells Promote DCs Maturation through Vesicle‐Mediated Communication

Given that T26 treatment not only inhibits tumor cell proliferation but also enhances DCs maturation, we next investigated whether T26 could facilitate immunological crosstalk between tumor cells and DCs. To explore this, we co‐cultured MC38 tumor cells pretreated with different compounds (JHU083, MSA‐2, and T26) together with DCs and assessed their maturation status (**Figure** **5**A). Compared to the control group, the proportion of mature BMDCs was significantly increased in the T26‐treated co‐culture system. Furthermore, BMDCs in the T26‐treated group exhibited significantly higher levels of maturation compared to those treated with JHU083 or MSA‐2. Similar results were observed in co‐cultures involving the DC2.4 cell line (Figure 5B), suggesting that T26 enhances DC maturation at least in part through its effects on tumor cells. The significant increase in MHC‐I expression in the T26‐treated group demonstrates that T26 effectively enhances the antigen‐presenting capacity of dendritic cells (Figure S10F,G, Supporting Information).

**Figure 5:**
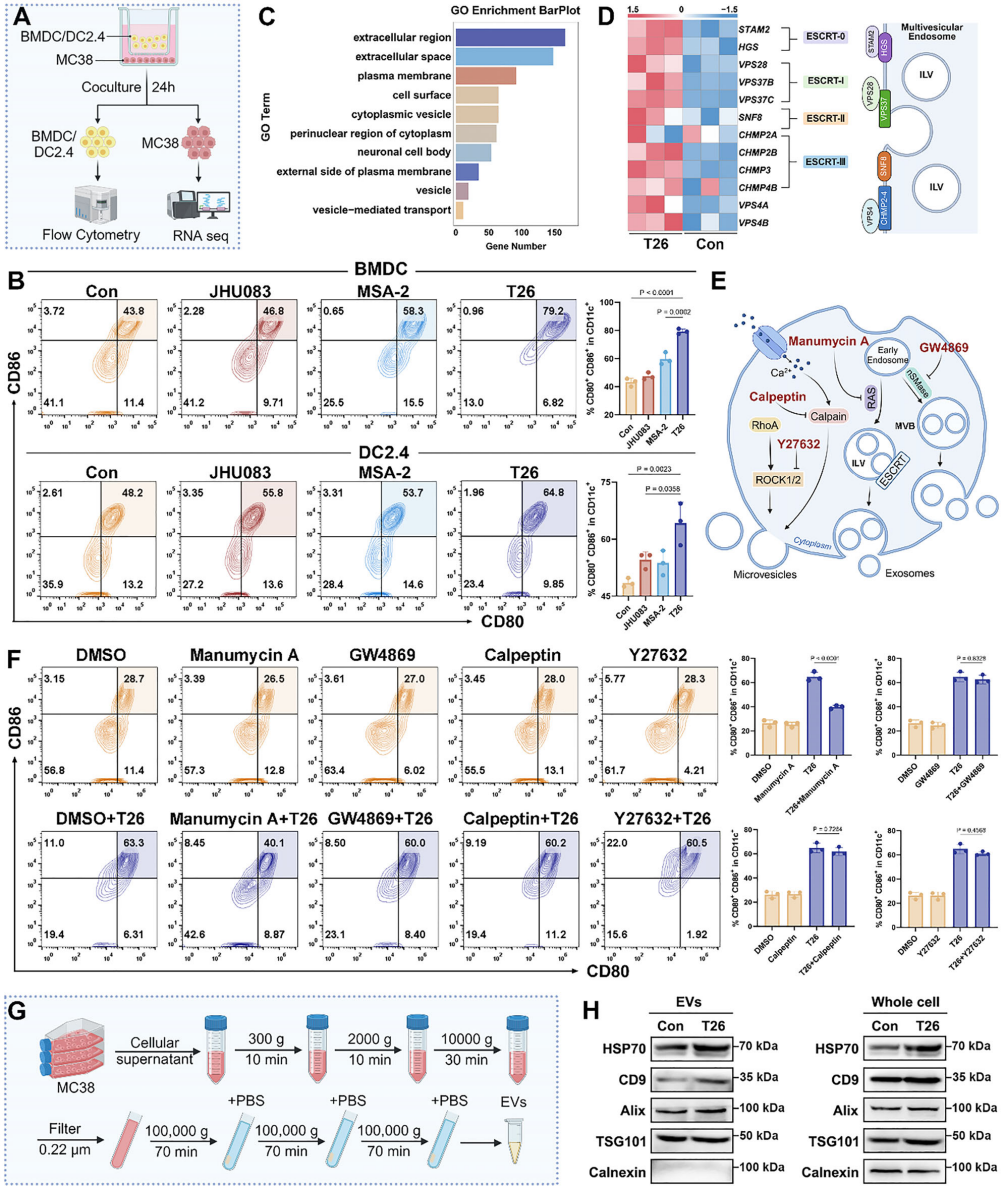
Tumor‐derived extracellular vesicles mediate DC activation upon T26 treatment. (A) Schematic of co‐culture experiments of MC38 and DCs. (B) Flow cytometry analysis of DC maturation in co‐culture with MC38 cells treated with DMSO, JHU083 (5 µm), MSA‐2 (5 µm), or T26 (5 µm) for 24 h (*n* = 3). (C) GO enrichment analysis of differentially expressed genes in response to T26‐treated MC38 cells. (D) Schematic illustrating the ESCRT machinery and a heatmap of gene expression associated with the ESCRT. (E) Schematic illustration of the action mechanisms of various vesicle inhibitors. (F) Maturation of BMDCs after treatment of MC38 and BMDCs co‐culture system with different vesicle inhibitors (*n* = 3). (G) Schematic illustration of EV isolation from MC38 culture supernatants. (H) Western blot analysis of EV markers and endoplasmic reticulum marker in isolated vesicles and whole cell lysates. Error bars represent means ± SD. Differences between groups were tested using one‐way ANOVA followed by Tukey's multiple comparisons test, or unpaired Student's *t*‐test.

To elucidate the molecular mechanisms underlying this tumor‐to‐DC communication, we performed RNA sequencing on MC38 cells following T26 treatment. GO enrichment analysis revealed significant upregulation of pathways related to EVs biogenesis and secretion, including annotations such as neuronal cell body, plasma membrane, cytoplasmic vesicle, the external side of the plasma membrane, and vesicle‐mediated transport (Figure 5C). These findings suggest that T26 may influence DC maturation via tumor cell‐derived EVs. Furthermore, we examined the gene expression profiles of key regulators involved in EVs formation, particularly components of the endosomal sorting complexes required for transport (ESCRT). T26 treatment led to marked upregulation of genes from multiple ESCRT subcomplexes, including ESCRT‐0 (e.g., *STAM2*, *HGS*), ESCRT‐I (e.g., *VPS28*, *VPS37B*, *VPS37C*), ESCRT‐II (e.g., *SNF8*), and ESCRT‐III (e.g., *CHMP2A*, *CHMP2B*, *CHMP3*, *CHMP4B*) (Figure 5D), further implicating enhanced EV production as a downstream effect of T26 treatment in tumor cells.^[^ ^36^, ^37^ ^]^

To directly test whether EVs mediate this effect, we employed a panel of pharmacological inhibitors targeting specific vesicle biogenesis pathways. EVs are primarily classified into microvesicles and exosomes.^[^ ^38^ ^]^ Calpeptin and Y27632 were used to block microvesicle release, while Manumycin A and GW4869 were applied to inhibit exosome production (Figure 5E). GW4869, which inhibits exosome release by targeting neutral sphingomyelinase (nSMase), showed no significant effect on T26‐induced maturation of BMDC. Similarly, Calpeptin and Y27632, which inhibit microvesicle formation and ROCK‐mediated cytoskeletal remodeling, respectively, had minimal impact on T26‐induced BMDC maturation. In contrast, only Manumycin A—which targets Ras signaling and impairs exosome formation—significantly reduced the T26‐induced maturation of BMDCs (Figure 5F).^[^ ^39^, ^40^, ^41^, ^42^ ^]^ These results suggest that T26 enhances DC activation primarily by promoting the Ras‐dependent formation of exosomes from tumor cells.

To further validate this mechanism, we isolated EVs from T26‐treated MC38 cells using ultracentrifugation (Figure 5G). Western blot analysis confirmed the enrichment of established exosome markers in the EV fractions, including TSG101, HSP70, CD9, and Alix. Meanwhile, the negative marker calnexin was detected only in whole‐cell lysates, not in EVs (Figure 5H), indicating the high purity of the isolated EVs and fulfilling the fundamental criteria outlined in the Minimal Information Guidelines for Extracellular Vesicle Studies (MISEV2018).^[^ ^43^ ^]^ Notably, T26 treatment markedly increased the abundance of EV markers, supporting the conclusion that T26 enhances EV production in tumor cells. These findings collectively demonstrate that T26 reprograms tumor cells to increase EV‐mediated immunostimulatory signaling, thereby promoting DC maturation and enhancing antitumor immunity.

In summary, these data demonstrate that T26 promotes dendritic cell maturation by reprogramming MC38 tumor cells to enhance exosome biogenesis, primarily via activation of Ras‐dependent exosome signaling pathways.

### 2.6 T26 Modulates Vesicles Secreted by Tumor Cells to Augment Immune Activation and Suppress Tumor Progression

Recent studies have demonstrated that engineered or stress‐induced tumor‐derived EVs can activate innate and adaptive immunity, and in some cases, elicit protective antitumor responses when used as cell‐free vaccines or therapeutic agents.^[^ ^44^, ^45^, ^46^, ^47^ ^]^ Building on these insights, and based on our above findings that T26 reprograms tumor cells to enhance EV biogenesis via Ras‐dependent signaling, we sought to determine whether EVs derived from T26‐treated tumor cells possess intrinsic immunostimulatory or antitumor activity independent of viable tumor cells.

To investigate this, we isolated vesicles from MC38 cells treated with EVs control, JHU083, MSA‐2, or T26 (referred to as EVs^Con^, EVs^JHU^, EVs^MSA^, and EVs^T26^, respectively). BMDCs were incubated with each EV subset for 24 h, followed by co‐culture with CFSE‐labeled MC38 tumor cells and CD8⁺ T cells. Immune responses were evaluated by flow cytometry (**Figure** **6**A). The results revealed that EVs^T26^ robustly enhanced BMDC maturation, with a 46.83% increase compared to EVs^Con^ (Figure 6B). Additionally, MHC I antigen expression on BMDCs was markedly elevated in the EVs^T26^ group, indicating enhanced antigen presentation capacity (Figure 6C).

**Figure 6:**
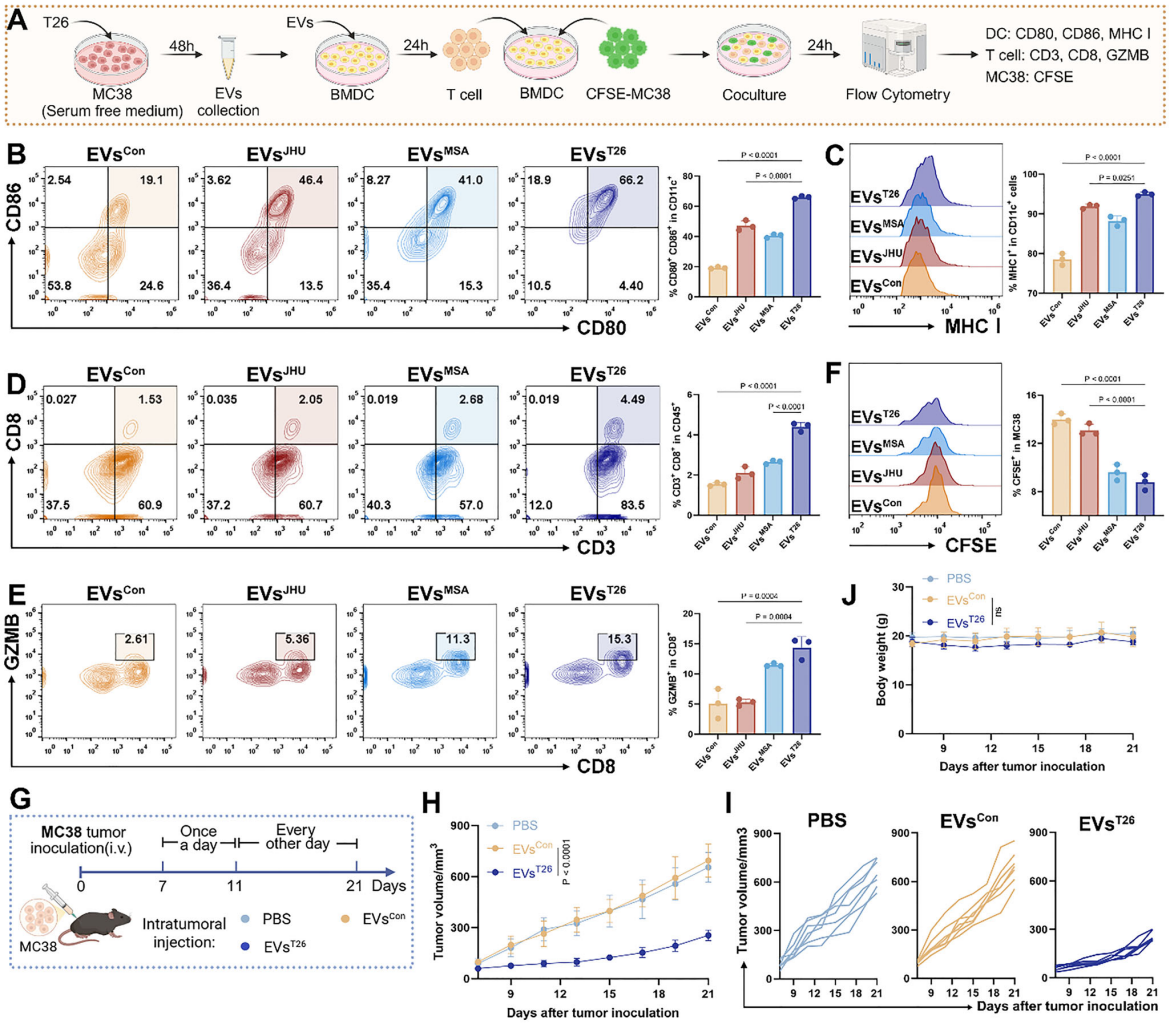
T26 reprograms tumor‐derived extracellular vesicles to enhance immune responses. (A) Experimental workflow for flow cytometry analysis: BMDCs were co‐cultured with CFSE‐labeled MC38 cells and T cells, and treated with EVs isolated from MC38 cells that had been treated with 5 µm MSA‐2, 5 µm JHU083, or 5 µm T26 for 48 h. (B) Flow cytometry analysis of DCs upon exposure to EVs^Con^, EVs^JHU^, EVs^MSA^, and EVs^T26^ (*n* = 3). (C) Flow cytometry analysis of MHC I antigen presentation in DCs incubated with EVs^Con^, EVs^JHU^, EVs^MSA^, and EVs^T26^ (*n* = 3). (D) Flow cytometry analysis of CD8⁺ T cell frequency expression after co‐culturing with BMDCs treated with EVs^Con^, EVs^JHU^, EVs^MSA^, and EVs^T26^ (*n* = 3). (E) Flow cytometry analysis of GZMB expression after co‐culturing with BMDCs treated with EVs^Con^, EVs^JHU^, EVs^MSA^, and EVs^T26^ (*n* = 3). (F) The killing of CFSE‐labeled MC38 following CD8⁺ T cell activation by EVs‐primed DCs (*n* = 3). (G) Schematic of the experimental regimen for intratumoral injection. MC38 tumor‐bearing mice received intratumoral injections of 100 µL PBS or EVs (20 µg in 100 µL PBS daily, days 7–11; 10 µg in 100 µL PBS every other day, days 12–21). (H,I) Tumor growth of MC38 tumors in C57BL/6 mice after intratumoral injection of PBS, EVs^Con^, and EVs^T26^ (*n* = 7). (J) The body weight changes of mice after intratumoral injection of PBS, EVs^Con^, and EVs^T26^ (*n* = 7). Error bars represent means ± SD. Differences between groups were tested using one‐way ANOVA followed by Tukey's multiple comparisons test, or unpaired Student's *t*‐test.

We next examined downstream effects on T cells. Co‐cultures exposed to EVs^T26^ exhibited an increased proportion of CD8⁺ T cells (up by 2.86% versus EVs^Con^; Figure 6D), along with significantly elevated expression of GZMB, a critical effector molecule for cytotoxic activity (Figure 6E). Notably, the number of CFSE‐labeled MC38 tumor cells was substantially reduced in the EVs^T26^ group (Figure 6F), indicating effective T cell‐mediated cytotoxicity. These results demonstrated that EVs from T26‐treated tumor cells not only enhance DC maturation and antigen presentation but also potentiate CD8⁺ T cell activation and tumor cell killing.

Based on these in vitro findings, we next evaluated the antitumor potential of EVs^T26^ in vivo. C57BL/6 mice bearing MC38 tumors received intratumoral injections of EVs^T26^ according to the schedule shown in Figure 6G. Strikingly, EVs^T26^ treatment significantly inhibited tumor growth, while having negligible effects on body weight (Figure 6H–J), indicating both efficacy and tolerability.

To elucidate the mechanism underlying the alteration of EV contents upon T26 treatment, we analyzed the transcriptomic profiles of MC38 cells exposed to T26. The results revealed a significant enrichment of pathways associated with immunogenic cell death (ICD), including the intrinsic apoptotic signaling pathway in response to endoplasmic reticulum stress, high mobility group box 1 binding pathway (HMGB1), ATP transmembrane transporter activity pathway, ATP biosynthetic process pathway, adaptive immune response pathway, and toll‐like receptor signaling pathway (Figure S11A, Supporting Information). Consistent with this, GSEA analysis revealed that several ICD‐associated pathways were markedly upregulated, suggesting that T26‐treated EVs may be enriched in damage‐associated molecular patterns (DAMPs) (Figure S11B–E, Supporting Information).

ICD is defined as a process in which tumor cells, upon external stimulation, switch from a non‐immunogenic to an immunogenic state.^[^ ^48^, ^49^ ^]^ During this process, tumor cells release a series of DAMPs, such as adenosine triphosphate (ATP), calreticulin (CRT), and HMGB1. Previous studies have reported that ICD in tumor cells can be transmitted via tumor‐derived EVs to immune cells, thereby establishing intercellular crosstalk.^[^ ^44^ ^]^ Based on these observations, we hypothesized that T26 promotes the release of EVs enriched in ICD‐related molecules. To further test this hypothesis, we isolated EVs secreted by MC38 cells under Control, JHU083, MSA‐2, and T26 treatments and examined their protein composition as well as DAMP content. Western blot analysis demonstrated that ICD markers HSP70 and CRT were significantly upregulated in EVs^T26^ compared with other groups (Figure S11F, Supporting Information). Moreover, ATP and HMGB1 were markedly enriched in EVs^T26^, as determined using an ATP assay kit and an HMGB1 ELISA kit, respectively (Figure S11G,H, Supporting Information). Together, these findings indicate that T26 facilitates the release of EVs carrying ICD‐related molecules, which may subsequently mediate downstream immune activation.

Altogether, these findings support the conclusion that T26 reprograms tumor cells to secrete immunostimulatory EVs that enhance DC maturation, promote CD8⁺ T cell activation, and facilitate effective tumor control both in vitro and in vivo.

### 2.7 Synergistic Inhibition of Tumor Growth by T26 in Combination with Chemotherapy and Immunotherapy

Immunotherapy and chemotherapy remain critical components in the treatment of CRC, but their effectiveness is often hindered by the immunosuppressive and metabolically hostile TME.^[^ ^50^, ^51^, ^52^ ^]^ Immune checkpoint inhibitors (ICIs), such as PD‐1/PD‐L1 blockade, have shown clinical benefits in select patients with microsatellite height instability (MSI‐H) or deficient mismatch repair (dMMR) tumors.^[^ ^52^, ^53^, ^54^, ^55^ ^]^ However, most CRCs, particularly microsatellite stable (MSS) or proficient mismatch repair (pMMR) subtypes, exhibit poor responsiveness to these therapies.^[^ ^56^ ^]^ The absence of CD8^+^ T cell infiltration within the TME is associated with a lack of response to PD‐1/PD‐L1 blockade therapy.^[^ ^57^, ^58^ ^]^ Against this backdrop, we sought to evaluate whether T26 could enhance tumor responsiveness to existing therapies and extend their efficacy in otherwise refractory settings.

We first examined the therapeutic interaction between T26 and 5‐FU. Although 5‐FU is a first‐line treatment for CRC, resistance frequently arises due to inadequate immune activation and adaptive tumor plasticity.^[^ ^59^, ^60^ ^]^ In MC38 tumor‐bearing mice, the combination treatment of T26 and 5‐FU significantly enhanced tumor growth inhibition compared to 5‐FU alone, without causing systemic toxicity or weight loss (**Figure** **7**A; Figure S12A, Supporting Information). Survival analyses further demonstrated that co‐treatment with T26 and 5‐FU significantly prolonged survival compared to 5‐FU monotherapy (Figure 7B). This additive effect likely results from T26's ability to alleviate immunometabolic constraints, facilitating chemotherapy‐induced immunogenic cell death and promoting downstream immune responses.

**Figure 7:**
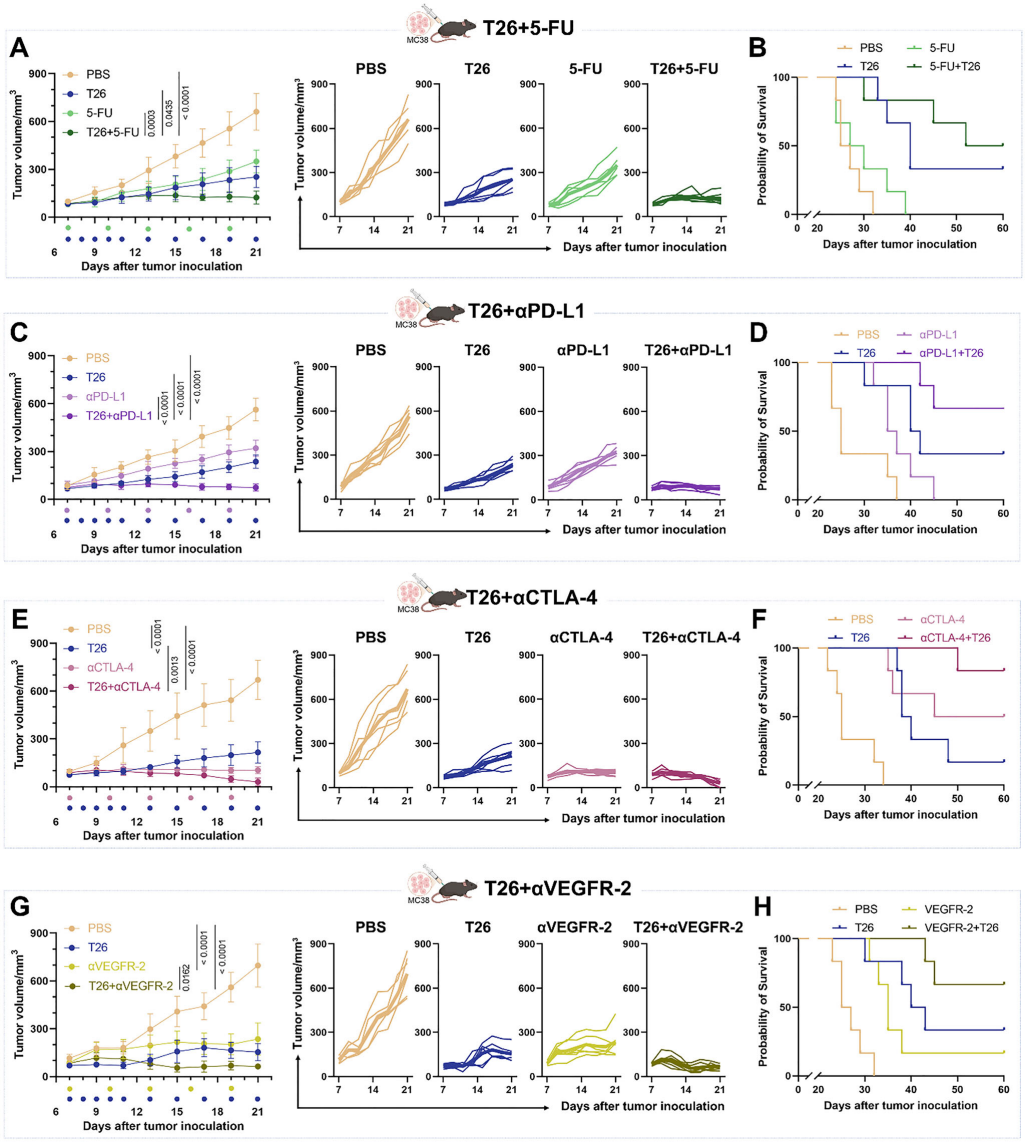
Synergistic tumor suppression by T26 in combination therapies. (A) Combined treatment with T26 (intragastric gavage, 1 mg kg^−1^ day^−1^ from day 7 to 11, followed by 0.3 mg kg^−1^ every other day from day 12 to 21) and 5‐FU (intraperitoneal injection, 50 mg kg^−1^, every three days from day 7 to 21) in MC38 tumor‐bearing mice. Synergistic efficacy and tumor growth curves of the 5‐FU+T26 group were compared with those of the PBS‐treated, T26‐treated, and 5‐FU‐treated groups (*n* = 6). (B) Kaplan–Meier survival analysis of MC38‐bearing mice with different treatment (*n* = 6). (C) Combined treatment with T26 (intragastric gavage, 1 mg kg^−1^ day^−1^ from day 7 to 11, followed by 0.3 mg kg^−1^ every other day from day 12 to 21) and αPD‐L1 (intraperitoneal injection, 2 mg kg^−1^, every three days from day 7 to 21) in MC38 tumor‐bearing mice. Synergistic efficacy and tumor growth curves of the αPD‐L1+T26 group were compared with those of the PBS‐treated, T26‐treated, and αPD‐L1‐treated groups (*n* = 6). (D) Kaplan–Meier survival analysis of MC38‐bearing mice with different treatment (*n* = 6). (E) Combined treatment with T26 (intragastric gavage, 1 mg kg^−1^ day^−1^ from day 7 to 11, followed by 0.3 mg kg^−1^ every other day from day 12 to 21) and αCTLA‐4 (intraperitoneal injection, 10 mg kg^−1^, every three days from day 7 to 21) in MC38 tumor‐bearing mice. Synergistic efficacy and tumor growth curves of the αCTLA‐4+T26 group were compared with those of the PBS‐treated, T26‐treated, and αCTLA‐4‐treated groups (*n* = 6). (F) Kaplan–Meier survival analysis of MC38‐bearing mice with different treatment (*n* = 6). (G) Combined treatment with T26 (intragastric gavage, 1 mg kg^−1^ day^−1^ from day 7 to 11, followed by 0.3 mg kg^−1^ every other day from day 12 to 21) and αVEGFR‐2 (intraperitoneal injection, 40 mg kg^−1^, every three days from day 7 to 21) in MC38 tumor‐bearing mice. Synergistic efficacy and tumor growth curves of the αVEGFR‐2+T26 group were compared with those of the PBS‐treated, T26‐treated, and αVEGFR‐2‐treated groups (*n* = 6). (H) Kaplan–Meier survival analysis of MC38‐bearing mice with different treatment (*n* = 6). Error bars represent means ± SD. Differences between groups were tested using one‐way ANOVA followed by Tukey's multiple comparisons test, or unpaired Student's *t*‐test.

Next, we explored whether T26 could improve the efficacy of immune checkpoint blockade. The PD‐1/PD‐L1 axis plays a key role in immune evasion in CRC, and anti‐PD‐L1 (αPD‐L1) therapy has shown promise in certain CRC subsets, though responses are limited in MSS or pMMR tumors.^[^ ^55^, ^56^, ^61^ ^]^ In our model, co‐treatment with T26 and αPD‐L1 significantly enhanced tumor suppression compared to αPD‐L1 alone (Figure 7C; Figure S12B, Supporting Information), with no adverse effects on body weight. Furthermore, survival analysis showed that T26 combined with αPD‐L1 markedly prolonged survival compared to αPD‐L1 monotherapy (Figure 7D), suggesting that T26 promotes immune reactivation, likely by enhancing DC maturation and T cell activation within the TME.

We also investigated T26 in combination with anti‐CTLA‐4 (αCTLA‐4), another checkpoint inhibitor that facilitates T cell priming in early immune responses. While αCTLA‐4 therapy has shown activity in some patients, toxicity and resistance have limited its broader application in CRC.^[^ ^62^ ^]^ In MC38 tumors, T26 co‐treatment significantly improved the antitumor effect of αCTLA‐4 (Figure 7E; Figure S12C, Supporting Information) without inducing weight loss or overt toxicity. Survival analysis revealed a significant increase in survival when T26 was combined with αCTLA‐4 compared to αCTLA‐4 alone (Figure 7F), indicating that T26 helps overcome immunosuppressive barriers in the TME, improving the efficacy of CTLA‐4 blockade.

Furthermore, we assessed the synergy between T26 and anti‐VEGFR‐2 (αVEGFR‐2), an angiogenesis inhibitor that limits tumor vascularization. VEGFR‐2 is a critical therapeutic target in CRC due to its high expression on tumor cells. However, αVEGFR‐2 monotherapy shows limited efficacy, largely due to rapid resistance driven by compensatory signaling pathways.^[^ ^63^, ^64^ ^]^ We hypothesized that combining T26 with αVEGFR2 could concurrently inhibit multiple tumor‐promoting pathways, thereby reducing resistance and improving therapeutic outcomes. Indeed, the combination of T26 and αVEGFR‐2 significantly improved tumor control compared to αVEGFR‐2 monotherapy, with no adverse effects on body weight (Figure 7G; Figure S12D, Supporting Information). Moreover, co‐treatment significantly prolonged survival compared to αVEGFR‐2 alone (Figure 7H), suggesting that T26's ability to remodel the TME through metabolic and vascular modulation improves immune accessibility and enhances therapeutic outcomes.

Moreover, we evaluated the therapeutic efficacy of combining T26 with αPD‐L1 in the CT26 tumor model. Compared with αPD‐L1 monotherapy, the combination of T26 and αPD‐L1 resulted in markedly enhanced tumor suppression without causing adverse effects on body weight (Figure S12E,F, Supporting Information). These findings also indicate that T26 can potentiate the antitumor efficacy of αPD‐L1, thereby extending its therapeutic benefits to poorly immunogenic tumors.

Together, these results underscore the translational potential of T26 as an immunometabolic adjuvant capable of enhancing standard‐of‐care therapies across various therapeutic modalities. Whether combined with chemotherapeutic agents like 5‐FU, immune checkpoint inhibitors such as αPD‐L1 and αCTLA‐4, or anti‐angiogenic therapies like αVEGFR‐2, T26 consistently enhances therapeutic efficacy in vivo without compromising safety.

## 3 Discussion

In this study, we developed and characterized prodrug T26, a novel bifunctional immunomodulatory agent that integrates glutamine antagonism with STING pathway activation to remodel the TME and potentiate antitumor immunity. Our findings demonstrate that T26 simultaneously modulates tumor metabolism and innate immune signaling, thereby restoring DCs function, enhancing cytotoxic CD8⁺ T cell responses, and improving therapeutic outcomes in colorectal cancer models (**Figure** **8**).

**Figure 8:**
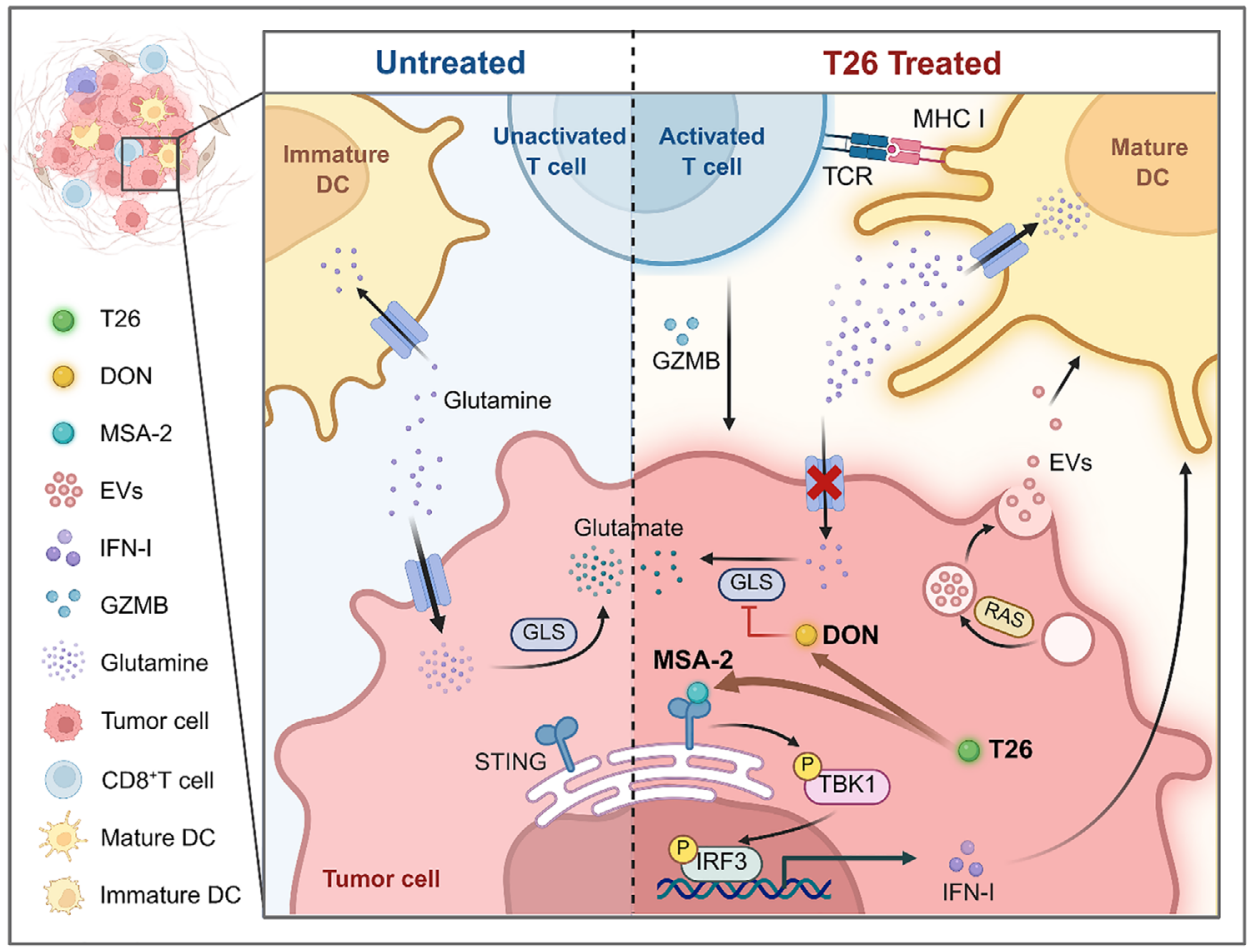
Schematic illustration of T26's antitumor mechanism.

Glutamine metabolism is central to supporting tumor cell proliferation while simultaneously restricting immune cell function by depleting nutrients critical for antigen presentation and effector activation.^[^ ^9^, ^65^ ^]^ Previous studies have shown that glutamine deprivation impairs DC maturation and T cell priming, thus facilitating immune escape.^[^ ^9^, ^12^ ^]^ While glutamine antagonists such as DON and its prodrug JHU083 partially alleviate these effects by limiting glutamine uptake in tumor cells, their capacity to fully restore immune function remains limited. Consistent with this, our data show that DON induces only partial DC maturation when co‐cultured with MC38 tumor cells, leaving a substantial fraction of DCs in an immature state. 

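In the sorted BMDCs, genes of the cGAS-STING axis changed less than the criterion of a log2 fold change of 1. Sting1 (ENSMUSG00000024349, chromosome 18 from 35733679 to 35740489) was at 136 ± 1.14 CPM (SD, n = 3) in immature and 151 ± 6.81 CPM (SD, n = 4) in mature cells, a log2 fold change of 0.16 (standard error 0.071, edgeR adjusted p = 0.101). Cgas (ENSMUSG00000032344, chromosome 9 from 78430526 to 78443237) was at 11.9 ± 1.04 CPM (SD, n = 3) and 11.6 ± 1.69 CPM (SD, n = 4), a log2 fold change of -0.039 (standard error 0.15, edgeR adjusted p = 0.851), and its sign changed without mature replicate 3, to a log2 fold change of 0.084. Tbk1 (ENSMUSG00000020115, chromosome 10 from 121546455 to 121586787) was lower in mature cells, with 55.7, 50.9, 42.4 and 51.8 CPM in mature replicates 1 to 4 against 70.2 ± 2.64 CPM (SD, n = 3), a log2 fold change of -0.48 (standard error 0.10, edgeR adjusted p = 0.00449). Irf3 (ENSMUSG00000003184, chromosome 7 from 44997648 to 45002848) was at 39.7 ± 1.47 CPM (SD, n = 3) in immature and 50.1 ± 8.63 CPM (SD, n = 4) in mature cells, a log2 fold change of 0.33 (standard error 0.13, edgeR adjusted p = 0.0659). Ifnb1 (ENSMUSG00000048806, chromosome 4 from 88522025 to 88522774) had 3 counts in mature replicate 2 and 0 in the other 6 libraries, so a difference was not detectable at this depth. Itgax, which encodes the DC marker CD11c, was at 1386 ± 89.4 CPM (SD, n = 3) in immature and 1041 ± 117 CPM (SD, n = 4) in mature cells, a log2 fold change of -0.41 (standard error 0.11, edgeR adjusted p = 0.0124). These genes were listed before the data were examined. Over the alternatives, Sting1 and Irf3 were higher in mature cells in each, with an adjusted p of 0.00794 to 0.354 for Sting1 and 0.00609 to 0.175 for Irf3. Tbk1 and Itgax were lower in each, with an adjusted p of 0.000353 to 0.0562 and 0.00176 to 0.140. RNA levels do not measure STING protein or the phosphorylation of STING, TBK1 and IRF3, so they leave the activity of the pathway open. The paper takes the enriched pathways of Figure 1E to 1I and the role of STING in DCs as grounds to examine human tumors. Its case also rests on STING staining of those tumors. It further rests on the larger share of mature DCs when MSA-2 was combined with DON or glutamine.

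**Figure D4:**
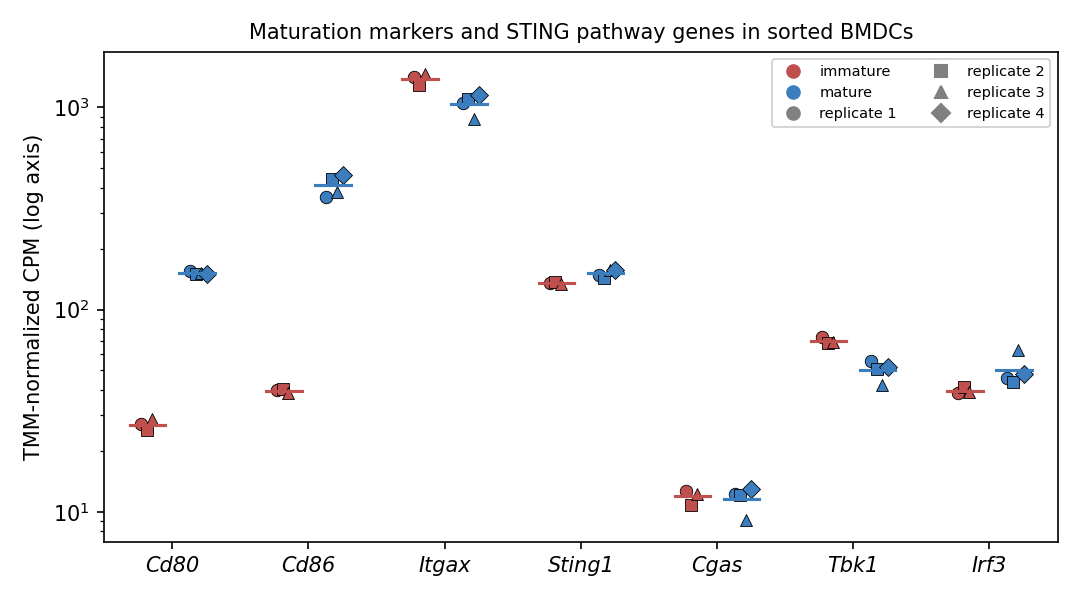
TMM-normalized CPM, on a log axis, of Cd80, Cd86, Itgax and STING pathway genes in each immature (red) and mature (blue) library, with lines at the group means. The groups lie close together for Sting1, Cgas, Tbk1 and Irf3 and further apart for Cd80 and Cd86, the genes of markers the paper uses for mature DCs in flow cytometry.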

To elucidate the underlying mechanism, we performed transcriptomic profiling of BMDCs co‐cultured with tumor cells exposed to DON and identified suppression of STING‐related signaling as a key molecular constraint. Importantly, this mechanistic insight is mirrored in clinical colorectal cancer specimens, where tumors with elevated glutamine metabolic activity exhibit reduced STING expression and diminished mature DC infiltration. These findings underscore the clinical relevance of glutamine‐driven immunosuppression and highlight the need for coordinated metabolic and innate immune reprogramming.

To address this immunometabolic bottleneck, we rationally design prodrug T26 by conjugating JHU083 to the non‐nucleotide STING agonist MSA‐2 via a cleavable amide linker. This strategy enables synchronized, tumor‐selective release of both components, thereby maximizing intratumoral synergy while minimizing off‐target toxicity. Biochemical and structural analyses confirm successful synthesis, esterase‐responsive release kinetics, and functional retention of glutamine antagonism and STING activation. Cellular studies further demonstrate that T26 robustly induces activation of the STING pathway and inhibition of glutamine metabolism in tumor cells, validating its dual mechanistic design.

Therapeutically, T26 exhibits potent antitumor activity in vivo. Orally administered T26 significantly reduces tumor growth and prolongs survival in multiple murine colorectal cancer models, with no observable systemic toxicity or weight loss. Histological analysis reveals decreased tumor proliferation and increased p‐STING expression in tumor tissues, supporting efficient local activation of the STING pathway. These results align with recent efforts to develop orally available STING agonists and tumor‐selective metabolic modulators that are safe and systemically tolerable.

Effective DC activation is critical for initiating robust adaptive immune responses. Extending this paradigm, we demonstrate that T26 not only increases the frequency of mature DCs in the TME but also enhances their activation in spleens and TDLN. These changes are accompanied by increased infiltration, activation, and cytolytic capacity of CD8⁺ T cells, indicated by elevated GZMB expression and inflammatory cytokine production. Critically, depletion of DCs completely abrogates the antitumor efficacy of T26, directly confirming their indispensable role in mediating T26‐induced immune activation.

T26 reprograms tumor cells to enhance EVs production. Previous studies have shown that tumor‐derived EVs can either suppress or stimulate immunity depending on their molecular cargo and context. Our RNA sequencing data reveal that T26 treatment upregulates genes involved in the ESCRT machinery and vesicle trafficking, suggesting enhanced biogenesis of immunoregulatory EVs. Functionally, EVs derived from T26‐treated tumor cells significantly enhance DC maturation, antigen presentation, and subsequent CD8⁺ T cell activation. These EVs also mediate antitumor effects when administered intratumorally in vivo, establishing their relevance as active immune messengers. While the immunogenic potential of tumor‐derived EVs has been well‐documented, our findings provide direct evidence that pharmacologic reprogramming of EV content via T26 can redirect these vesicles toward immunostimulatory functions.

Importantly, we validate the therapeutic efficacy of T26 in CRC PDO, which closely recapitulates the structural and molecular heterogeneity of primary tumors. Treatment with T26 significantly suppresses PDO growth and reduces proliferation, as evidenced by Ki67 immunofluorescence and histological analysis. These findings underscore the translational relevance of T26 in clinically representative human models and support its potential applicability in precision oncology settings. Our data also indicate that prodrug T26 synergizes with multiple therapeutic modalities, including chemotherapy, checkpoint blockade, and anti‐angiogenic therapy. This is particularly relevant in CRC, where intrinsic and acquired resistance to monotherapies remains a major clinical challenge. Previous studies have shown that metabolic rewiring can sensitize tumors to chemotherapeutics, and STING activation may enhance the efficacy of 5‐FU, αPD‐L1, αCTLA‐4, and αVEGFR‐2 therapies. This combinatorial flexibility highlights the translational potential of T26 as an adjunct to diverse treatment strategies.

While tumors with MSI‐H or dMMR status are generally immunogenic and respond favorably to immune checkpoint blockade, the majority of CRCs are MSS or pMMR. Consequently, these tumors frequently resist current immunotherapies, largely due to their immunologically “cold” tumor microenvironment. Our findings demonstrate that T26 effectively mitigates metabolic immunosuppression, promotes dendritic cell maturation, and enhances the recruitment and activation of CD8⁺ T cells. These immunomodulatory actions directly counter the mechanisms of immune evasion commonly observed in MSS/pMMR tumors.

Together, our study establishes T26 as a mechanistically innovative and therapeutically versatile compound capable of reshaping the immunometabolic landscape of tumors. By simultaneously disrupting tumor cell metabolism, activating innate immune signaling, and reprogramming EV‐mediated intercellular communication, T26 offers a multipronged strategy to overcome key barriers limiting current cancer immunotherapy. Despite these promising results, further investigation into pharmacokinetics, long‐term safety, and the efficacy of T26 in other cancer types is required. Additionally, while we identify a functional role for T26‐induced EVs, the specific molecular cargo and downstream pathways responsible for immune activation remain to be elucidated.

## 4 Conclusion

In summary, our study establishes T26 as a mechanistically integrated and therapeutically promising immunometabolic agent that targets two fundamental vulnerabilities in the TME: glutamine‐driven metabolic immunosuppression and defective innate immune sensing. By simultaneously antagonizing glutamine metabolism and activating the STING pathway, prodrug T26 enhances dendritic cell maturation, promotes CD8⁺ T cell activation, and reprograms tumor‐derived extracellular vesicles to further propagate immune responses. These effects collectively reshape the immunological landscape of tumors and lead to robust antitumor efficacy in preclinical models. Importantly, T26 also exerted potent antitumor effects in CRC PDO, underscoring its clinical translatability in patient‐relevant preclinical models. Furthermore, the ability of T26 to synergize with chemotherapies, immunotherapies, and targeted therapy underscores its translational potential and provides a compelling rationale for its future clinical investigation in combination immunotherapy strategies. This work provides a conceptual and mechanistic foundation for the design of next‐generation immunometabolic therapies that integrate nutrient modulation with innate immune activation to overcome the metabolic barriers of the TME.

## 5 Experimental Section

### Study design

This study was designed to investigate the immunometabolic mechanisms by which glutamine antagonism and innate immune activation coordinate to modulate DC function and reshape the TME in CRC. A transwell co‐culture system was first employed in which MC38 tumor cells were treated with the glutamine antagonist DON to restrict glutamine uptake, thereby indirectly modulating nutrient availability for BMDCs. This setup revealed that glutamine supplement alone induced only partial DC maturation. To explore the underlying mechanism, transcriptomic profiling of BMDCs co‐cultured with DON‐treated tumor cells was performed, and suppression of STING pathway signaling was identified as a key limiting factor. Based on these findings, T26, a bifunctional prodrug in which JHU083 and STING agonist MSA‐2 are covalently linked via a cleavable amide bond, is designed and synthesized, enabling synchronized intratumoral release and dual targeting of glutamine metabolism and innate immune activation. RNA‐seq was further applied to T26‐treated MC38 tumor cells to identify immunomodulatory gene expression changes associated with T26 activity.

The in vivo antitumor efficacy of T26 was next evaluated in syngeneic MC38 and CT26 tumor models. Mice were treated with T26, JHU083, MSA‐2, or PBS, tumor progression, systemic toxicity, and immune infiltration were assessed. Flow cytometry and ELISA were used to characterize DC maturation and CD8⁺ T cell activation in both tumors and secondary lymphoid tissues. To determine the requirement for DCs in mediating T26's antitumor effects, cytochrome c‐induced depletion was used, which abolished therapeutic efficacy. It was then investigated whether tumor‐derived EVs contribute to DC activation. Pharmacological inhibition of EV biogenesis was first used to assess the role of extracellular vesicles in T26‐induced DC activation. Subsequently, EVs were isolated from T26‐treated MC38 cells and functionally validated through EV transfer assays and in vivo administration. These studies revealed that T26 reprograms tumor cells to produce immunostimulatory EVs that enhance DC maturation and CD8⁺ T cell responses. Finally, the combinatorial potential of T26 with checkpoint inhibitors, chemotherapy, and anti‐angiogenic agents was assessed to evaluate its translational applicability in therapeutic regimens.

### Cell Lines

All cell lines were maintained at 37 °C in a humidified incubator (ThermoFisher‐Forma 371) with 5% CO_2_. MC38 (The mouse colon adenocarcinoma cell line, Procell, CL‐0972, RRID: CVCL_B288) was purchased on January 9, 2024, and was derived from Female C57BL/6 mice. CT26 (The mouse colon carcinoma cell line, Procell, CL‐0071, RRID: CVCL_7256) was purchased on January 15, 2024, and was derived from BALB/c mice. DC2.4 (The mouse dendritic cell line, Procell, CL‐0545, RRID: CVCL_J409) was purchased on March 6, 2024, and was derived from C57BL/6 mice. MC38 cells were cultured in Dulbecco's Modified Eagle Medium (DMEM, high glucose, Sangon Biotech, Shanghai, E600003) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin–streptomycin (100×, PS, Macgene, Beijing, CC004). CT26 and DC2.4 cells were maintained in RPMI‐1640 medium supplemented with 10% FBS and 1% PS. In this study, the cell lines involved were confirmed to be correct and free of contamination after short tandem repeat (STR) analysis and quality inspection.

### BMDC Isolation

Female C57BL/6 mice (6–8 weeks old) were euthanized by cervical dislocation and immersed in 75% ethanol to ensure sterility. The femur and tibia were dissected, and attached muscle and connective tissue were carefully removed using sterile scissors and forceps while preserving bone integrity. The bone marrow was flushed out using a sterile syringe filled with RPMI‐1640 medium and collected into a sterile centrifuge tube. The suspension was filtered through a 70‐µm cell strainer (Biofil, Guangzhou, CSS013070) and centrifuged at 2000 rpm for 5 min, after which the supernatant was discarded. The resulting cell pellet, containing both bone marrow cells and erythrocytes, was resuspended in erythrocyte lysis buffer (Tiangen, Beijing, RT122‐02) and incubated at room temperature for 5 min. The lysis reaction was quenched by adding 2–3 volumes of RPMI‐1640 medium, followed by centrifugation at 3000 rpm for 5 min. The pellet was resuspended in RPMI‐1640 complete medium supplemented with 20 ng mL^−1^ granulocyte‐macrophage colony‐stimulating factor (GM‐CSF, Sino Biological, Beijing, 51048‐MNAE) and 10 ng mL^−1^ interleukin‐4 (IL‐4, Sino Biological, Beijing, 51084‐MNAE). Cells were seeded at a density of 1 × 10⁶ cells mL^−1^ in six‐well plates and incubated at 37 °C with 5% CO_2_. The culture medium was replaced every three days, and BMDCs were fully differentiated by day 7–8.

### Animals

Female C57BL/6 and BALB/c mice (6–8 weeks old, 18–20 g) were purchased from Keaoke Biotechnology Co., Ltd. All animals were housed in a sterile environment with a controlled humidity of 40%–70% and a stable temperature of 19–23 °C under a 12‐h light/dark cycle. All experimental procedures were conducted in accordance with the ARRIVE guidelines (EU Directive 2010/63/EU) and approved by the Institutional Animal Care and Use Committee of Northwestern Polytechnical University.

### Flow Cytometry

For cell samples, an appropriate volume of antibody was incubated with cells at 4 °C for 40 min. For tumor tissue samples, tumors were digested in RPMI‐1640 medium containing 2 mg mL^−1^ collagenase I, 2 mg mL^−1^ collagenase IV, and 0.1 mg mL^−1^ DNase I at 37 °C for 30 min. The digested suspension was filtered through a 70‐µm cell strainer and centrifuged at 3000 rpm. The resulting cell pellet was resuspended and incubated with the appropriate antibodies.

For spleen samples, the spleens were mechanically dissociated and rinsed with sterile PBS until all tissue passed through the cell strainer. The cell suspension was centrifuged, and the resulting cells were treated with erythrocyte lysis buffer for 5 min. Then the cells can be incubated with the antibody. For draining lymph node samples, lymph nodes were mechanically dissociated and rinsed with sterile PBS until all tissue passed through the cell strainer. After centrifugation, the resulting cell pellet was prepared for antibody incubation. When intracellular staining was required, cells were first fixed for 30 min at room temperature, followed by staining with antibodies prepared in a permeabilization buffer and incubated for 40 min at 4 °C. A complete list of antibodies used is provided in Table S1 (Supporting Information).

### Cell Viability Assay

Five thousand cells per well were seeded into a 96‐well plate and incubated for 24 h. Subsequently, the cells were treated with varying concentrations of the test drug and further incubated for 48 h. Following drug exposure, 0.5 mg mL^−1^ solution of Methyl Thiazolyl Tetrazolium (MTT) (Adamas, Shanghai, 01269628) in incomplete medium was added to each well, and incubation continued for an additional 5 h. The medium was then carefully aspirated, and 200 µL of dimethyl sulfoxide (DMSO) (Beyotime, Shanghai, ST1276) was added to dissolve the formazan crystals. The plate was shaken at room temperature for 15 min while being protected from light. Absorbance at 490 nm was measured using a microporous plate multifunctional detector (Tecan−Tecan Spark, Switzerland).

### RNA‐seq

Total RNA was extracted from cells using Trizol reagent (Thermo Fisher, 15596018).RNA sequencing was performed by Lianchuan Biologicals using the Illumina X10 sequencing platform (Hangzhou, Zhejiang, China). Differentially expressed genes were identified based on the criteria of an absolute log2 fold change (|log2FC|) ≥ 1 and a q‐value < 0.05 (adjusted *p*‐value). Gene Ontology (GO) analysis and Gene Set Enrichment Analysis (GSEA) were conducted to characterize differentially expressed gene sets.

### Glutamine Content Assay

After removing the culture medium, cells were resuspended in 0.9% saline and homogenized. The homogenate was centrifuged at 10 000 g for 15 min at 4 °C, and the supernatant was collected for glutamine quantification using a Glutamine Assay Kit (Elabscience, Wuhan, E‐BC‐K853‐M).

### Immunofluorescence Staining

For cellular immunofluorescence staining, cells were fixed with 4% paraformaldehyde (PFA) (Servicebio, G1101) for 10 min, followed by three washes with PBS for 5 min each. Permeabilization was performed using PBS containing 0.2% Triton X‐100 for 10 min, followed by three additional PBS washes. To block nonspecific binding, cells were incubated with PBS containing 22.52 mg mL^−1^ glycine and 1% bovine serum albumin (BSA) for 30 min. Primary antibodies were applied and incubated overnight at 4 °C. After washing three times with PBS, secondary antibodies were incubated for 1 h at room temperature, followed by additional PBS washes. For tissue samples, paraffin‐embedded or frozen sections were stained using the same protocol. Images were acquired using a Confocal Laser Scanning Microscope (CLSM, OLYMPUS FV3000). Antibody details are listed in Table S1 (Supporting Information).

### Western Blot

Cell samples were resuspended in PBS, centrifuged at 3000 rpm for 5 min at 4 °C, and lysed in RIPA buffer supplemented with PMSF and a phosphatase inhibitor. The lysates were centrifuged at 12 000 rpm for 10 min at 4 °C, and the supernatant was collected for protein quantification using a BCA kit (Sangon Biotech, Shanghai, C503021). Protein samples were denatured by boiling in 5X loading buffer for 10 min at 95 °C, separated via sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS‐PAGE), and transferred to a PVDF membrane using a constant current of 250 mA. Membranes were blocked with 5% non‐fat milk in TBST for 1 h at room temperature, followed by overnight incubation with primary antibodies at 4 °C. After three washes with TBST, membranes were incubated with secondary antibodies for 1 h at room temperature and washed again. Protein bands were detected using enhanced chemiluminescence (ECL) and visualized with a chemiluminescence imager. All antibodies are detailed in Table S1 (Supporting Information).

### Tumor Models

C57BL/6 and BALB/c mice were subcutaneously inoculated with 1 × 10^6^ MC38 and CT26 cells, respectively, into the right flank on day 0. Once tumors reached ≈80 mm^3^, mice were randomly assigned to receive either JHU083 or MSA‐2 at 1 mg kg^−1^ day^−1^ from day 7 to 11, followed by 0.3 mg kg^−1^ every other day from day 12 to 21, or T26 at 1.5 mg kg^−1^ day^−1^ from day 7 to 11, followed by 0.45 mg kg^−1^ every other day from day 12 to 21. The drugs were administered daily for the first 5 days and then every other day until day 21. During this period, body weight and tumor size were recorded every other day, and tumor volume was calculated using the formula (length × width^2^ / 2). On day 21, mice were euthanized, and tumors, hearts, livers, spleens, lungs, and kidneys were harvested for H&E staining and immunofluorescence analysis.

### Organoid Culture

Colorectal cancer patient‐derived organoids were purchased from D1Med (Shanghai, China). Organoids were resuspended in Matrigel (D23016‐0010, D1Med) that had been diluted with organoid culture medium (K211M01, D1Med) at a ratio of 3:7 (v/v). A total of 50 µL of the Matrigel mixture was seeded into each well of a 24‐well plate for 3D culture. After the Matrigel solidified, 500 µL of organoid culture medium was gently added to each well. Once the PDOs reached a diameter of ≈80 µm, drug treatments were initiated.

### Organoid staining

The organoid culture medium was carefully aspirated. Each well was rinsed with 1 mL of cold DPBS, and the Matrigel was dislodged by gentle pipetting. Organoids were transferred to 15 mL centrifuge tubes. After gentle pipetting to separate organoids from the surrounding Matrigel, the suspension was adjusted to volume with DPBS and centrifuged at 2500 rpm for 5 min at 4 °C. The supernatant was discarded, and the organoids were resuspended in DPBS, pipetted gently several times to remove residual Matrigel, and centrifuged again under the same conditions. The resulting organoids were fixed in 4% PFA at a volume exceeding tenfold of the pellet, gently mixed, and incubated overnight at 4 °C. For H&E staining, fixed organoids were pre‐embedded in 2% sodium alginate to preserve their 3D architecture, followed by dehydration, clearing, and paraffin embedding. Paraffin blocks were sectioned at a thickness of 4 µm, deparaffinized, rehydrated, and stained using standard H&E protocols. For immunofluorescence staining, fixed organoids were permeabilized and blocked, then incubated overnight at 4 °C with primary antibodies. The following day, the samples were incubated with fluorescently labeled secondary antibodies for 1 h at room temperature in the dark. Stained organoids were subsequently mounted onto glass slides and coverslipped for imaging.

### ELISA

Blood samples were collected from the orbital venous plexus of mice and allowed to clot at room temperature for 2 h. Serum was obtained by centrifugation at 3000 rpm for 20 min. ELISA assays were performed following the instructions of the manufacturers. The following ELISA kits were used: IFN‐α (ThermoFisher, BMS6027), IFN‐β (R&D Systems, MIFNB0), IL‐6 (Invitrogen, 88‐7064‐88), TNF‐α (Invitrogen, 88‐7324‐88), IFN‐γ (Invitrogen, 88‐7314‐88), HMGB1 (ThermoFisher, EEL102).

### Extracellular Vesicle Isolation

Extracellular vesicles were isolated via ultracentrifugation. MC38 cells were cultured in serum‐free DMEM until reaching 80–90% confluency. The conditioned medium was sequentially centrifuged at 300 g for 5 min, 2000 g for 10 min, and 10 000 g for 30 min to remove debris. The supernatant was then filtered through a 0.22 µm filter (Biofil, Guangzhou, FPE204030) before ultracentrifugation at 100 000 g for 70 min. The pellet was resuspended in PBS, followed by a second ultracentrifugation at 100 000 g for 70 min. The final particles were extracellular vesicles that were resuspended in PBS and stored at − 80 ° C for further analysis. Calpeptin (TargetMol, T6432) and Y27632 (TargetMol, T1870), Manumycin A (TargetMol, T16011), GW4869 (TargetMol, T3640).

### Characterization of Extracellular Vesicles

Extracellular vesicles were lysed in RIPA buffer supplemented with PMSF and a phosphatase inhibitor, followed by ice incubation for 30 min. After centrifugation at 12 000 rpm for 10 min at 4 °C, the supernatant was collected for protein quantification using a BCA assay. Western Blot could be performed after the protein was denatured by adding loading buffer and boiling.

### siRNA Transfection

Small interfering RNA (siRNA) targeting mouse STING was purchased from Tsingke Biotechnology Co. Three distinct siRNA duplexes were evaluated. The sequences of siRNAs are listed in Table S2 (Supporting Information). Stable MC38 cell lines were established by puromycin (Beyotime, Shanghai, ST551) selection following siRNA transfection.

### Cell Invasion Assay

Cell invasion was assessed using a Matrigel‐coated Transwell system. Briefly, the upper chambers were pre‐coated with diluted Matrigel (1 mg mL^−1^) and hydrated at 37 °C. MC38 cells were then resuspended in serum‐free medium and seeded into the upper chambers at a density of 10⁵ cells per well, while the lower chambers were filled with complete medium. The cells were treated with DMSO, JHU083, MSA‐2, or T26 for 48 h. Following incubation, non‐invaded cells on the upper surface were removed by swabbing, while the invaded cells on the lower membrane were fixed with paraformaldehyde, stained with crystal violet, and imaged using an inverted microscope.

### Scratch Wound Healing Assay

A scratch wound healing assay was performed to evaluate the migratory ability of MC38 cells. The cells were seeded in six‐well plates and cultured until a confluent monolayer was formed. A straight scratch was created in the monolayer using a p200 pipette tip, and the initial wound width was recorded under a microscope. The cells were then treated with DMSO, JHU083, MSA‐2, or T26 for 24 h. Following treatment, the same wound areas were re‐imaged to assess cell migration.

### Statistical Analysis

Data are presented as mean ± SD. The sample size (*n*) for each experiment is indicated in the corresponding figure legends. No data points were excluded, and no data transformations were applied unless otherwise stated. All data have been generated from at least three independent biological experiments, unless otherwise specified in the figure legends. Comparisons between two groups were performed using a two‐tailed unpaired Student's *t*‐test. For experiments involving more than two groups, one‐way analysis of variance (ANOVA) followed by Tukey's multiple comparisons test was applied. Statistical significance was defined as *p* < 0.05. All analyses were performed using GraphPad Prism version 9.0 (GraphPad Software, San Diego, CA, USA). The TOC graphic and supporting schematic illustrations were created using BioRender.com under an academic license.

### Ethics Approval

Ethics approval and consent to participate Human CRC specimens were obtained from Fudan University Shanghai Cancer Center. Experiments with human tumor tissue were conducted in accordance with approved institutional review board protocols (2407‐ZZK‐123). All patients provided written informed consent in accordance with institutional review board protocols. All animal experiments were granted by the Ethics Committee of Animal Experiment Center of Northwestern Polytechnical University Animal Care and Use Guidelines (202401131). Raw data for the bulk RNA‐seq analysis comparing mature and immature BMDCs have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE296658. Raw data for the bulk RNA‐seq analysis comparing T26‐treated and control MC38 cells have been deposited in the GEO database under accession number GSE297452.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

B.Z., R.F., Y.H., and Y.C. contributed equally to this work. L.Y., L.L., M.Z., and G.W. conceived and designed the study. B.Z., R.F., Y.H., Ye C., X.L., W.W., J.D., J.Y., C.S., and Y.C. performed the experiments and developed the methodology. B.Z., R.F., and G.W. wrote the original draft. All authors discussed the results, contributed to manuscript revision, and approved the final version of the manuscript.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Immunometabolic Rewiring of Dendritic Cells to Overcome Glutamine‐Driven Immune Suppression in Colorectal Cancer
**Source:** Adv Sci (Weinh). 2025 Oct 31;13(5):e13986. doi: 10.1002/advs.202513986
**Supplement:** Supplementary file 1 — Supporting Information

**Supporting Information**

**Immunometabolic Rewiring of Dendritic Cells to Overcome Glutamine-Driven Immune Suppression in Colorectal Cancer**

*Bingjie Zhang, Renming Fan, Yongrui Hai, Ye Chen, Xintong Lu, Wenhui Wang, Jiarui Dou, Jiaxin Yan, Chang Su, Yue Chen, Le Yang*, Minggao Zhao*, Lei Liang*, and Gaofei Wei**

Bingjie Zhang, Renming Fan, Yongrui Hai and Ye Chen contributed equally to this work.

**Table S1. Antibodies used for IF, Western blot and flow cytometry**

| **Antibody** | **Manufacturer** | **Catalog** |
| --- | --- | --- |
| Anti-Vinculin | Abcam | ab129002, RRID:AB_11144129 |
| STING (D1V5L) Rabbit mAb | Cell Signaling Technology | 50494, RRID:AB_2799375 |
| Phospho-STING (Ser365) (D8F4W) Rabbit mAb | Cell Signaling Technology | 72971, RRID:AB_2799831 |
| Phospho-STING (Ser365) (D1C4T) Rabbit mAb | Cell Signaling Technology | 62912, RRID:AB_2799635 |
| TBK1/NAK (D1B4) Rabbit mAb | Cell Signaling Technology | 3504, RRID:AB_2255663 |
| Phospho-TBK1/NAK (Ser172) (D52C2) XP Rabbit mAb | Cell Signaling Technology | 5483, RRID:AB_10693472 |
| IRF-3 (D83B9) Rabbit mAb | Cell Signaling Technology | 4302, RRID:AB_1904036 |
| Phospho-IRF-3 (Ser396) (D6O1M) Rabbit mAb | Cell Signaling Technology | 29047, RRID:AB_2773013 |
| Goat Anti-Rabbit IgG H&L | Abcam | ab205718, RRID:AB_2819160 |
| Goat Anti-Rabbit IgG H&L(AlexaFluor®488) | Abcam | ab150077 , RRID:AB_2630356 |
| Alix | Proteintech | 12422-1-AP, RRID:AB_2162467 |
| CD9 | Proteintech | 20597-1-AP, RRID:AB_2878706 |
| HSP70 | Proteintech | 10995-1-AP, RRID:AB_2264230 |
| Calnexin | Proteintech | 10427-2-AP, RRID:AB_2069033 |
| **Antibody** | **Manufacturer** | **Catalog** |
| TSG101 | Proteintech | 28283-1-APRRID:AB_2881104 |
| PE anti-mouse CD80 Antibody | Biolegend | 104708, RRID:AB_313129 |
| FITC anti-mouse CD11c Antibody | Biolegend | 117306, RRID:AB_313775 |
| Alexa Fluor® 700 anti-human/mouse Granzyme B Recombinant Antibody | Biolegend | 372222, RRID:AB_2728389 |
| PE/Dazzle™ 594 anti-mouse CD45 Antibody | Biolegend | 103146, RRID:AB_2564003 |
| APC/Cyanine7 anti-mouse CD103 Antibody | Biolegend | 121432, RRID:AB_2566552 |
| PE anti-mouse H-2Kb/H-2Db Antibody | Biolegend | 114607, RRID:AB_313598 |
| CD86/B7-2 (GL-1) Rat mAb (APC Conjugate) | Cell Signaling Technology | 84393, RRID:AB_3665017 |
| CD3 (17A2) Rat mAb (APC Conjugate) | Cell Signaling Technology | 24265, RRID:AB_2798875 |
| CD8α (2.43) Rat mAb (PE Conjugate) | Cell Signaling Technology | 56984, RRID:AB_2799523 |
| CD4 (RM4-5) Rat mAb (FITC Conjugate) | Cell Signaling Technology | 96127, RRID:AB_2943473 |
| APC/Cyanine7 anti-mouse CD69 Antibody | Biolegend | 104526, RRID:AB_10679041 |
| Brilliant Violet 650™ anti-mouse NK-1.1 Antibody | Biolegend | 108736, RRID:AB_2563159 |
| FITC anti-mouse F4/80 Antibody | Biolegend | 123107, RRID:AB_893500 |
| PE anti-mouse CD206 (MMR) Antibody | Biolegend | 141706, RRID:AB_10895754 |

**Table S2. shRNA sequences targeting STING**

| **Target** | **Sequence** |
| --- | --- |
| Mouse shSTING#1 | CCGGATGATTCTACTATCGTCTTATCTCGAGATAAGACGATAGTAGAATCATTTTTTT |
| Mouse shSTING#2 | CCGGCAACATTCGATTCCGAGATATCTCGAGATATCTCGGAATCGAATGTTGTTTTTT |
| Mouse shSTING#3 | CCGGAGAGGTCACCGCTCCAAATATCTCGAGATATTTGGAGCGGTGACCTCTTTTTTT |

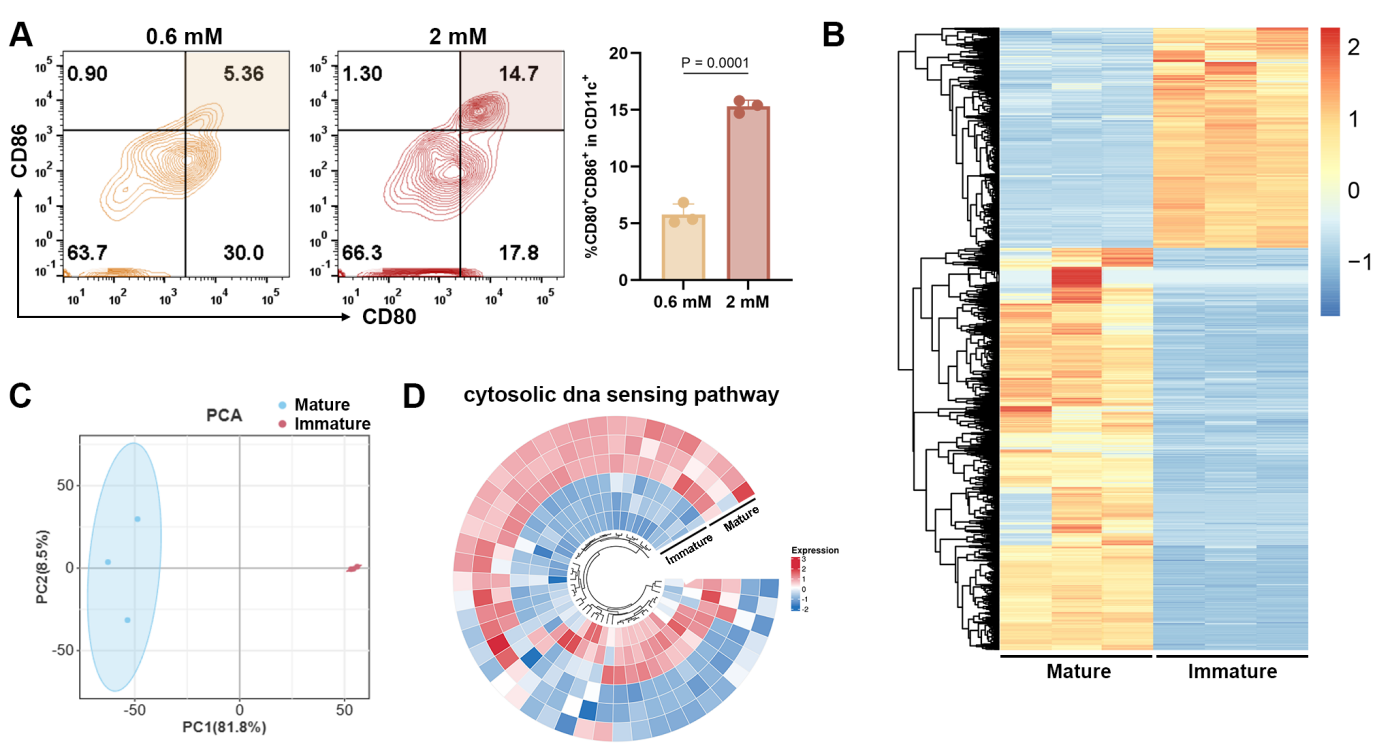

**Figure S1. Dual activation of dendritic cells by glutamine antagonists and STING agonists.** (A) Flow cytometry analysis of BMDCs treated with medium containing 2 or 0.6 mM glutamine for 24h. (B) Heatmap for differentially expressed genes in BMDCs. (C) Principal component analysis (PCA) of RNA-seq data showing distinct clustering between mature and immature BMDCs (D) Circular heatmap showing the differential expression of genes involved in the positive regulation of the cytosolic dna sensing pathway between mature and immature DCs, with data normalized by z - score. Error bars represent means ± SD. Differences between groups were tested using one-way ANOVA followed by Tukey's multiple comparisons test, or unpaired Student’s *t*-test.

**Chemical synthesis for T26**

**
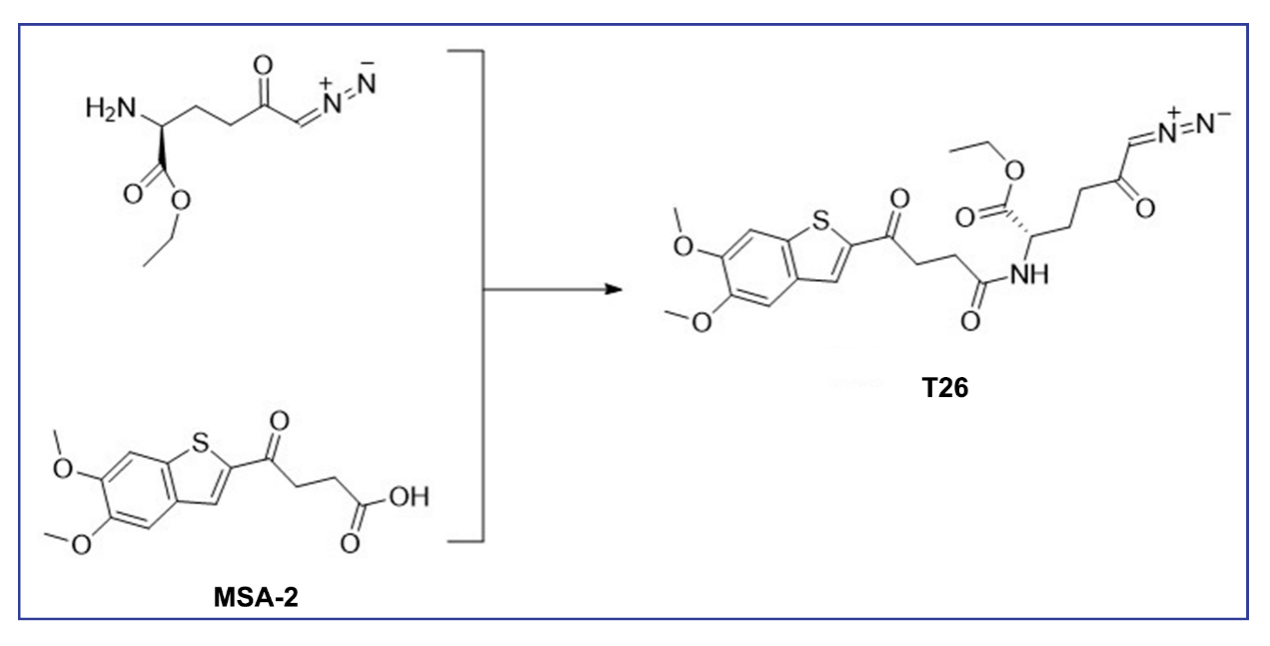
**

**Scheme S1. Synthesis routes for T26**

Synthesis for T26: MSA-2 (0.25mmol) was dissolved in 10 ml of dichloromethane (DCM) in a 50-ml round-bottom flask. Then, DIPEA (0.25mmol) and HATU (0.25mmol) were added dropwise sequentially and stirred in an ice bath for 30 minutes. Next, L-Norleucine, 6-diazo-5-oxo-ethyl ester (0.25mmol) was added, and the mixture was further stirred at room temperature for 24 hours. The completion of the reaction was monitored by thin-layer chromatography. The target products were purified by column chromatography to give a Yellow solid like substance T26 (48 mg, Yield, 41%).^1^H NMR (500 MHz, CDCl_3_) δ 7.89 (s, 1H), 7.24 (s, 2H), 6.60 (d, J = 8.0 Hz, 1H), 5.33 (s, 1H), 4.57 (td, J = 8.3, 4.6 Hz, 1H), 4.19 (qd, J = 7.1, 1.2 Hz, 2H), 3.97 (d, J = 1.4 Hz, 3H), 3.95 (d, J = 1.4 Hz, 3H), 3.47 (dt, J = 17.6, 6.9 Hz, 1H), 3.26 (dt, J = 17.7, 6.1 Hz, 1H), 2.73 – 2.62 (m, 2H), 2.50 – 2.34 (m, 2H), 2.24 (dtd, J = 14.6, 7.5, 4.8 Hz, 1H), 2.00 (dt, J = 14.5, 7.4 Hz, 1H), 1.28 (dd, J = 7.7, 6.4 Hz, 4H).^13^C NMR (126 MHz, CDCl3) δ 193.97, 192.65, 171.87, 171.79, 151.10, 148.91, 141.08, 136.80, 132.68, 129.34, 105.96, 103.56, 61.67, 56.20, 56.08, 51.86, 36.39, 33.98, 30.20, 27.41, 14.14. HRMS (ESI): calcd for [M + H]^+^ C_22_H_26_N_3_O_7_S, 476.1491; found, 476.1479. The synthetic methods of compounds 6-diazo-5-oxo-ethyl ester refer to the previous literature reports.^[1]^

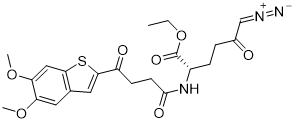

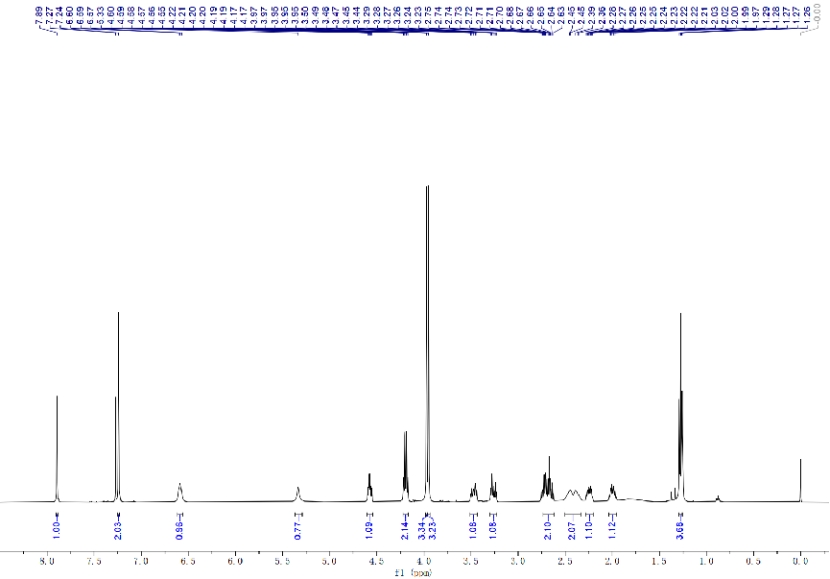

**Figure S2. ^1^H-NMR spectrum of T26**

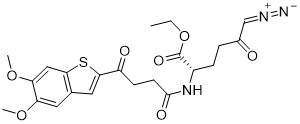

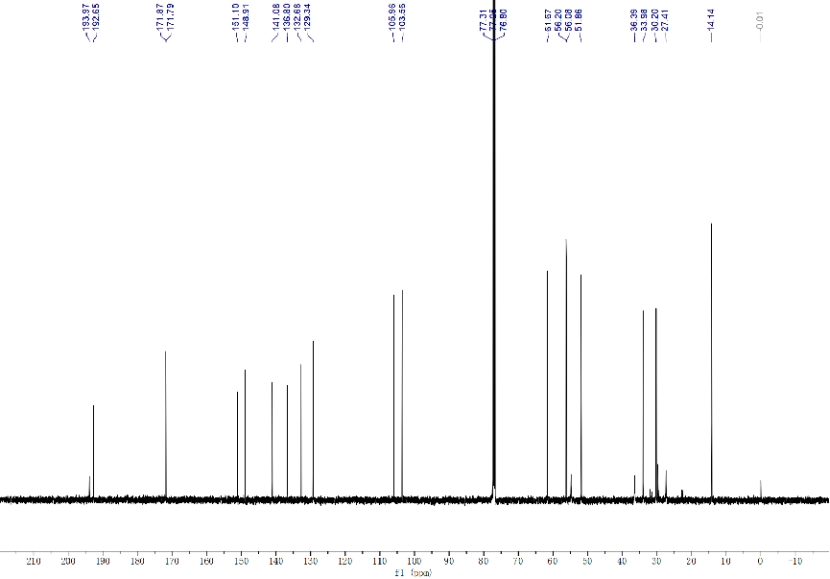

**Figure S3.^13^C-NMR spectrum of T26**

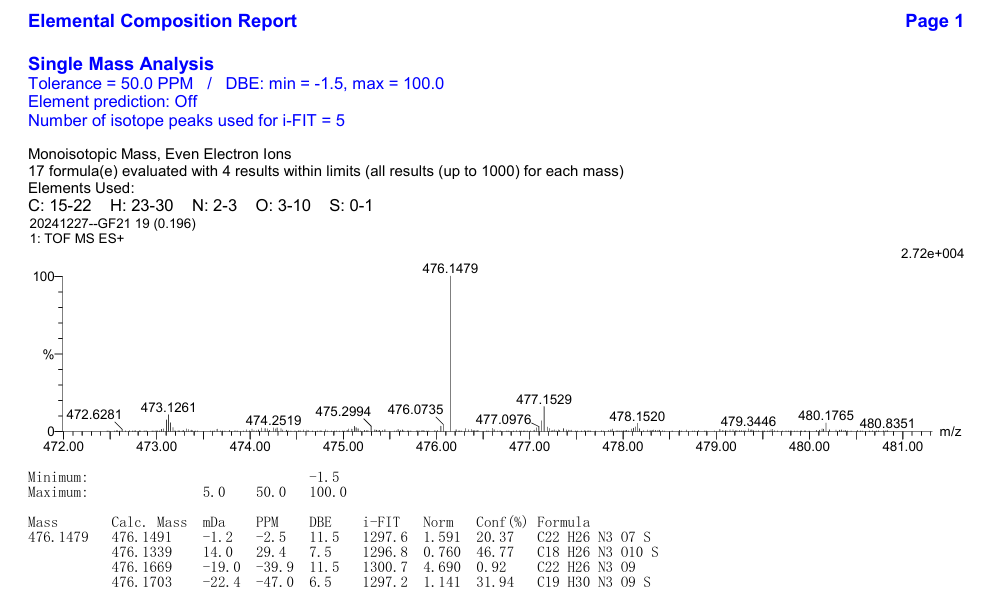

**Figure S4. HR-MS spectrum of T26.**

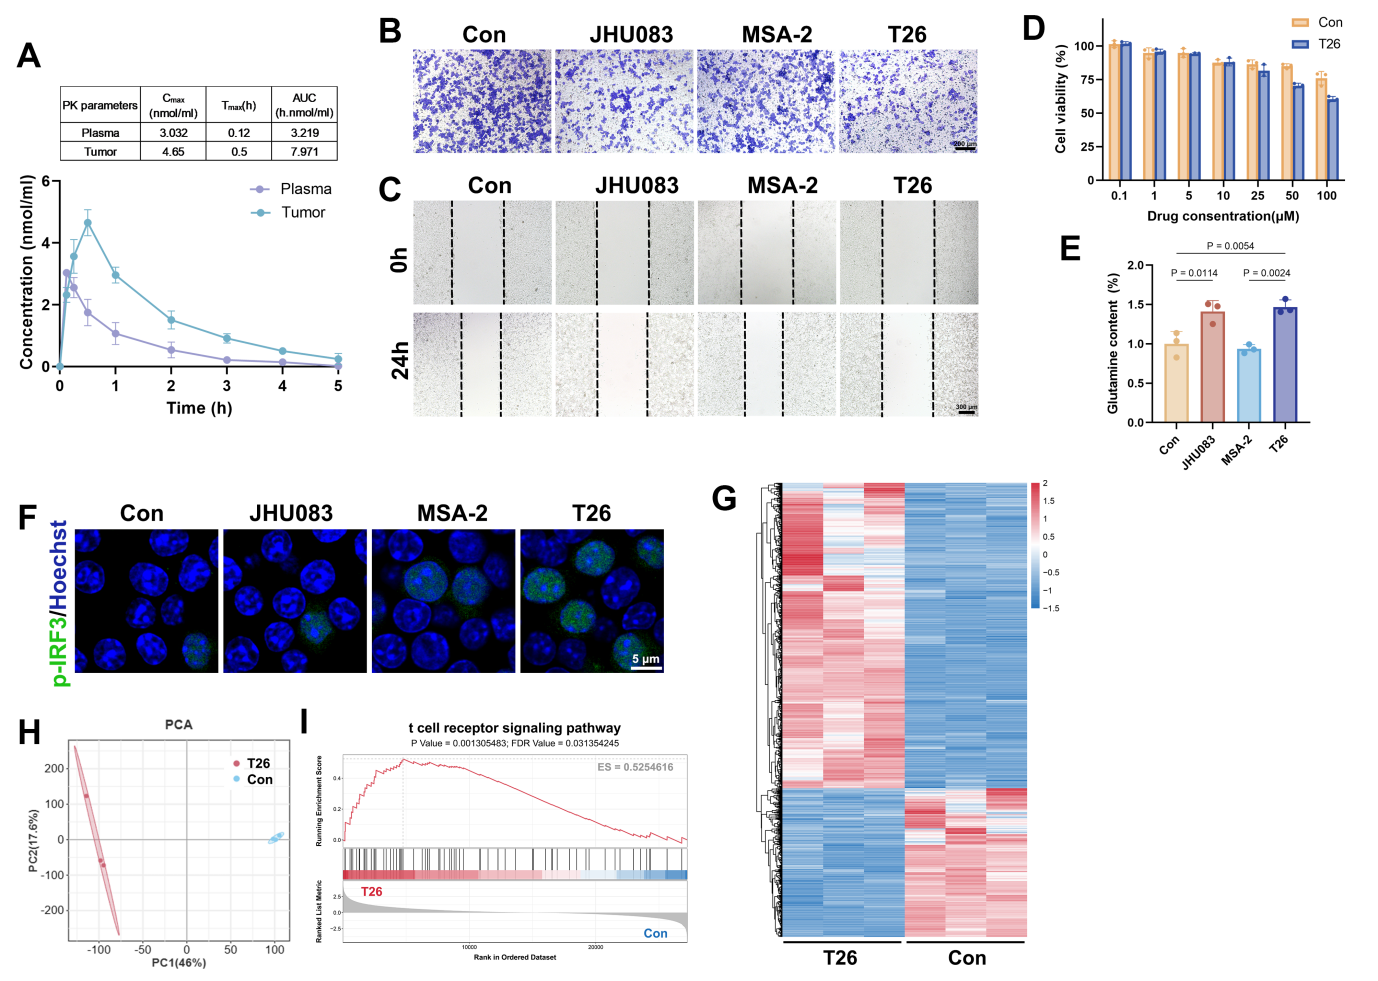

**Figure S5. Design, characterization, and functional validation of T26.**

(A) Pharmacokinetic analysis of T26 (1.5 mg/kg) in the MC38 tumor model. (B) Transwell invasion assay of MC38 cells treated with DMSO, JHU083 (5 μM), MSA-2 (5 μM) or T26 (5 μM) for 48 h. (C) Wound healing assay of MC38 cells treated with DMSO, JHU083 (5 μM), MSA-2 (5 μM) or T26 (5 μM) for 24 h. (D) MTT assay of T26 in DC2.4 cell viability. (E) Extracellular glutamine quantification in MC38 upon treated with DMSO, JHU083 (5 μM), MSA-2 (5 μM) or T26 (5 μM) for 24 h. (F) IF staining of p-IRF3 expression in MC38 cells. (G) Heatmap for differentially expressed genes in MC38, with data normalized by z - score. (H) Principal component analysis (PCA) of RNA-seq data shows distinct clustering between T26 and DMSO treated MC38. (I) GSEA showing significant upregulation of the T cell receptor signaling pathway upon T26 treatment. Error bars represent means ± SD. Differences between groups were tested using one-way ANOVA followed by Tukey's multiple comparisons test, or unpaired Student’s *t*-test.

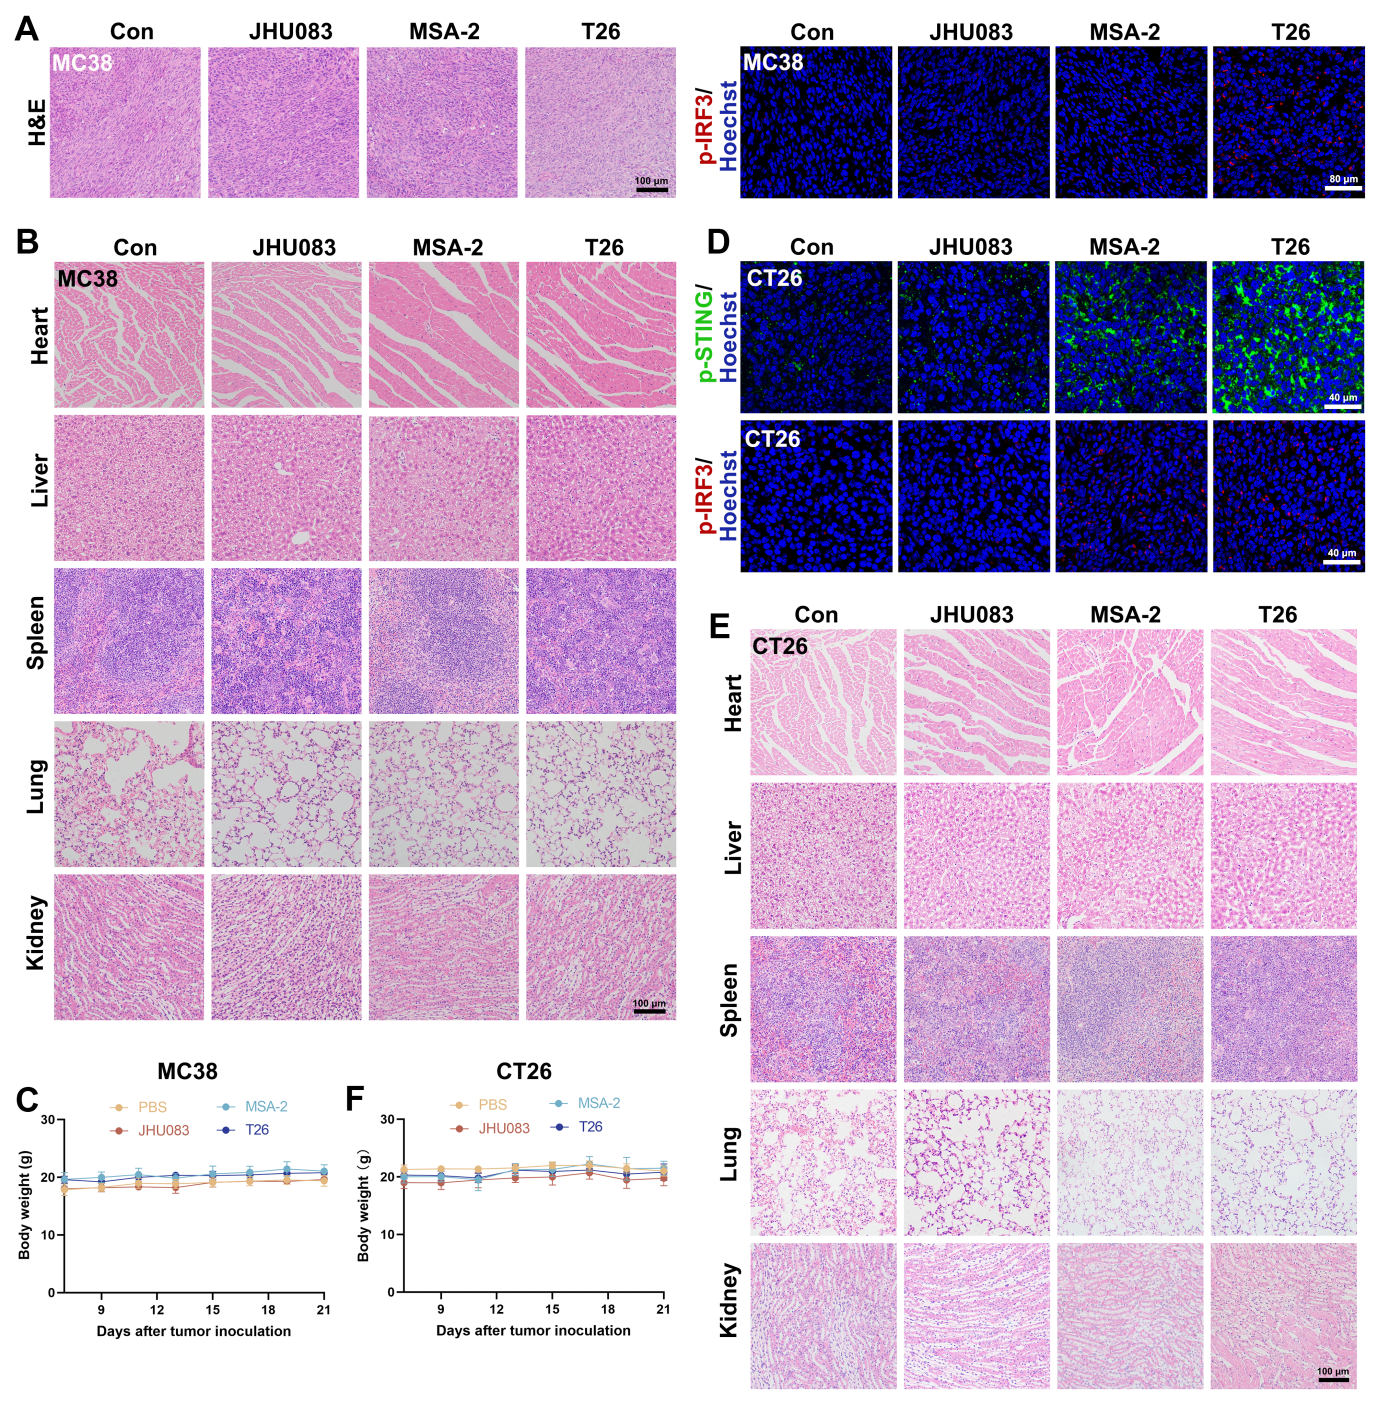

**Figure S6. Oral administration of T26 suppresses tumor growth in colorectal cancer models.**

(A) H&E staining and IF staining for p-IRF3 in MC38 tumors. (B) H&E staining of major organs from mice in the MC38 model group. (C) The body weight records of mice within the MC38 model (n = 6). (D) IF staining for p-STING and p-IRF3 in CT26 tumors. (E) H&E staining of major organs from mice in the CT26 model group. (F) The body weight records of mice within the CT26 model (n = 5). Error bars represent means ± SD. Differences between groups were tested using one-way ANOVA followed by Tukey's multiple comparisons test, or unpaired Student’s *t*-test.

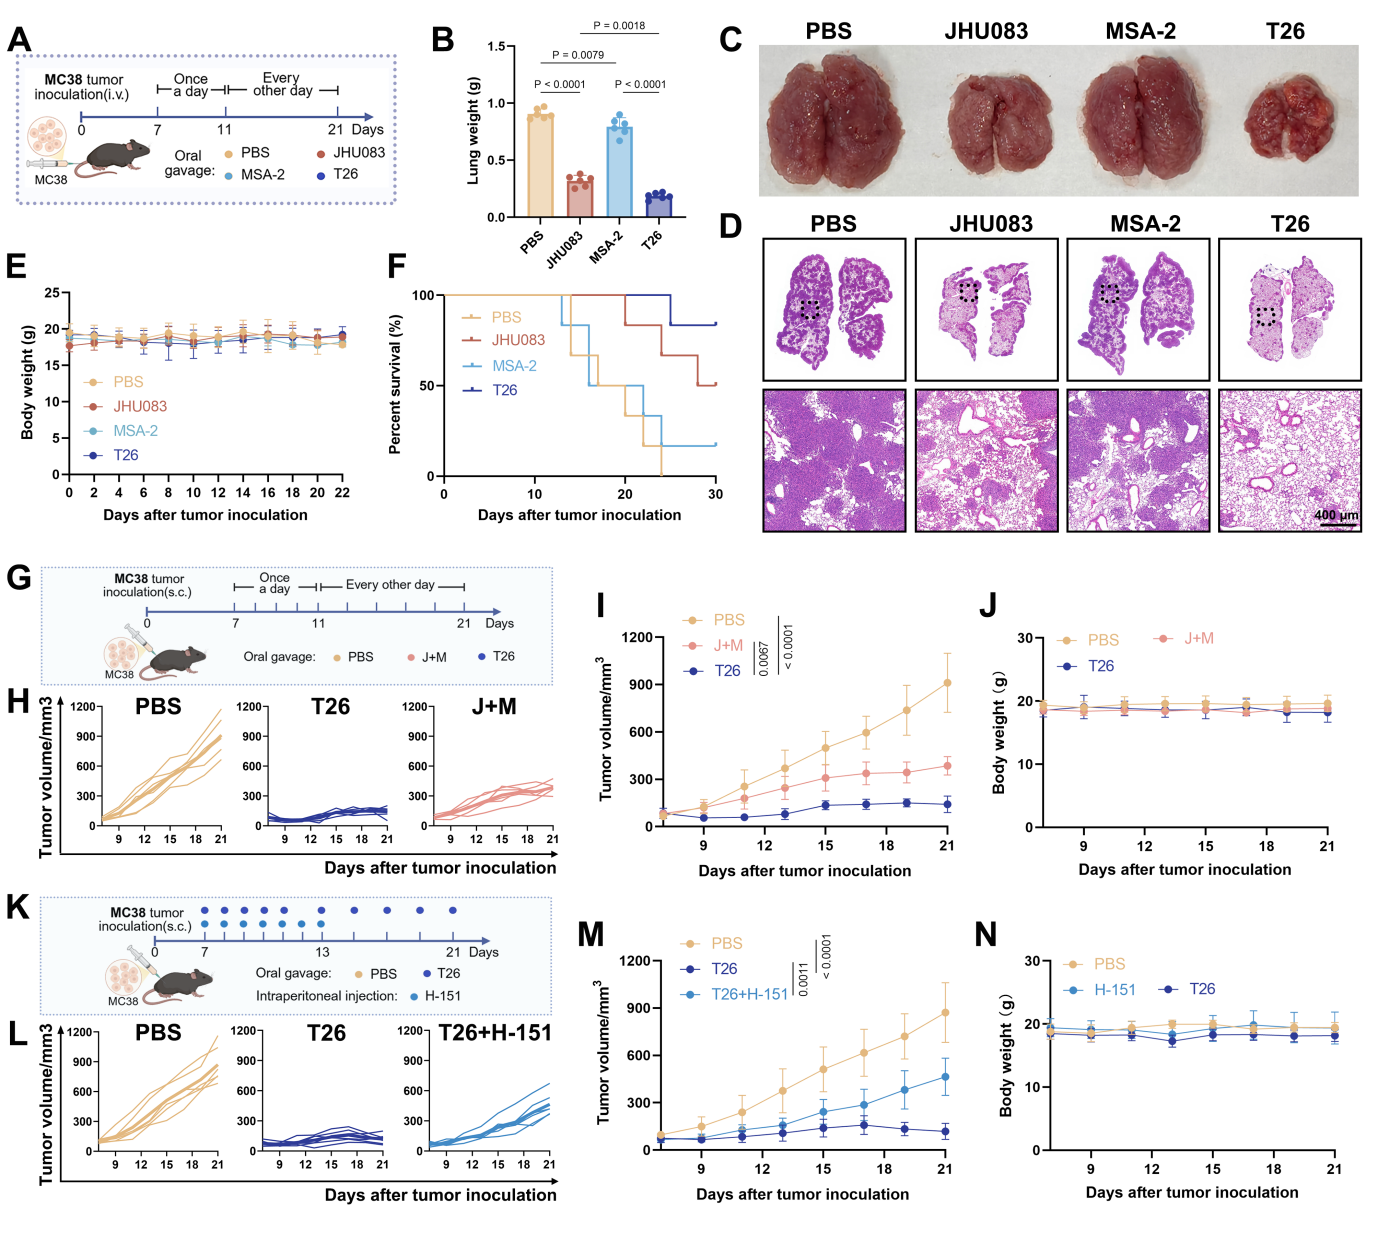

**Figure S7. Oral administration of T26 suppresses tumor growth in MC38 subcutaneous and metastatic models.**

(A) Establishment of the MC38 lung metastasis model via tail vein injection. The dosing schedule: C57BL/6 mice were inoculated with MC38 cells and treated with PBS, mice were randomly assigned to receive either JHU083 or MSA-2 at 1 mg/kg/day from day 7 to 11, followed by 0.3 mg/kg every other day from day 12 to 21, or T26 at 1.5 mg/kg/day from day 7 to 11, followed by 0.45 mg/kg every other day from day 12 to 21. (B) Lung weight assessment in the MC38 lung metastasis model (n = 6). (C) Lung images from the MC38 metastasis model after various treatments. (D) H&E staining of lung metastatic nodules in each group. (E) The body weight records of mice within the MC38 lung metastasis model (n = 6). (F) Kaplan-Meier survival analysis of MC38 lung metastasis model with different treatment (n = 6). (G) The dosing schedule: C57BL/6 mice were inoculated with MC38 cells and then randomly assigned to four treatment groups: PBS; JHU083+MSA-2 combination; T26. Mice in the combination group received JHU083 (1 mg/kg/day) and MSA-2 (1 mg/kg/day) from day 7 to 11, followed by JHU083 (0.3 mg/kg) and MSA-2 (0.3 mg/kg) every other day from day 12 to 21. The T26 group was administered T26 at 1.5 mg/kg/day from day 7 to 11, followed by 0.45 mg/kg every other day from day 12 to 21. (H-I) Tumor growth of MC38 tumors in C57BL/6 mice with different treatment. (J) The body weight records of mice within the MC38 model (n = 6). (K) The dosing schedule: C57BL/6 mice were inoculated with MC38 cells and then randomly assigned to four treatment groups: PBS control; T26; H-151+T26 combination. Mice received an intraperitoneal injection of H-151 (750 nmol in 200 μL) or PBS for seven consecutive days. The T26 and combination groups were administered T26 at 1.5 mg/kg/day from day 7 to 11, followed by 0.45 mg/kg every other day from day 12 to 21. (L-M) Tumor growth of MC38 tumors in C57BL/6 mice with different treatment. (N) The body weight records of mice within the MC38 model (n = 6). Error bars represent means ± SD. Differences between groups were tested using one-way ANOVA followed by Tukey's multiple comparisons test, or unpaired Student’s *t*-test.

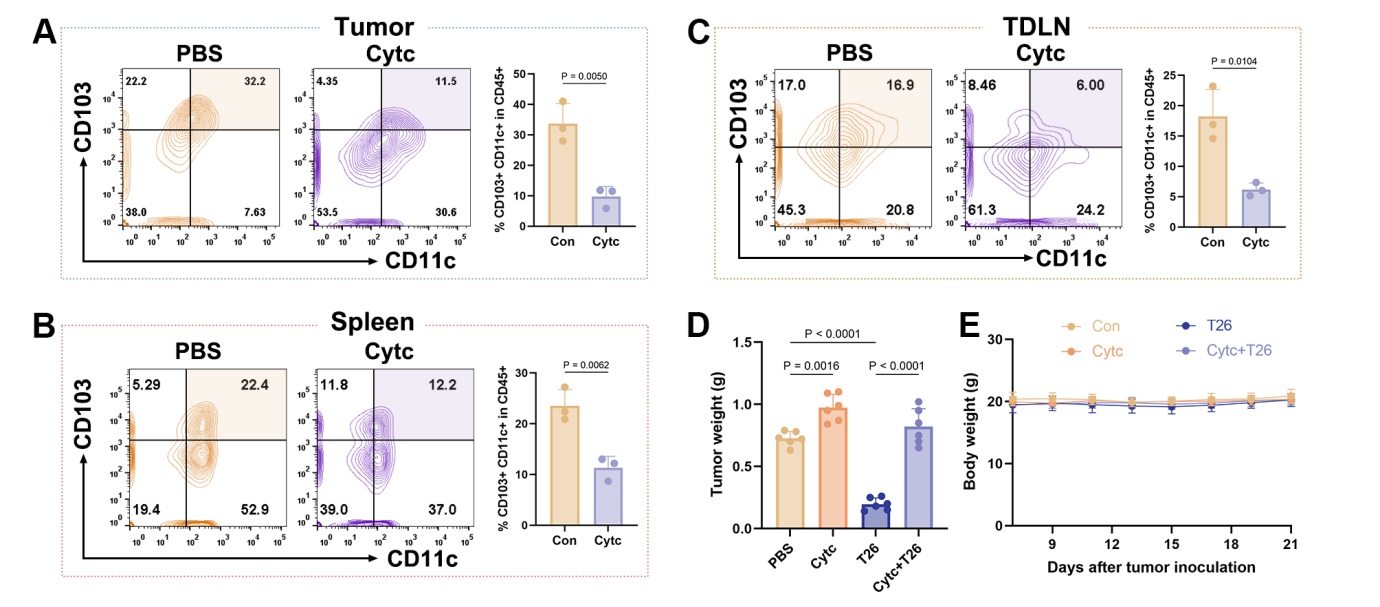

**Figure S8. T26 enhances anti-tumor immunity through DC activation.**

(A-C) Subcutaneously inject MC38 tumor cells of the C57BL/6 mice. Once the tumors became about 80 mm^3^, the mice were treated intravenously (i. v.) with Cytc vs PBS at day0, day1, day3. The blood, tumor, and TDLN were harvested at day 4 for flow cytometric analysis. The percentage of DCs (CD103⁺CD11c⁺) in tumors, spleens or TDLN of MC38-bearing mice (n = 3). (D) Tumor weight of MC38 tumors in C57BL/6 mice with different treatment. (n = 6). (E) The body weight records of mice within the MC38 model (n = 6). Error bars represent means ± SD. Differences between groups were tested using one-way ANOVA followed by Tukey's multiple comparisons test, or unpaired Student’s *t*-test.

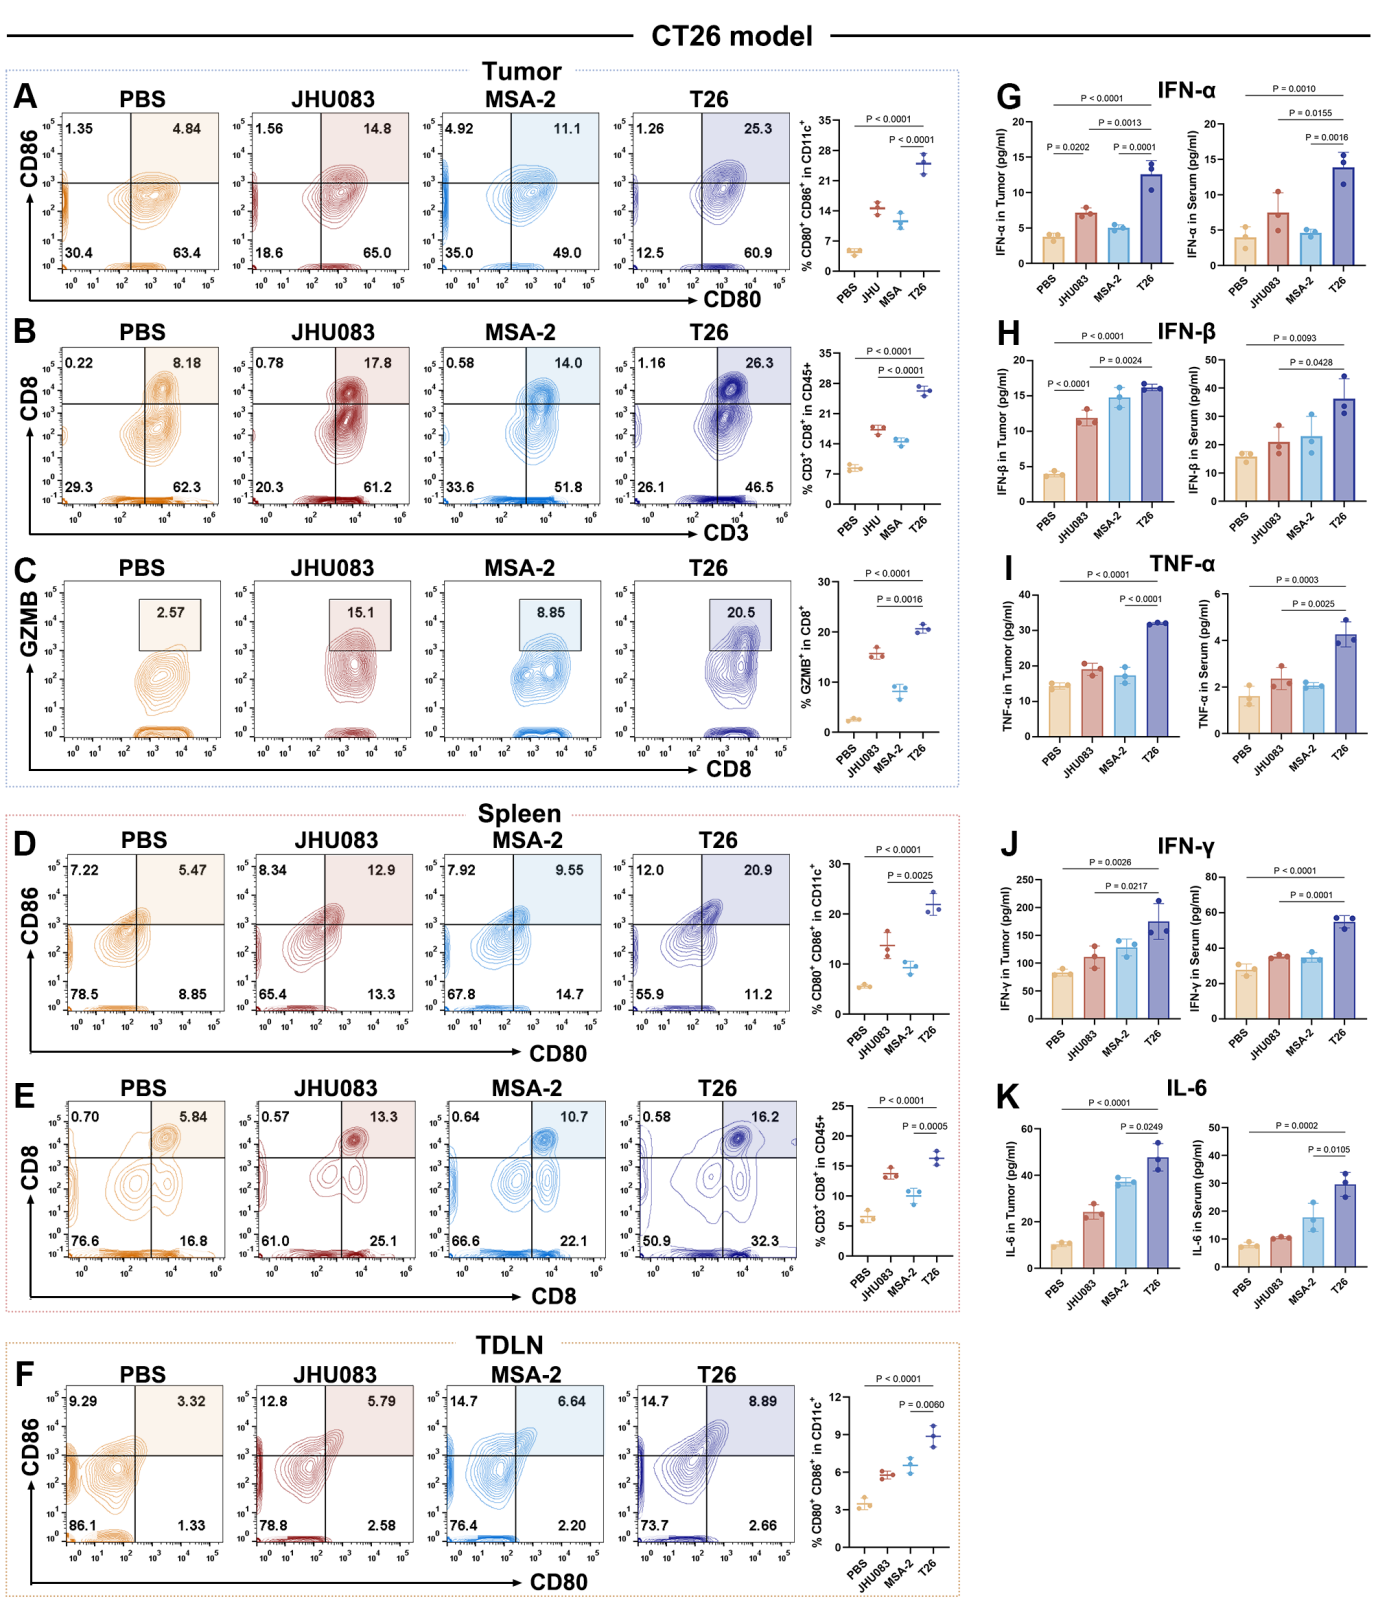

**Figure S9. T26 enhances anti-tumor immunity through DC activation in CT26-bearing mice.**

(A-C) Flow cytometry analysis of mature DCs (CD80⁺CD86⁺), CD8⁺ T cells (CD3⁺CD8⁺) and GZMB expression in tumor-infiltrating CD8⁺ T cells in CT26-bearing mice (n = 3). (D-E) Flow cytometry analysis of mature DCs (CD80⁺CD86⁺), CD8⁺ T cells (CD3⁺CD8⁺) in spleens of CT26-bearing mice (n = 3). (F) Flow cytometry analysis of mature DCs (CD80⁺CD86⁺) in TDLNs of CT26-bearing mice (n = 3). (G-K) Tumor and serum levels of IFN-α, IFN-β, IFN-γ, TNF-α, IL-6 in CT26-bearing mice (n = 3). Error bars represent means ± SD. Differences between groups were tested using one-way ANOVA followed by Tukey's multiple comparisons test, or unpaired Student’s *t*-test.

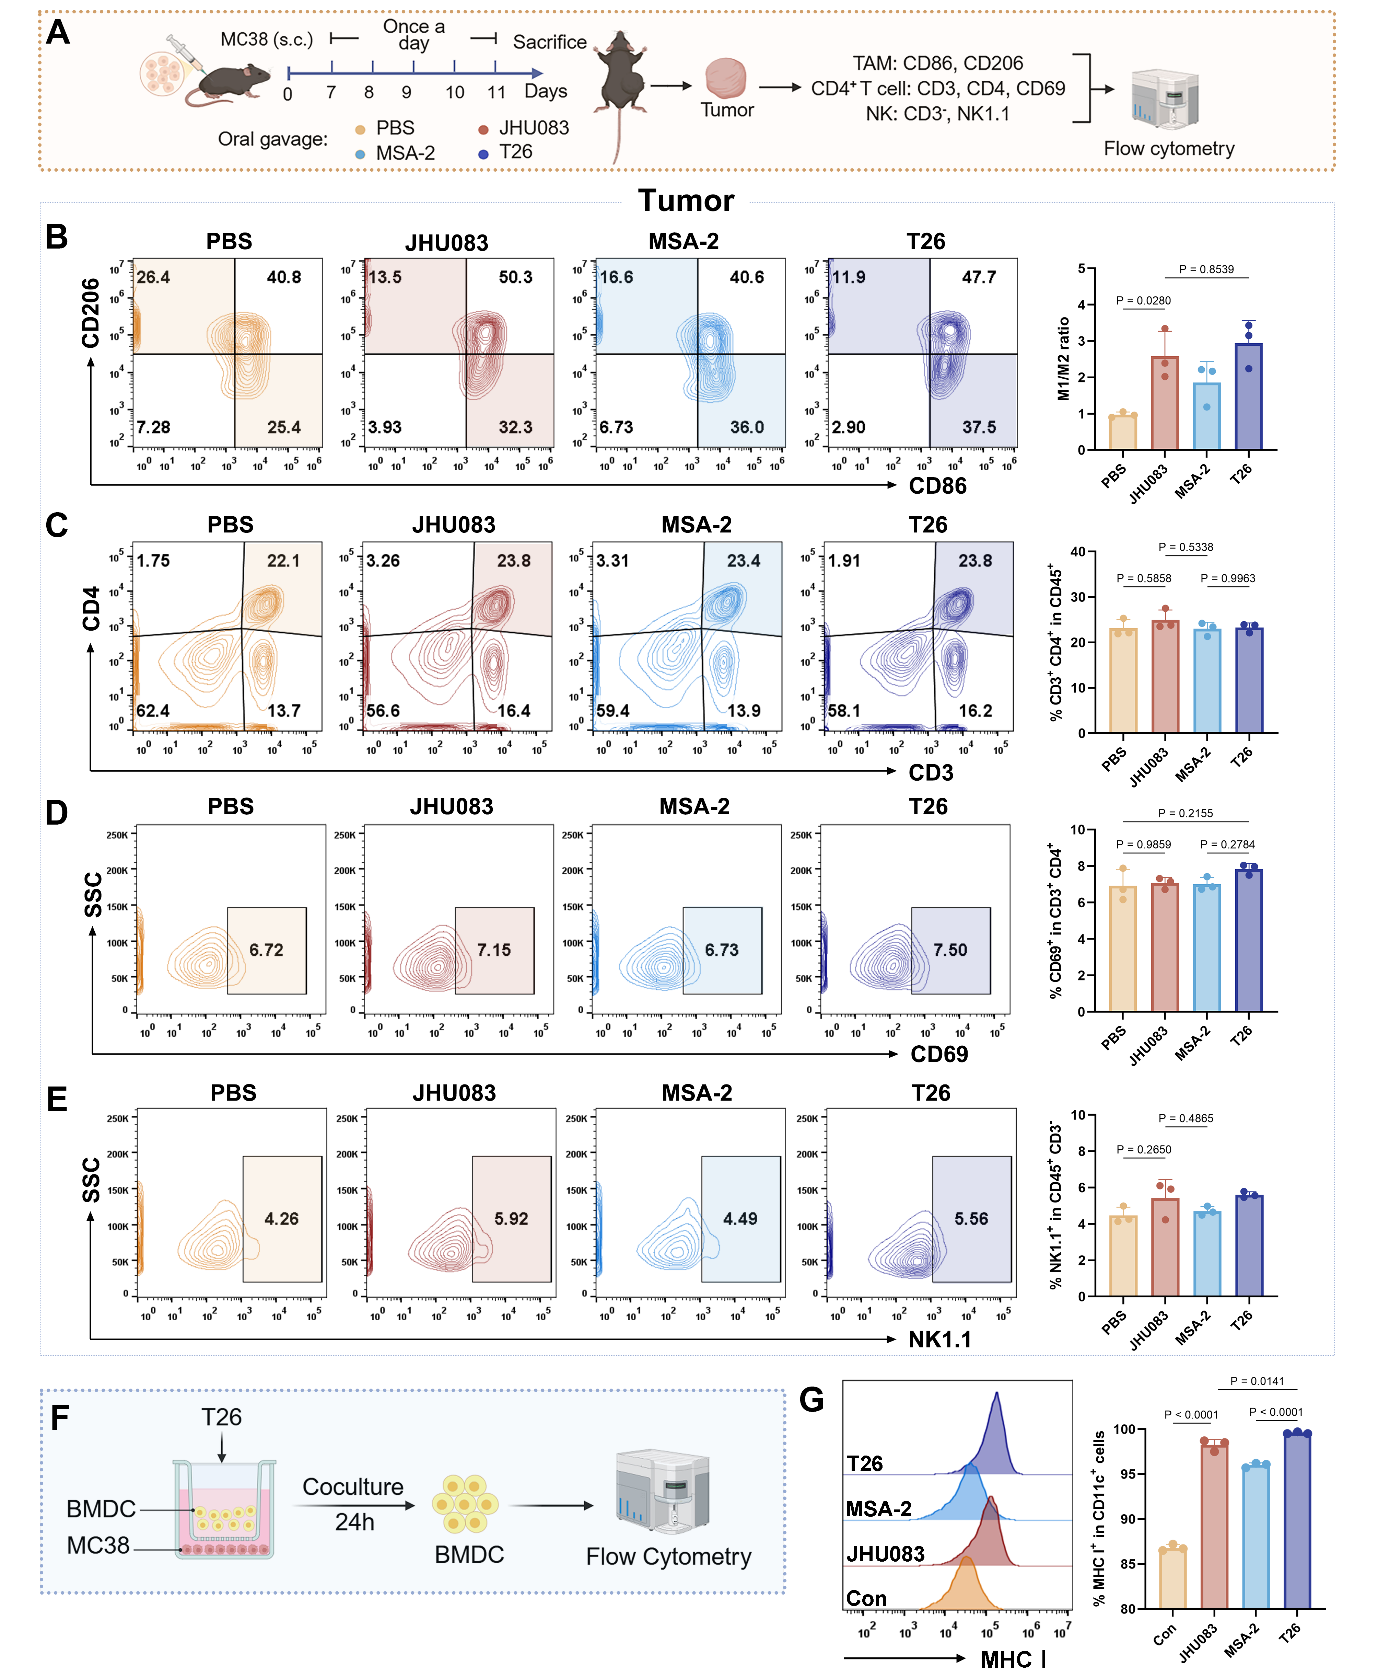

**Figure S10. T26 enhances anti-tumor immunity through specific activation of dendritic cells and CD8⁺ T cells.**

(A) Experimental workflow for analyzing immune cell populations. C57BL/6 mice were subcutaneously inoculated with 1×10^6^ MC38, into the right flank on day 0. Once tumors reached approximately 80 mm3, mice were randomly assigned to receive either JHU083 or MSA-2 at 1 mg/kg/day or T26 at 1.5 mg/kg/day from day 7 to 11. After treatment, tumors were harvested for flow cytometry analysis. (B) Polarization of tumor-associated macrophages, assessed by M1 (CD86^+^) and M2 (CD206^+^) markers in MC38-bearing mice (n = 3). (C-D) Flow cytometry analysis of CD4⁺ T cells (CD3⁺CD4⁺) and CD69 expression in CD4⁺ T cells in MC38-bearing mice (n = 3). (E) Flow cytometry analysis of NK cells (NK1.1⁺) in MC38-bearing mice. (F) Schematic of co-culture experiments of MC38 and DCs (n = 3). (G) Flow cytometry analysis of MHC I antigen presentation in BMDCs in co-culture with MC38 cells treated with DMSO, JHU083 (5 μM), MSA-2 (5 μM) or T26 (5 μM) for 24 h (n = 3). Error bars represent means ± SD. Differences between groups were tested using one-way ANOVA followed by Tukey's multiple comparisons test, or unpaired Student’s *t*-test.

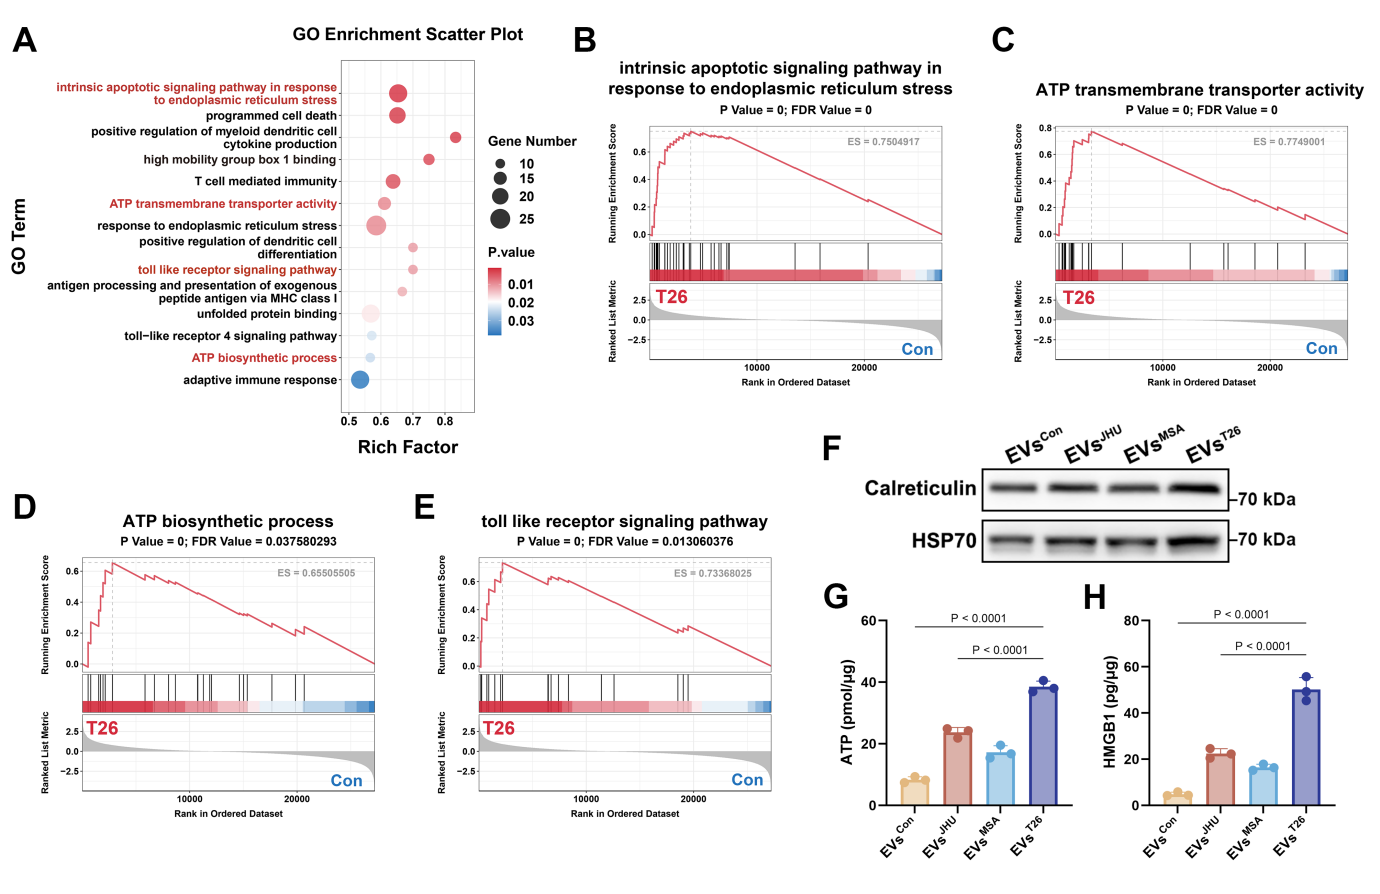

**Figure S11. T26 reprograms tumor-derived extracellular vesicles to enhance immune responses.**

(A) GO enrichment analysis of ICD-related pathways in T26-treated MC38 cells. (B-E) GSEA showing significant upregulation of the intrinsic apoptotic signaling pathway in response to endoplasmic reticulum stress pathway, ATP transmembrane transporter activity pathway, ATP biosynthetic process pathway, toll-like receptor signaling pathway upon T26 treatment. (F) Western blot analysis of EVs^Con^, EVs^JHU^, EVs^MSA^ and EVs^T26^. (G) Quantification of ATP levels of EVs^Con^, EVs^JHU^, EVs^MSA^ and EVs^T26^ (n = 3). (H) ELISA measurement of HMGB1 concentration of EVs^Con^, EVs^JHU^, EVs^MSA^ and EVs^T26^ (n = 3). Error bars represent means ± SD. Differences between groups were tested using one-way ANOVA followed by Tukey's multiple comparisons test, or unpaired Student’s *t*-test.

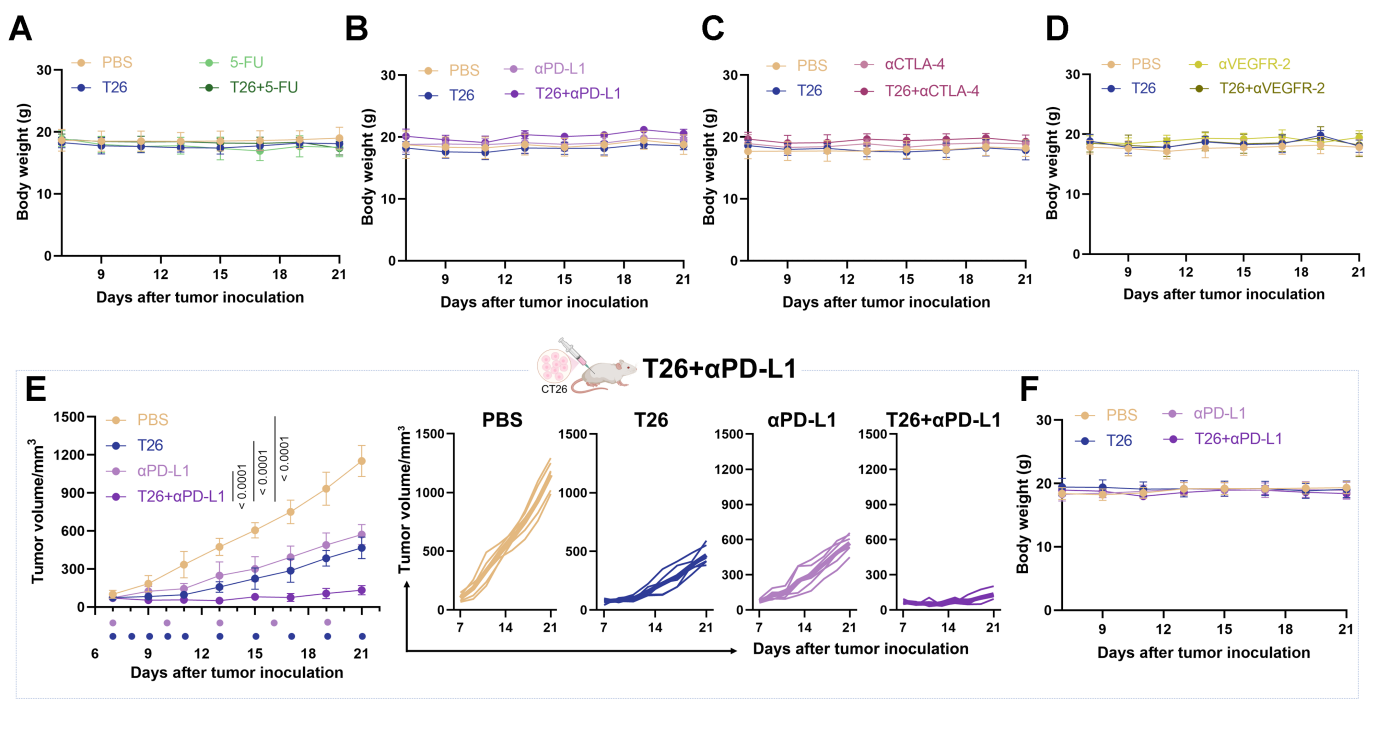

**Figure S12. Synergistic tumor suppression by T26 in combination therapies.**

(A) The body weight changes of MC38 tumor-bearing mice that received the combination therapy of T26 and 5-FU. (B) The body weight changes of MC38 tumor-bearing mice (n = 6) that received the combination therapy of T26 and αPD-L1. (C) The changes in body weight of MC38 tumor-bearing mice (n = 6) when administered the combined treatment of T26 and αCTLA-4. (D) The body weight changes of MC38 tumor-bearing mice that received the combination therapy of T26 and αVEGFR-2 (n = 6). (E) Combined treatment with T26 (1 mg/kg/day from day 7 to 11, followed by 0.3 mg/kg every other day from day 12 to 21, intragastric gavage) and αPD-L1 (2 mg/kg, intraperitoneal injection) in CT26 tumor-bearing mice. Synergistic efficacy and tumor growth curves of the αPD-L1 + T26 group were compared with those of the PBS-treated, T26-treated, and αPD-L1-treated groups (n = 6). (F) Kaplan-Meier survival analysis of CT26-bearing mice with different treatment (n = 6). Error bars represent means ± SD. Differences between groups were tested using one-way ANOVA followed by Tukey's multiple comparisons test, or unpaired Student’s *t*-test.

**Reference**

[1] R. Rais, A. Jančařík, L. Tenora, et al., *“Discovery of 6-Diazo-5-oxo-l-norleucine (DON) Prodrugs with Enhanced CSF Delivery in Monkeys: A Potential Treatment for Glioblastoma,”* *The Journal of Medicinal Chemistry* **2016**, 59 (18), 8621.

doi:10.1021/acs.jmedchem.6b01069

How the deposited data were processed for this re-analysis (not part of the article)

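RNA of flow-sorted immature BMDCs (3 libraries) and mature BMDCs (4 libraries) was analysed. Groups and replicate numbers come from the sample labels, and the DON dose, the treatment time and the days of culture from the paper. Replicate numbers are shared between the groups in the labels, which do not state the origin of same-numbered samples. The RNA-seq of T26-treated MC38 cells was not analysed here.

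The authors deposited whole-number counts per gene and library, without normalization, and FPKM values, which are fragments scaled by gene length and library total, rounded to 2 decimals. The paper's text does not name the aligner, the counting program, the annotation, the test for differential expression or the settings of GSEA. Gene names, coordinates and the GO and KEGG annotation come from the deposited table, which annotates 16907 of 28666 genes with GO terms and 6622 with KEGG pathways. It gives 53 symbols to more than 1 gene ID. Transcript lengths come from GENCODE M21 on GRCm38.

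The design was fixed before the data were examined, as were the alternatives except those named below as added. It gave limma on FPKM values as the main test unless the table held counts, and edgeR on the counts if it did. Counts were present, so they were analysed in R 4.3.3 with edgeR 4.0.16, with its filter on low counts, TMM normalization and the quasi-likelihood test on all 7 libraries. The standard error of a log2 fold change is its size divided by the square root of the F statistic. PCA used log2 CPM with a prior count of 2. Enrichment used one-sided hypergeometric tests, and gene sets were tested with fgsea 1.28.0 (random seed 1), adjusted over the 2 sets.

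Total counts were 54846746 to 67973086 per library. A group with at most 3 counts in each library was taken to be at the floor, and a fold against it is a lower bound. Floors cover counting error only.

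The genes named follow a rule. It lists genes of proteins in the paper, among them Sting1, Cgas, Tbk1, Irf3, Ifnb1, Cd80, Cd86, Itgax, H2-K1, H2-D1, B2m and Slc38a2. It adds the 5 largest rises and the 5 largest falls among genes past the criteria whose groups do not overlap and whose higher group has a mean FPKM of at least 10. It also adds the 3 members of each of the 2 gene sets with the largest statistic. Other genes are named because they make up a small count, belong to a marker list or stood out, and those were chosen after their values were seen.

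The alternatives were limma 3.58.1 on log2(FPKM + 1) with an FPKM of at least 1 in 3 libraries, with pseudocounts of 0.1 and 0.01, other filters, a TPM scale, quantile normalization and no trend, and DESeq2 1.42.0 with its size factors. Fits without a filter, with an FPKM of at least 5 in 3 libraries, without the fold change criterion, without each library in turn and with the replicate number as a block were also run. Gene sets were further tested with camera and with a ranking by log2 fold change, and enrichment with all annotated genes as background and with genes higher in mature cells alone. The alternatives added after seeing the data were counts divided by 4 and rounded, the omission of genes at least 10 times higher in some mature libraries, the limma ranking for gene sets and named genes, and enrichment among genes lower in mature cells alone.

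The tests were tested on simulated counts in which 200 genes changed 4-fold. The edgeR test recovered 185 of them (92.5%) with 13 false calls among 16978 genes tested, DESeq2 191 (95.5%) with 37 among 17446, and limma 167 (83.5%) with 6 among 12042. The 200 genes were drawn only from genes above a minimum mean count. The simulated libraries held no length bias or tissue RNA of single libraries. Far more genes passed in the real data, so recovery and false calls there can differ. Replicates were compared by a chi-square per gene over genes with at least 40 counts in the pair. Marker lists were compared with 10000 random lists matched on expression. These checks used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.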

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

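The tests of transcript length in mature replicate 3, of heart genes and of kidney genes were chosen only after those patterns were seen.

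In 11 of 34 values compared across the 4 mature libraries, 1 library lay far from the other 3, where chance gives about 1.7. The values are not independent of each other. Mature replicate 3 was that library in 7 of the 11. Its gap to the nearest library, divided by the range, was 0.908 for the CPM of H2-K1, 0.845 for H2-D1, 0.8293 for B2m, 0.854 for Tlr8, 0.895 for Ccl5, 0.890 for Nfkb1 and 0.839 for the sum of FPKM. That sum was 381707 in mature replicate 3 and 329247 to 337706 in the other mature libraries. H2-K1 and H2-D1 are close paralogs that can share reads. Across 17436 genes, which are not independent replicates, the log2 ratio of mature replicate 3 to the mean of the other mature libraries fell with transcript length (Spearman rho -0.48). For mature replicates 1, 2 and 4 the same test gave a rho of 0.29, 0.39 and 0.25, where replicate 3 is part of each reference mean, so these values are not independent of its own. A length bias of mature replicate 3, such as a loss of long transcripts, is a candidate explanation. A length was known for 99.9% of the tested genes. The design gives no difference between mature replicates, so no biological explanation was tested.

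Mature replicate 1 was the library apart in 3 values, with ratios of 0.869 for the CPM of Myl2, 0.872 for Myl3 and 0.852 for the PC1 score. Of the 2300 genes higher in mature cells, 246 were within the immature range in mature replicate 1, against 3, 34 and 5 in mature replicates 2, 3 and 4. No explanation of the PC1 score was tested. For the CPM of Ifnb1 the ratio was 1, from 3 counts in mature replicate 2 and 0 in the other mature libraries, which is at the floor of the depth.

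Cardiac muscle genes, which the paper does not discuss, were counted in mature replicates 2, 3 and 4 and hardly in the other 4 libraries. In all, 43 genes had an FPKM in each of these 3 libraries over 10 times the highest of the others plus 0.1. Mb had 71.1, 69.8 and 70.9 FPKM in mature replicates 2, 3 and 4 and 0.18 FPKM in mature replicate 1. On a list of heart genes that shares 0 genes with the 43, 9 of the 14 in the table were at least 5 times higher in each of these libraries than in any other. The exceptions were Tnni3, Cox6a2, Cox7a1, Myl4 and Myl7, and Tnni3 was also raised in mature replicate 1, at 11.2 FPKM against 1.33 to 1.64 FPKM in immature libraries. RNA from heart tissue may therefore be present in mature replicates 2, 3 and 4. All 43 genes passed the criteria, and Myl2, Ckmt2, Myl3 and Actc1 are among them. In an alternative chosen after seeing the data, 4001 genes passed without the 43 genes and the kidney genes below. Maturation as the cause would have to leave out mature replicate 1, and it was not tested further.

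Kidney genes, which the paper does not discuss either, were counted in mature replicate 2 and hardly in the other 6 libraries. In all, 42 genes had an FPKM there over 10 times the highest of the others plus 0.1, among them Kap at 170.8 FPKM and Umod at 10.7 FPKM. On a list of 15 kidney genes, 12 were at least 5 times higher in mature replicate 2 than in any other library, and Slc12a3, Nphs1 and Napsa were not. The list shares 1 gene with the 42, Slc22a6. RNA from kidney tissue may be present in mature replicate 2. Of the 42 genes, Cyp4b1 and Ggt1 had counts enough to be tested. Of these 2 genes, 0 passed the criteria and 1, Cyp4b1, had an unadjusted p under 0.05. Slc12a3, on the list but not among the 42, was highest in mature replicate 2, at 0.330 FPKM, and passed the criteria, with a log2 fold change of 9.33 (edgeR adjusted p = 0.0261). The design gives no difference between mature replicate 2 and the other mature libraries, so no biological explanation was tested.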

How the results depend on the processing

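Both gene set results stayed toward mature cells with no adjusted p under 0.05, under all 13 alternatives each, of which 1 was chosen after seeing the data. With fgsea the NES ran from 0.740 to 1.02 for positive regulation of innate immune response (adjusted p 0.433 to 0.817) and from 0.911 to 1.32 for the cytosolic DNA-sensing pathway (adjusted p 0.197 to 0.817), and camera gave adjusted p values of 0.890 and 0.491. Among the values of 8 results under alternatives, 89 stayed alike and 35 moved. Of 336 values of named genes, 327 kept their direction and their side of the criteria and 9 changed sign.

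The number of differentially expressed genes, 4037, with 2300 higher and 1737 lower, fell with every limma setting. On log2(FPKM + 1) it was 1768 (946 higher, 822 lower), with or without the trend. It was 2561 (1390 higher) with a pseudocount of 0.1, 2624 (1421 higher) with 0.01 and 1716 (894 higher, 822 lower) without a filter. It was 1318 (669 higher, 649 lower) with an FPKM of at least 5 in 3 libraries, 2346 (1183 higher) on the TPM scale and 1777 (837 higher, 940 lower) after quantile normalization. With edgeR, an FPKM of at least 5 in 3 libraries gave 1525 (734 higher, 791 lower), and the adjusted p alone gave 8053 (4047 higher, 4006 lower). On the same 11758 genes, limma called more with a smaller pseudocount, so the pseudocount of 1 lowers its number. The cause of the remaining gap between limma and edgeR was not tested. DESeq2 gave 4448 genes, 3971 of them among the 4037. No gene was called in the opposite direction in any of these fits. Higher genes made up 57.0% of the calls, 60.7% with DESeq2 and 47.1% after quantile normalization. Across the 7 fits that each left out one library, the number ran from 3646 to 4052, with 1940 to 2306 higher and 1633 to 1759 lower.

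The share of variance on PC1, 62.6%, was 53.2% with scaled genes, 77.7% on log2(FPKM + 0.1) and 47.8% without a filter, and ran from 58.6% to 72.3% across the 7 fits that left out one library. The number of enriched GO terms, 4, was 0 among genes higher in mature cells (0 at an unadjusted p under 0.05), 4 among genes lower in mature cells, chosen after seeing the data, and 2 with all annotated genes as background, and ran from 4 to 5 across those 7 fits. The number of enriched KEGG pathways, 4, was 0 among genes lower in mature cells (1 at an unadjusted p under 0.05), an alternative chosen after seeing the data. It was 4 among genes higher in mature cells and ran from 3 to 5 across those 7 fits. Among the higher genes, 6 pathways had an unadjusted p under 0.05 in the hypergeometric test. They included TNF signaling (0.0322) and T cell receptor signaling (0.0463), whose adjusted p was over 0.05. The cause of these shifts was not tested.

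The log2 fold change of Cgas, -0.039, was 0.058 with limma and a pseudocount of 0.1, 0.0038 on the TPM scale and 0.046 on log2(FPKM + 1), the last chosen after seeing the data. It was 0.0054 without immature replicate 1 and 0.084 without mature replicate 3, in a range down to -0.11 when one library was left out. After quantile normalization H2-K1 was at -0.044 and H2-D1 at -0.089. Without mature replicate 3 H2-D1 was at -0.064 and B2m at -0.062, and leaving out other libraries gave at most 0.11 and 0.094. The cause was not tested.

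The adjusted p of some named genes crossed 0.05 without a change of sign. That of Sting1, 0.101, was 0.00831 with limma and a pseudocount of 0.1, 0.0195 after quantile normalization and 0.0164 without mature replicate 3. That of Irf3, 0.0659, was 0.00876, 0.0131 and 0.0111 there, 0.00609 on the TPM scale and 0.0409 without mature replicate 2. That of H2-K1, 0.167, was 0.0389 with a pseudocount of 0.1, 0.0129 on the TPM scale and 0.0498 without mature replicate 3. On log2(FPKM + 1), chosen after seeing the data, these were 0.00794, 0.00889 and 0.0398. All were higher in mature cells there. That of Tbk1, 0.00449, was 0.0562 on the TPM scale. That of Itgax, 0.0124, was 0.0677 with a pseudocount of 0.1, 0.140 after quantile normalization, 0.0909 on the TPM scale, 0.0583 without immature replicate 3 and 0.0677 on log2(FPKM + 1). The cause was not tested.

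With the replicate number as a block, 3616 genes passed (1936 higher, 1680 lower), 3480 of them among the 4037, and the NES was 0.839 and 1.25 (adjusted p 0.703 and 0.318, within the ranges above). As a check of the pairing, deviations from the group means correlated across genes at 0.014 on average for same-numbered libraries and at -0.0047 for the others.

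Counts divided by 4 and rounded, chosen after seeing the data, gave 3667 genes. The depth limits Ifnb1, with at most 3 counts in a library.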

Differences from the paper's values

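The share of variance on PC1 was 62.6%, and the paper's is about 82% in Fig. S1C, read by eye. The 2 values are within 1.5 times of each other. The highest share in an alternative was 77.7%, on log2(FPKM + 0.1). The share of variance on PC2 was 13.3%, and the paper's is about 8.5% in Fig. S1C, read by eye. Of the alternatives set before the data were examined, log2(FPKM + 0.1) (10.9%), the PCA without mature replicate 1 (10.6%) and that without mature replicate 3 (9.58%) came within 1.5 times the paper's value. Scaled genes, no filter and the other 5 fits that left out one library did not.

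The enrichment score of positive regulation of innate immune response, immature against mature, was -0.34, and the paper's is about -0.80 in Fig. 1G, read by eye. That of the cytosolic DNA-sensing pathway was -0.35, and the paper's is about -0.59 in Fig. 1H, read by eye. The alternatives set before the data were examined came no closer than -0.38 for the first set, without a filter, and -0.42 for the other, without mature replicate 3, and none reached the paper's value.

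The paper's numbers of differentially expressed genes are 4426, with 2859 higher and 1567 lower in mature cells, and those here were 4037, 2300 and 1737. DESeq2 gave 4448, 2699 and 1749.

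The paper states that both gene sets were significantly lower in immature DCs, and their adjusted p was 0.522 here, with 0.197 the lowest in any fgsea setting. Fig. 1I draws most genes of positive regulation of innate immune response higher in mature cells, and 9 of 22 had a positive log2 fold change here.

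The paper names positive regulation of innate immune response and T cell proliferation involved in immune response among its enriched GO terms. With 22 and 3 tested genes, their adjusted p was 0.525 and 0.572 here, and neither was under 0.05 in any setting. The paper describes the terms as upregulated, and none had an adjusted p under 0.05 among genes higher in mature cells alone. Inflammatory response to antigenic stimulus, drawn in Fig. 1E, had an adjusted p of 0.0942. It was under 0.05 without mature replicate 3 (0.0272) and, chosen after seeing the values, among genes lower in mature cells alone (0.0251), in a range up to 1.00. Immune response-regulating signaling pathway and regulation of T cell mediated immunity, also drawn there, had 2 and 1 tested genes, too few for an adjusted p under 0.05 in the main test whatever their values, so nothing can be said of them here.

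Of the KEGG pathways the paper names, the cytosolic DNA-sensing pathway and the T cell receptor signaling pathway had an adjusted p of 0.652, and neither was under 0.05 in any setting. The same holds for antigen processing and presentation, drawn in Fig. 1F (0.652). TNF signaling, drawn there too, had an adjusted p of 0.194. It was 0.0390 with all annotated genes as background and 0.0197 without a filter. It was 0.0338 and 0.0132 without immature replicate 2 or 3, and 0.0473, 0.0450 and 0.0121 without mature replicate 1, 2 or 4. In the other settings it ran from 0.0515 among genes higher in mature cells to 0.993 among genes lower in mature cells, the latter chosen after seeing the values.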

Other observations

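The test of multiples of 4 was chosen only after that pattern was seen.

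Genes outside the claims were on the list fixed beforehand. H2-K1, H2-D1 and B2m, which encode MHC class I, had log2 fold changes of 0.28, 0.051 and 0.039 in mature against immature cells (edgeR adjusted p = 0.167, 0.788 and 0.831), and their signs changed in some settings, as given above. Over the alternatives the adjusted p of H2-K1 ran from 0.0129, higher in mature cells on the TPM scale, to 0.635, lower after quantile normalization. Slc38a2, which encodes a glutamine transporter, had a log2 fold change of -0.25 (standard error 0.16, edgeR adjusted p = 0.223).

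Immature and mature libraries differed in 4037 genes. The immature cells may have held a larger share of macrophage-like cells, which was tested with a list of 12 macrophage genes. Their mean log2 fold change in mature cells was -2.22, at percentile 0 among 10000 random lists matched on expression, and 11 of the 12 were lower past the criteria. The exception was Cx3cr1. Csf1r had a log2 fold change of -2.62 (standard error 0.080, edgeR adjusted p = 1.8e-07). On a list of 8 dendritic cell genes, Flt3, Zbtb46, Dpp4, Ccr7 and Kmo were higher past the criteria, with a mean of 1.62 over the list, at percentile 99.9. The exceptions were Ciita, H2-Ab1 and Itgax, the last of which was lower. Their log2 fold changes were 0.68, 0.056 and -0.41 (edgeR adjusted p = 0.00676, 0.819 and 0.0124). A fall of these macrophage genes within maturing cells would give the same values, so mixed cell types and maturation cannot be told apart here. Transcript length bias was tested too, and the log2 fold change hardly followed length across 17436 genes (Spearman rho -0.051), although genes are not independent replicates.

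Each mature library had more genes with a count (21081 to 22774) than any immature library (20656 to 21010). With every library thinned to 54846746 counts, the fewest in a mature library still exceeded the most in an immature library by 246 genes, so library depth does not account for it. MC38 tumor cell RNA would raise epithelial genes, and 1 of 7, Epcam, was above the highest immature library in at least 3 mature libraries. Background reads across silent genes would raise olfactory and vomeronasal receptor genes. Of 144 such genes, 52 to 64 were counted in mature and 47 to 49 in immature libraries, a gap of 3 between the groups, so background reads remain a candidate explanation.

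Low counts fell on multiples of 4 more often than neighboring counts. In mature replicate 1, 980 genes had 4 counts, 529 had 3 and 338 had 5. Among counts from 1 to 20, the share of multiples of 4 was 30.0457% in that library, the lowest, and 32.3% in mature replicate 3, the highest, where an even spread gives 25%. If each sequenced fragment entered the table as about 4 counts, the share was to exceed 35% in every library. It lay between, so this explanation can be neither kept nor dropped.

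Of the 35 splits of the 7 libraries into 3 and 4, 8 part the 3 same-numbered pairs as the real split does, so a share under 1 of 8 cannot arise. Of these 8, 1, the real one, gave as many differentially expressed genes, as many higher genes, as many lower genes, as many enriched GO terms and as many enriched KEGG pathways. The other 7 gave 0 differentially expressed genes each, with 65 to 4169 genes at an unadjusted p under 0.05 against 9237 in the real split. An NES as far from 0 as the real one arose in 5 of the 8 splits for positive regulation of innate immune response and in 4 of the 8 for the cytosolic DNA-sensing pathway. Over all 35 splits, 1, the real one, gave as many differentially expressed genes, and the next gave 411. Every other split mixes immature and mature libraries, so the difference between them enters the spread within each group. Few calls were therefore likely beforehand, and these counts of genes and terms do not measure chance.

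A hypothesis was that cytokine and chemokine members alone raise the cytosolic DNA-sensing pathway in mature cells. The 7 members shared with cytokine-cytokine receptor interaction had an NES of 1.38 (adjusted p = 0.472), and the 39 others one of 0.858 (adjusted p = 0.680). As the whole set was not enriched either, the hypothesis could not be decided.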
